# TBX3 promotes progression of pre‐invasive breast cancer cells by inducing EMT and directly up‐regulating SLUG

**DOI:** 10.1002/path.5245

**Published:** 2019-04-08

**Authors:** Milica Krstic, Bart Kolendowski, Matthew J Cecchini, Carl O Postenka, Haider M Hassan, Joseph Andrews, Connor D MacMillan, Karla C Williams, Hon S Leong, Muriel Brackstone, Joseph Torchia, Ann F Chambers, Alan B Tuck

**Keywords:** breast cancer, TBX3, SLUG, ductal carcinoma *in situ* (DCIS), epithelial‐to‐mesenchymal transition (EMT)

## Abstract

The acquisition of cellular invasiveness by breast epithelial cells and subsequent transition from ductal carcinoma *in situ* (DCIS) to invasive breast cancer is a critical step in breast cancer progression. Little is known about the molecular dynamics governing this transition. We have previously shown that overexpression of the transcriptional regulator TBX3 in DCIS‐like cells increases survival, growth, and invasiveness. To explore this mechanism further and assess direct transcriptional targets of TBX3 in a high‐resolution, isoform‐specific context, we conducted genome‐wide chromatin‐immunoprecipitation (ChIP) arrays coupled with transcriptomic analysis. We show that TBX3 regulates several epithelial–mesenchymal transition (EMT)‐related genes, including *SLUG* and *TWIST1*. Importantly, we demonstrate that TBX3 is a direct regulator of *SLUG* expression, and *SLUG* expression is required for TBX3‐induced migration and invasion. Assessing TBX3 by immunohistochemistry in early‐stage (stage 0 and stage I) breast cancers revealed high expression in low‐grade lesions. Within a second independent early‐stage non‐high‐grade cohort, we observed an association between TBX3 level in the DCIS and size of the invasive focus. Additionally, there was a positive correlation between TBX3 and SLUG, and TBX3 and TWIST1 in the invasive carcinoma. Pathway analysis revealed altered expression of several proteases and their inhibitors, consistent with the ability to degrade basement membrane *in vivo*. These findings strongly suggest the involvement of TBX3 in the promotion of invasiveness and progression of early‐stage pre‐invasive breast cancer to invasive carcinoma through the low‐grade molecular pathway. © 2019 The Authors. *The Journal of Pathology* published by John Wiley & Sons Ltd on behalf of Pathological Society of Great Britain and Ireland.

## Introduction

Tumorigenesis within the breast is thought to involve advancement through distinct stages, from benign ductal epithelial hyperplasia to atypical ductal hyperplasia (ADH), ductal carcinoma *in situ* (DCIS), and, ultimately, invasive and metastatic carcinoma 1. It is estimated that approximately 25–50% of DCIS will progress to invasive carcinoma during the lifetime of the patient, generating potentially life‐threatening disease 2. Clinical management of patients with DCIS usually consists of surgical resection with additional radiation therapy for most patients 3, 4. Several recent studies, however, have suggested that a subset of patients with early‐stage (non‐high‐grade) DCIS do not benefit from either surgery alone or combined surgery and radiation, raising concern regarding overtreatment of this subpopulation 2, 5, 6. Paradoxically, we are currently limited in our ability to identify patients with DCIS who have an intrinsically higher risk of local and invasive recurrence, such that there is also a risk of undertreatment if excision is incomplete or radiation therapy is omitted.

The 21T series cell lines have been proposed as a unique experimental model of breast cancer progression 7. Three cell lines were isolated from a single patient and stably represent distinct stages of progression: 21PT cells mimic ADH (non‐tumorigenic); 21NT cells mimic DCIS (tumorigenic and non‐metastatic); and 21MT‐1 cells mimic invasive mammary carcinoma (tumorigenic and metastatic) in xenograft experiments 7, 8. We have conducted extensive characterization of these cell lines 8. Importantly, we found that during the transition from the clonally related DCIS‐like 21NT cells to invasive 21MT‐1 cells, TBX3 was within the list of clinically relevant up‐regulated transcripts 8.

TBX3 is a member of the T‐box family of transcription factors involved in development 9. TBX3 levels are up‐regulated in several cancers, with most of the literature focusing on breast cancer 8, 10, 11, 12 and melanoma 13, 14. Due to alternative splicing, two TBX3 isoforms exist: TBX3iso1 and TBX3iso2. TBX3iso2 contains an additional 20‐amino acid sequence in the DNA binding domain attributed to the 2a exon, which TBX3iso1 lacks. Differing expression of TBX3 isoforms has been reported in several breast cancer cell lines 12 and there is controversy as to whether the two isoforms have unique functions 12, 15, 16. Accumulating evidence suggests that TBX3‐mediated transcriptional repression of p14^ARF^ 11, 17 and/or p21^CIP1^ 16, 18 plays a role in driving cancer progression through bypassing cellular senescence. Recent work has begun to identify a link between TBX3 and epithelial‐to‐mesenchymal transition (EMT) 19, with direct down‐regulation of E‐cadherin 13. These findings are important, as an EMT phenotype has been associated with the acquisition of migratory and invasive properties, suppression of senescence and apoptosis, and therapeutic resistance 20. SLUG (encoded by the *SNAI2* gene) is a member of the SNAIL family of transcription factors and a key mediator in the promotion of EMT 20, 21. Specifically, SLUG has been shown to trigger the initial phases of the EMT process 22.

In this study, we explored the role of TBX3 in breast cancer progression pathways, focusing specifically on its involvement in the induction of EMT and the transition from DCIS to invasive carcinoma. Immunohistochemical analysis revealed that TBX3 levels are elevated in low‐grade, pre‐invasive DCIS with an associated invasive component, and significantly correlated with the size of the invasive focus. Using genome‐wide bioinformatic approaches along with more conventional *in vitro* studies, we have identified *SLUG* and *TWIST1* as downstream targets of TBX3 and have assessed their levels by immunohistochemistry in two independent patient cohorts. Our findings suggest that TBX3 facilitates the process of early invasion in DCIS by promoting the induction of EMT and tumor progression through the low‐grade pathway, as described by Bombonati and Sgroi 23. Finally, we propose a progression model in which SLUG is an important and necessary effector downstream of TBX3, leading to increased motility and induction of key invasiveness‐associated genes.

## Materials and methods

### Cell lines and culture conditions

The 21T series cell lines (21NT and 21MT‐1) were obtained as a gift from Dr Vimla Band 7. 21T series cell lines underwent authentication testing by IDEXX Radil (IDEXX Bioanalytics, Missouri, CA, USA; Case No 20250‐2013). Cells were maintained in αMEM media supplemented with 2 mm l‐glutamine, 1 μg/ml insulin, 12.5 ng/ml EGF, 2.8 μm hydrocortisone, 10 mm HEPES, 1 mm sodium pyruvate, 0.1 mm non‐essential amino acids, 50 μg/ml gentamycin sulfate, and 10% FBS (αHE10F). All reagents were obtained from Wisent Inc (Saint‐Jean‐Baptiste, QC, Canada). Stable 21NT transfectants previously generated 24 were maintained in αHE10F medium supplemented with 500 μg/ml G418 as a selection marker. Stable lentiviral transductants were maintained in αHE10F medium supplemented with either 0.8 μg/ml puromycin (TBX3 knockdown lines) or 500 μm hygromycin (SLUG knockdown lines) as a selection marker. Details related to the generation of cell lines are located in the supplementary material, Supplementary materials and methods.

Cell lines representing other molecular breast cancer subtypes were purchased from ATCC (Manassas, VA, USA). Cell lines were maintained in their respective media: T47D (RPMI), SKBR3 (McCoy's 5A), and MDA‐MB‐468 (αMEM), each supplemented with 10% FBS.

### *In vitro* and *in vivo* characterization of cell lines

Detailed protocols related to western blots, immunofluorescence staining, migration assays, Transwell invasion assays, chick choriallantoic membrane (CAM) assays, gelatin zymography, cell–cell adhesion assay, and *in vitro* gelatin degradation assays 25 are located in the supplementary material, Supplementary materials and methods.

### Genomic and transcriptomic analyses

Detailed protocols related to qRT‐PCR, chromatin immunoprecipitation (ChIP), RNA‐Seq (GEO Accession Number: GSE126153), ChIP promoter arrays (GEO Accession Number: GSE126154), and the bioinformatics analyses 26 may be found in the supplementary material, Supplementary materials and methods.

### Patient characteristics and immunohistochemistry study

Patients with early‐stage breast cancer were identified from the London Breast Cancer Database on the basis of having either DCIS only (stage 0) or DCIS with an associated invasive component (stage I; ≤ 2 cm, and either pN0 or pN0mi). Cohort 1 consisted of 186 patients with low‐, intermediate‐ or high‐grade DCIS with no invasion or early invasion (stage 0 or stage I). Cohort 2 consisted of 118 patients with non‐high‐grade DCIS with the aforementioned characteristics, with either no invasion or early invasion (stage 0 or stage I). Clinicopathological variables for cohort 1 and cohort 2 patients entered into this study are listed in Table 1. There was no overlap between patients in cohort 1 and cohort 2. The study was conducted under a protocol approved by the Western University Health Sciences Research Ethics Board and the Clinical Research Impact Committee of Lawson Health Research Institute. Immunohistochemical staining was conducted using the following antibodies: TBX3 (Abcam, Cambridge, MA, USA; ab99302; 1/200), SLUG (Abcam; ab27568; 1/750), and TWIST1 (Abcam; ab50887; 1/750). Details relating to immunohistochemistry protocol and quantification methods are located in the supplementary material, Supplementary materials and methods.

**Table 1:** Clinicopathologic variables for patients entered into Cohort 1 and Cohort 2

	Cohort 1	Cohort 2
Characteristic	No of patients (%)	No of patients (%)
Total	186 (100)	118 (100)
Age (years)		
≤ 50	17 (9.1)	14 (11.9)
> 50	169 (90.9)	104 (88.1)
Associated invasion		
No invasion	100 (53.8)	84 (71.2)
Micro‐invasion	12 (6.5)	2 (1.7)
Invasion	74 (39.8)	32 (27.1)
Histological type of invasive cancer		
Total cases with invasion	74 (100)	34 (100)
NST	55 (74.3)	26 (76.5)
NST with lobular features	9 (12.2)	3 (8.8)
NST with tubular features	3 (4.1)	3 (8.8)
NST with mucinous features	3 (4.1)	0 (0.0)
NST with micropapillary features	1 (1.4)	0 (0.0)
Invasive lobular carcinoma	1 (1.4)	0 (0.0)
Invasive tubular carcinoma	1 (1.4)	1 (2.9)
Invasive mucinous carcinoma	1 (1.4)	1 (2.9)
IMC histologic grade		
Total cases with invasion	74 (100)	34 (100)
Low	26 (35.1)	16 (47.1)
Intermediate	36 (48.6)	18 (52.9)
High	12 (16.2)	0 (0.0)
DCIS nuclear grade		
Total cases with DCIS	100 (100)	118 (100)
Low	10 (10.0)	16 (13.6)
Low + intermediate	0 (0.0)	44 (37.3)
Intermediate	41 (41.0)	58 (49.2)
High	49 (49.0)	0 (0.0)
Hormone receptor status*		
ER‐positive	66/82 (80.5)	33/34 (97.1)
PR‐positive	52/71 (73.2)	29/34 (85.3)
HER2‐positive	16/57 (28.1)	3/34 (8.8)
Recurrence		
No recurrence	162 (87.1)	
Yes recurrence	13 (7.0)	
Invasive recurrence	10 (76.9)	
Non‐invasive recurrence	3 (23.1)	
Unknown	11 (5.9)	118/118 (100)
Micro‐metastasis	8 (4.3)	0 (0.0)

NST, no special type; IMC, invasive mammary carcinoma; DCIS, ductal carcinoma *in situ*; ER, estrogen receptor; PR, progesterone receptor; HER2, human epidermal growth factor receptor 2.

* Only available for patients with IMC.

## Results

### TBX3 overexpression is associated with an invasive and EMT phenotype

To examine the role of TBX3 in breast cancer, non‐invasive 21NT cells (which endogenously express low levels of TBX3) were stably transfected with either an empty vector, TBX3iso1 or TBX3iso2. Structural differences between TBX3 isoforms are shown in the supplementary material, Figure S1. Isoform specific up‐regulation was confirmed at the mRNA level using isoform‐specific primers, in addition to up‐regulation of total TBX3 protein levels (Figure 1A,B and supplementary material, Figure S2A). Functionally, up‐regulation of either TBX3 isoform led to an increase in migration (supplementary material, Figure S3A). TBX3‐overexpressing cells also exhibited reduced cell‐to‐cell adhesion *in vitro* (supplementary material, Figure S3B). In the presence of calcium ions (+ CaCl_2_) or after adding increasing doses of EDTA to chelate free calcium, there were reduced levels of cell‐to‐cell adhesion, implying that several cell‐adhesion molecules may be involved (not solely Ca^2+^‐dependent cadherins). Loss of E‐cadherin has been associated with the switch to an EMT phenotype 23. Additionally, TBX3 is able to directly down‐regulate E‐cadherin in melanoma lines 13. We confirmed a down‐regulation of E‐cadherin protein levels by immunofluorescence, as well as decreased membrane localization with TBX3 overexpression (supplementary material, Figure S3C).

In order to assess the aggressiveness of the cell lines in an *in vivo* system, we employed the chick embryo chorioallantoic membrane (CAM) model. Fluorescently labeled cells were injected into the vasculature of chicks at embryonic day 12 and cell extravasation was assessed as previously described 27 (Figure 1C). Overexpression of either TBX3 isoform in 21NT cells resulted in an increase in extravasation within the CAM. Extravasation rates were drastically reduced with shRNA‐mediated knockdown of total *TBX3* in invasive 21MT‐1 cells, which natively express TBX3 at high levels (levels shown in supplementary material, Figure S2B–D). To confirm that the cells are better able to exit the vasculature (and are not simply better able to survive at *T* = 24 h), we performed live functional invadopodia assays within the CAM using confocal microscopy. Six hours after injecting fluorescently labeled cells into the CAM vasculature, a binary quantification of invadopodia formation was conducted (Figure 1D). An increase in functional invadopodia was observed with overexpression of TBX3 in 21NT cells. Furthermore, the presence of functional invadopodia was reduced with TBX3 knockdown in 21MT‐1 cells. Representative images for CAM experiments are shown in the supplementary material, Figure S4. Changes in invadopodia formation rates were also verified using a standard *in vitro* invadopodia formation assay (Figure 1E and supplementary material, Figure S5).

**Figure 1:**
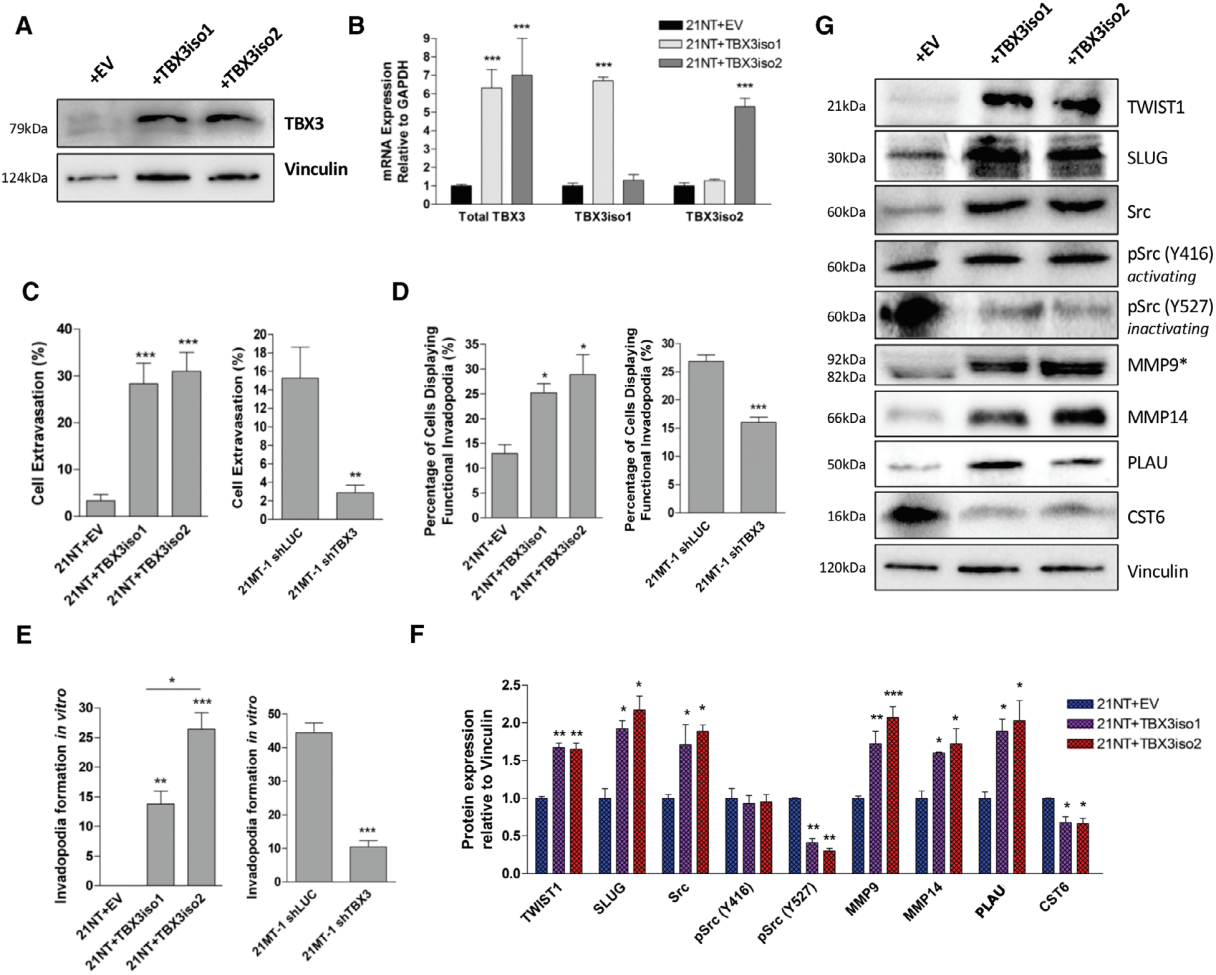
TBX3 overexpression is associated with an invasive and EMT phenotype. (A) Total TBX3 protein levels were assessed by western blot in 21NT transfectant cells. (B) Total *TBX3*, *TBX3iso1*, and *TBX3iso2* transcript levels were assessed by RT‐qPCR in 21NT transfectant cells, normalized to *GAPDH* levels, and depicted as fold change relative to the empty vector control. Means derived from three biological replicates were used during analysis. (C, D) Assessment of cell extravasation and functional invadopodia formation *in vivo* in the chick chorioallantoic membrane (CAM) model. Green (CMFDA) fluorescently labeled cells were injected into the vasculature of the CAM (50 000 cells each), and the vasculature was labeled red with lectin‐rhodamine at *T* = 0. For cell extravasation, cells were counted 24 h post‐injection in a 1 cm^2^ area across 30 biological replicates. For functional invadopodia formation, a binary quantification of *in vivo* invadopodia formation was conducted 6 h post‐cell injection. Cells were deemed positive for invadopodia formation when they possessed protrusions from the vasculature into the stroma. Values reported represent the percentage of cells displaying functional invadopodia *in vivo* across six biological replicates consisting of approximately 30 scanned cells each. (E) *In vitro* invadopodia formation assay for assessment of local cell invasion. Cells were added to red fluorescently labeled gelatin and incubated for 12–24 h (as optimized) to allow for substrate degradation. Cells were visualized using labelled phalloidin for identification of cellular F‐actin cores at sites of local matrix degradation, signifying the presence of invadopodia. Percentage of cells forming invadopodia was quantified from four biological replicates, assessing invadopodia formation in 10–20 random, non‐overlapping fields. (F, G) Protein levels of EMT markers by western blot. Protein samples were separated by 10% SDS‐PAGE and quantified by densitometry. Protein levels were normalized to vinculin, which served as the loading control for all proteins aside from MMP9 (*secreted protein); in the latter case, MMP9 levels in the conditioned media samples were normalized to total protein per lane based on Ponceau staining of the membrane. Where quantification of western blots is shown, data were acquired through densitometric quantifications across three biological replicates. *p < 0.05; **p < 0.01; ***p < 0.001 by one‐way ANOVA with Tukey's *post hoc* test for comparison between three groups, and Student's *t*‐test for comparison between two groups. Error bars represent standard deviation.

More invasive phenotypes were also observed using transient transfections of TBX3iso1 or TBX3iso2 into T47D (luminal A; ER^+^/PR^+^/HER2^−^), SKBR3 (HER2‐enriched; ER^−^/PR^−^/HER2^+^), and MDA‐MB‐468 (basal‐like; ER^−^/PR^−^/HER2^−^) breast cancer cell lines, representing different molecular subtypes (supplementary material, Figure S6A–C). Collectively, this suggests that these findings have broad applicability and are not cell type‐specific.

The functional alterations associated with TBX3 isoform overexpression suggest a more invasive EMT phenotype. We examined the expression of several EMT markers and observed alterations in multiple proteolytic enzymes and their inhibitors (*MMP9*, *MMP14*, *PLAU* up‐regulated; *CST6* down‐regulated), as well as EMT‐associated transcription factors (*TWIST1*, *SLUG* up‐regulated) with TBX3 overexpression (Figure 1F,G). This was also observed (to a lesser extent) in shTBX3 cell lines (supplementary material, Figure S7A,B). We observed an increase in the levels of active MMP2, as assayed by gelatin zymography (supplementary material, Figure S7C), indicating functional activation of pathways involved in substrate degradation and invasiveness.

### TBX3 overexpression leads to an alteration of mesenchymal transcript levels and direct up‐regulation of SLUG

To examine transcriptional changes associated with TBX3 isoform overexpression and elucidate the mechanisms involved, RNA‐Seq was conducted for TBX3iso1‐ and TBX3iso2‐overexpressing cell lines. 

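21NT cells, the DCIS-like breast line of the study, carried TBX3iso1, TBX3iso2 or the empty vector (EV) after stable transfection, and mRNA of each line was sequenced in duplicate, 6 libraries in all. Each line was a pool of G418-resistant cells, so the 2 libraries of a condition are replicates of 1 transfected line and not of separate transfections. The sources do not say whether they come from separate cultures; if they come from 1 culture, the SDs and p-values given here cover technical spread only. The methods give 2 mM L-glutamine and 500 µg/ml G418 for the medium, and the sample labels give 1 mM and 500 µM. The authors aligned the reads to hg19 with TopHat and deposited RPKM values (reads scaled to transcript length and to the alignments of the library) made in Partek Genomics Suite. The deposited table gives 1 value for each of 20824 genes in each library, with between 43176600 and 54512400 alignments per library. The median number of alignments was 48844500 for EV, 50619900 for TBX3iso1 and 47100800 for TBX3iso2. The values were taken to log2 after 0.1 RPKM was added, and the 12805 genes with a mean of at least 0.5 RPKM were compared between lines with limma and Benjamini-Hochberg adjustment. A gene is called differentially expressed here at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the methods. *TBX3*, on chromosome 12 of GRCh37 from 115108060 to 115121980, served as a check of the sample labels. Its level was 8.38 ± 0.199 RPKM (SD, n = 2) in EV, 12.3 ± 1.23 RPKM with TBX3iso1 and 16.5 ± 1.41 RPKM with TBX3iso2, and each isoform library lay above both EV libraries. The log2 fold change was 0.54 with TBX3iso1 (standard error 0.0989, limma adjusted p = 0.00378 with Benjamini-Hochberg adjustment), under the 1.5-fold threshold, and 0.97 with TBX3iso2 (adjusted p = 0.000257). Under quantile normalization the TBX3iso1 value rose to 0.63, past the fold threshold. The table does not separate the isoforms, so these are totals for the gene.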

Pathway analysis indicated that the top predicted functional changes for the TBX3 transfectants include alterations in cellular movement, cellular growth and proliferation, cell death, cell survival, and cancer‐associated processes (Figure 2A). 

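The gene sets of Ingenuity Pathway Analysis are not part of the deposited data, so growth and cell death were read from hand-written lists of genes. The cell cycle list held 76 genes, all of them tested, with a median log2 fold change of 0.22 with TBX3iso1 and 0.36 with TBX3iso2. Of these, 10 were higher with TBX3iso1 and 17 with TBX3iso2 by the criteria for differential expression, and 0 were lower. These are 13.2% and 22.4% of the list, against 21.5% and 21.2% of all genes tested (Fisher's exact test, p = 0.0917 and 0.779). The list was therefore not enriched among differentially expressed genes. limma's camera, with a preset correlation of 0.01 between genes, gave adjusted p = 1.61e-07 and 4.47e-10 over the 12 lists tested. limma's fry gave p = 0.00194 and 0.000669, whereas camera with an estimated correlation gave p = 0.101 and 0.0719, so the rise of the list does not pass under that stricter test. Pseudocounts, filters and scalings left the median between 0.19 and 0.26 for TBX3iso1 and between 0.30 and 0.36 for TBX3iso2. *CCNE1* rose from 4.60 ± 0.0796 RPKM (SD, n = 2) in EV to 9.47 ± 0.725 RPKM with TBX3iso1 and 9.71 ± 0.883 RPKM with TBX3iso2. Its log2 fold changes were 1.03 and 1.06 (standard error 0.0988, limma adjusted p = 0.0002 and 0.000176 with Benjamini-Hochberg adjustment). The list of BCL2 family and cell death genes held 50 genes, of which 44 were tested, with a median of 0.08 with TBX3iso1 (0.02 to 0.12 with 1 library left out) and 0.16 with TBX3iso2 (0.13 to 0.19). Its members moved both ways, 3 higher and 6 lower with TBX3iso1, and 8 higher and 5 lower with TBX3iso2. These are 20.5% and 29.5% of the genes tested from the list (Fisher's exact test, p = 0.195 with TBX3iso2). Neither isoform passed limma's camera for this list (adjusted p = 0.225 and 0.101 over the lists). Without the filter on low values camera's unadjusted p fell from 0.15 and 0.076 to 0.0479 and 0.0352. limma's fry gave p = 0.371 with TBX3iso1 and 0.0363 with TBX3iso2, and camera with an estimated correlation gave p = 0.342 and 0.26. The largest fall was in *BMF*, from 10.2 ± 0.305 RPKM (SD, n = 2) in EV to 1.47 ± 0.18 RPKM with TBX3iso1 and 1.10 ± 0.109 RPKM with TBX3iso2.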

Enrichment analysis (Enrichr) was conducted, with the input list consisting of genes significantly altered (> 1.5‐fold up or down, FDR < 0.05) for cells overexpressing either TBX3iso1 or TBX3iso2 relative to the control. 

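With TBX3iso1, 2757 of the 12805 genes tested were differentially expressed against EV (21.5%), of which 955 were higher and 1802 lower. With TBX3iso2, 2720 were (21.2%), of which 1145 were higher and 1575 lower. Without the fold threshold, 5733 and 5830 genes had a limma adjusted p under 0.05. The genes altered with either isoform numbered 3690. Adding 1 RPKM in place of 0.1 before the log moved the TBX3iso1 count most, to 1812 genes. The share of lower genes depended on the scaling: quantile normalization gave 1259 higher and 1313 lower with TBX3iso1, and 1315 higher and 1338 lower with TBX3iso2. *PAX8-AS1*, an antisense transcript, had the largest rise with both isoforms, from 0.0506 ± 0.0162 RPKM (SD, n = 2) in EV to 5.78 ± 0.304 RPKM with TBX3iso1 and 5.53 ± 0.264 RPKM with TBX3iso2. Its log2 fold changes were 5.29 and 5.23 (standard error 0.134, limma adjusted p = 1.58e-06 and 1.19e-06 with Benjamini-Hochberg adjustment), and their size and rank depend on the 0.1 RPKM added, since EV was below it: with 1 RPKM added they were 2.69 and 2.64, below those of *VIM* (2.97 and 3.77). The next largest rises with TBX3iso1 were those of *MAGEA6* (log2 fold change 5.27), *HOXA11* (4.27), *LINC01116* (3.92) and *MARCH4* (3.69). With TBX3iso2 they were those of *APCDD1L-AS1* (4.40), *HOXA11* (4.35), *VIM* (3.84) and *MARCH4* (3.52). The means in EV were 0.0546 RPKM for *MAGEA6*, 0.00426 RPKM for *HOXA11*, 0.108 RPKM for *LINC01116*, 0.0606 RPKM for *MARCH4* and 0.13 RPKM for *APCDD1L-AS1*, near or below the level added. With 0.01 RPKM added, the changes of *HOXA11* (7.14 and 7.22) exceeded those of *PAX8-AS1* (6.60 and 6.54). With 0.1 RPKM added, *FGG* fell furthest with TBX3iso1, from 31.0 ± 0.737 RPKM (SD, n = 2) in EV to 0.33 ± 0.127 RPKM, a log2 fold change of -6.21. It was followed by *SDS* (-4.99), *IP6K3* (-4.90), *FGB* (-4.82) and *GDF15* (-4.77). Without a pseudocount, the ratio of the mean RPKM with TBX3iso1 to that in EV was lower for *FGB* (0.00781) than for *FGG* (0.0107). With 0.1 RPKM added, *PDGFRA* fell furthest with TBX3iso2, from 8.03 ± 0.0712 RPKM (SD, n = 2) to 0.0122 ± 0.00152 RPKM, a log2 fold change of -6.18, which was -3.16 with 1 RPKM added, nearer 0 than *FGG* (-4.08) and *GDF15* (-4.12). *FGG* (-4.98), *SDS* (-4.90), *MUC7* (-4.74) and *IP6K3* (-4.59) followed. These genes were ranked only among differentially expressed genes whose isoform libraries lay outside the range of the EV libraries. That separation is therefore not further evidence for them.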

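Mesenchymal transcripts were examined with a hand-written list of 77 genes, drawn up without the tissue database, of which 56 were tested. Their median log2 fold change was 0.56 with TBX3iso1 and 0.25 with TBX3iso2. With TBX3iso1, 27 genes were higher and 10 lower by the criteria for differential expression, and with TBX3iso2 21 were higher and 12 lower. Adjusted over the list alone, 37 and 33 genes passed, the same numbers as over all genes tested. The share of tested list genes that were differentially expressed was 66.1% with TBX3iso1 and 58.9% with TBX3iso2. limma's camera gave an adjusted p of 3.41e-05 with TBX3iso1 and 0.0373 with TBX3iso2 over the 12 lists. With an estimated correlation between genes, camera gave p = 0.122 and 0.345, so neither holds there, while limma's fry gave p = 0.000618 and 0.0086. Under quantile normalization the TBX3iso2 median was 0.19 and camera's unadjusted p rose from 0.0218 to 0.102, the top of a range of 0.0175 to 0.102 over the alternatives. Without the filter on low values the medians fell to 0.32 with TBX3iso1 and 0.09 with TBX3iso2. The list rose less with TBX3iso2 than with TBX3iso1, with a median difference of -0.16 between them (camera p = 1.84e-06, fry p = 0.00365, estimated correlation p = 0.102). *VIM* rose from 18.7 ± 0.286 RPKM (SD, n = 2) in EV to 154 ± 9.5 RPKM with TBX3iso1 and 269 ± 12.4 RPKM with TBX3iso2. Its log2 fold change with TBX3iso1 was 3.03 (standard error 0.0807, limma adjusted p = 1.58e-06 with Benjamini-Hochberg adjustment). *BGN* fell from 7.98 ± 0.066 RPKM (SD, n = 2) to 0.868 ± 0.154 RPKM and 0.99 ± 0.144 RPKM. The log2 fold changes of *ACTA2*, another mesenchymal marker, were -2.28 and -1.67, and the list's *SNAI1*, *TWIST1* and *MMP2* were also lower with both isoforms.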

Comparison to the Jensen TISSUES expression database of large‐scale tissue expression profiles revealed mesenchymal genes as most enriched (Figure 2B). Relative to the control, we detected alterations in a large proportion of EMT‐related genes compiled from the dbEMT database 28 (Figure 2C).

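The dbEMT list is not part of the deposited data, so EMT genes were taken from the mesenchymal list and a list of 68 epithelial genes, together 145 genes, of which 120 were tested. With either isoform, 73 of the 120 were differentially expressed (60.8%), against 28.8% of all genes tested (Fisher's exact test, 2-sided p = 2.73e-13, which treats genes as independent). With both isoforms 46 changed in the same direction. In average-linkage clustering of the EMT genes the replicates of each line joined first, TBX3iso1 joined TBX3iso2 at a distance of 6.52, and EV joined them at 12.1. The order was the same over all genes tested, with EV joining at 71.4 and the isoforms joining each other at 46.7. Of the epithelial genes 64 were tested, with a median log2 fold change of -0.43 with TBX3iso1 and -0.38 with TBX3iso2. With TBX3iso1, 3 were higher and 22 lower, and with TBX3iso2 3 were higher and 21 lower. limma's camera gave adjusted p = 7.29e-05 and 9.03e-05, fry gave p = 0.000204 and 0.000311, and camera with an estimated correlation gave p = 0.0469 and 0.0468. *CDH1*, which encodes E-cadherin, was 145 ± 4.22 RPKM (SD, n = 2) in EV, 89.2 ± 6.78 RPKM with TBX3iso1 and 102 ± 12.3 RPKM with TBX3iso2. Its log2 fold changes were -0.70 and -0.51 (standard error 0.104, limma adjusted p = 0.00148 and 0.00592 with Benjamini-Hochberg adjustment). The fall with TBX3iso2 was under the 1.5-fold threshold and passed it under quantile normalization, at -0.63. *TP63* fell from 3.35 ± 0.445 RPKM (SD, n = 2) to 0.287 ± 0.0615 RPKM and 0.299 ± 0.0459 RPKM, while *KRT5* rose by 1.20 and 1.25 on the log2 scale. *FN1*, which encodes fibronectin, was 13.2 ± 0.616 RPKM (SD, n = 2) in EV, 19.6 ± 3.24 RPKM with TBX3iso1 and 13.5 ± 3.31 RPKM with TBX3iso2. Its log2 fold change of 0.55 with TBX3iso1 (limma adjusted p = 0.0329 with Benjamini-Hochberg adjustment) was under the fold threshold and passed it with median-ratio scaling (0.59) and quantile normalization (0.60). With TBX3iso2 it was 0.01 (limma adjusted p = 0.969), less than the spread between the replicates.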

**Figure 2:**
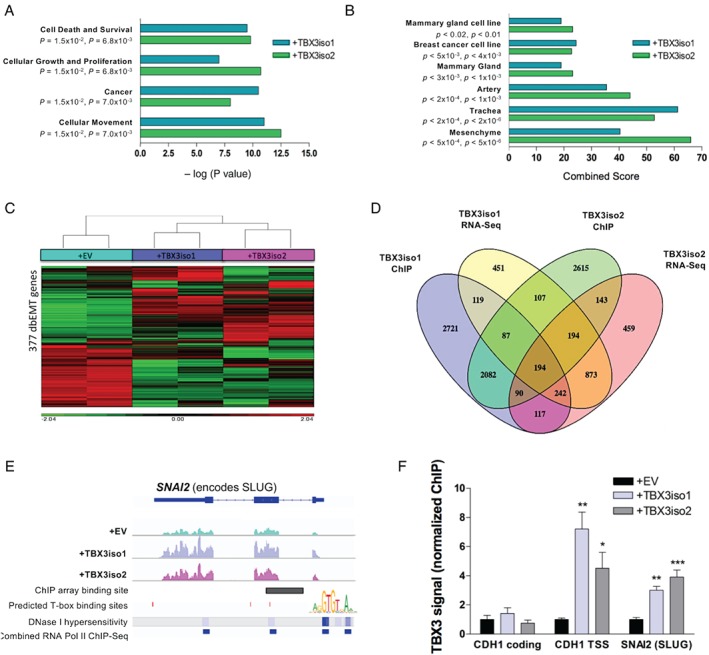
TBX3 overexpression leads to an alteration of mesenchymal transcript levels and direct up‐regulation of SLUG. RNA‐Seq of total mRNA from 21NT + EV, 21NT + TBX3iso1, and 21NT + TBX3iso2 cells in duplicate. (A) Pathway analysis was conducted using all output RNA‐Seq data for TBX3iso1‐ and TBX3iso2‐overexpressing cells and compared with the empty vector control. (B) Enrichment analysis was conducted for genes significantly altered (fold change > 1.5, FDR < 0.05). Results comparing resultant RNA‐Seq profiles with the Jensen TISSUES dataset and lowest *P*‐value tissue sites are shown. (C) Heat map of EMT genes. The dbEMT database was used to compile a list of 377 EMT genes and hierarchical clustering was conducted of RNA‐Seq data. Duplicate samples are shown for each cell line. (D) Chromatin immunoprecipitation (ChIP) experiments were conducted with TBX3 antibody or rabbit IgG. Datasets from RNA‐Seq and ChIP‐array experiments were integrated to examine the effects of TBX3 isoform binding on gene transcript levels (all fold‐change > 1.5, FDR < 0.05). (E) RNA‐Seq reads across the *SNAI2* (SLUG) gene for 21NT + EV, 21NT + TBX3iso1, and 21NT + TBX3iso2 cell lines are shown in the top three lines, followed by the identified TBX3 ChIP‐array binding site. Highly conserved T‐box binding elements (TBEs) in *SNAI2* are shown. DNAse I hypersensitivity and RNA polymerase II binding sites are shown in the bottom two lines. (F) ChIP experiments with TBX3 antibody or rabbit IgG control. Relative amounts of immunoprecipitated DNA were assessed by qPCR. E‐cadherin (*CDH1*) coding region and transcription start site (TSS) were used as negative and positive controls, respectively. The *SNAI2* primers span both the predicted overlapping TBE site identified *in silico* and the binding site from ChIP‐array experiments. Values shown represent input‐adjusted, IgG control subtracted values for the specific TBX3 IP normalized to the empty vector control. Means derived from four biological replicates were used during analysis. *p < 0.05; **p < 0.01; ***p < 0.001 by one‐way ANOVA with Tukey's *post hoc* test for comparison between three groups. Error bars represent standard deviation (SD).

To determine whether the TBX3‐dependent changes in gene expression are direct, chromatin immunoprecipitation (ChIP) experiments were conducted using either TBX3 antibody or rabbit IgG antibody as a non‐specific control, and immunoprecipitated DNA was hybridized to Affymetrix Promoter 1.0R arrays. Using this approach, we identified 5652 and 5512 specific binding sites for TBX3iso1 and TBX3iso2, respectively. Comparison of TBX3 binding sites with our expression analysis identified 194 genes that were directly regulated by both TBX3 isoforms (> 1.5‐fold up or down, FDR < 0.05) (Figure 2D and supplementary material, Table S1). These 194 genes were analyzed using the PANTHER database. 

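The copy of Table S1 at hand holds 193 genes, 1 fewer than the text states, so no overlap or enrichment was tested against it. All 193 were found in the RPKM table. In the folds that Table S1 lists, which are the paper's, 51 genes were higher with both isoforms, 140 were lower with both and 2 went in opposite directions. Of the 193 genes, 156 had a mean of at least 0.5 RPKM and were tested, and 153 were differentially expressed with both isoforms. Adjusted over the list alone the number was also 153, which is not independent evidence, since the study chose the list on these libraries. In the same direction 152 changed, 45 higher and 107 lower, and the median log2 fold change over the tested genes was -0.92 with TBX3iso1 and -0.95 with TBX3iso2. Without the filter on low values, 183 genes were differentially expressed with both. Between the isoforms 14 of the genes differed. *MAL* went in opposite directions, from 0.529 ± 0.0726 RPKM (SD, n = 2) in EV to 0.929 ± 0.0275 RPKM with TBX3iso1 and 0.0449 ± 0.0273 RPKM with TBX3iso2. Its log2 fold changes were 0.72 and -2.13 (standard error 0.215, limma adjusted p = 0.0295 and 0.000247 with Benjamini-Hochberg adjustment). With a pseudocount of 1 RPKM the *MAL* values shrank to 0.34 and -0.55, under the fold threshold. *A2ML1*, the other gene listed in opposite directions, was 0.251 ± 0.0204 RPKM (SD, n = 2), 0.434 ± 0.0153 RPKM and 0.0344 ± 0.0336 RPKM, too low on average to be tested.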

The lowest *P* value and corrected FDR statistic corresponded to the protease inhibitor protein class (supplementary material, Figure S8). 

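PANTHER's protein classes are not part of the deposited data, so families were defined by gene symbols, and membership is narrower than PANTHER's. Of the 193 genes of Table S1 at hand, 4 were protease inhibitors by symbol: *A2ML1*, *AGT*, *PAPLN* and *SERPINB7*. Only *SERPINB7* among them has a symbol that places it in the serine protease inhibitor family as defined here. It rose from 7.70 ± 0.0123 RPKM (SD, n = 2) in EV to 23.4 ± 1.27 RPKM with TBX3iso1 and 13.2 ± 0.779 RPKM with TBX3iso2. *AGT* fell with both isoforms, with log2 fold changes of -2.98 and -2.94. The log2 fold changes of *PAPLN* were -0.77 and -1.70. The metalloproteases were *CPM* (-1.17 and -1.36), *ERMP1* (-0.86 and -1.01) and *DPEP1*, which was too low to be tested. The 5 extracellular matrix genes, *COL5A1*, *LAMB2*, *NTN4*, *PAPLN* and *SPON2*, were all lower with both isoforms. Over the whole table, 35 protease inhibitors were tested, with a median log2 fold change of -0.10 with TBX3iso1 and -0.23 with TBX3iso2. By the criteria for differential expression 8 were higher and 9 lower with TBX3iso1, and 8 were higher and 11 lower with TBX3iso2. These are 48.6% and 54.3% of the list, against 21.5% and 21.2% of all genes tested (Fisher's exact test, p = 0.000557 and 1.8e-05, which treats genes as independent). With the same exact test, the shares were 68.9% and 62.2% for extracellular matrix genes (p = 1.21e-11 and 3.03e-09), 50.0% and 62.5% for serine protease inhibitors (p = 0.011 and 0.000413), and 48.5% and 30.3% for metalloproteases (p = 0.00087 and 0.203). limma's camera gave adjusted p = 0.628 and adjusted p = 0.105 over the 12 lists for the protease inhibitors, and for TBX3iso2 its unadjusted p ran from 0.00709 under quantile normalization to 0.288 without a filter, where the median was -0.07. Without 1 of the TBX3iso1 or EV libraries, the TBX3iso1 median ran from -0.20 to 0.02, and without 1 of the TBX3iso2 or EV libraries the TBX3iso2 median ran from -0.37 to -0.09. With an estimated correlation between genes, camera gave p = 0.427 for the protease inhibitors and 0.366 for the metalloproteases with TBX3iso2. For the 16 serine protease inhibitors tested, the medians were 0.36 and 0.38, with camera adjusted p = 0.185 and adjusted p = 0.459. For the 33 metalloproteases they were -0.05 and -0.13, the latter from -0.27 to -0.07 with 1 library left out, with camera adjusted p = 0.798 and adjusted p = 0.0112, and for the 45 extracellular matrix genes -0.11 and 0.01, with camera adjusted p = 0.512 and adjusted p = 0.459. Other filters or scalings reversed the median of the extracellular matrix genes with both isoforms, of the metalloproteases with TBX3iso1 and of the serine protease inhibitors with TBX3iso2. Single members moved far: *TIMP3* rose from 0.043 ± 0.0091 RPKM (SD, n = 2) to 1.44 ± 0.054 RPKM with TBX3iso1 and was 0.0804 ± 0.0134 RPKM with TBX3iso2. *SPOCK1* had log2 fold changes of 1.34 and -1.92 (limma adjusted p = 0.000197 and 4.15e-05 with Benjamini-Hochberg adjustment).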

Several other protein classes related to EMT were also altered, including extracellular matrix proteins, metalloproteases, and serine protease inhibitors. Importantly, within this list of 194 genes directly induced by TBX3 was *SNAI2* (which encodes SLUG), a transcriptional regulator and potent inducer of EMT, which may provide a mechanism for the previously described EMT and invasion‐associated functional changes in TBX3‐transfected cells.

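*SNAI2* lies on chromosome 8 of GRCh37 from 49830157 to 49834299, on the minus strand. Its level was 12.2 ± 0.409 RPKM (SD, n = 2) in EV, 27.1 ± 1.14 RPKM with TBX3iso1 and 19.3 ± 1.34 RPKM with TBX3iso2. Each isoform library lay above both EV libraries. The log2 fold change was 1.14 with TBX3iso1 (standard error 0.0809, limma adjusted p = 5.23e-05 with Benjamini-Hochberg adjustment) and 0.65 with TBX3iso2 (limma adjusted p = 0.000616). Both differences exceeded the spread between the replicates. With each library left out in turn the TBX3iso1 value stayed between 1.10 and 1.18 and the TBX3iso2 value between 0.58 and 0.72. The lowest of these, 0.58 without TBX3iso2 replicate 1, is a fold change of 1.496, just under the 1.5-fold threshold. The level was lower with TBX3iso2 than with TBX3iso1 by a log2 fold change of -0.49 (limma adjusted p = 0.0082 with Benjamini-Hochberg adjustment), a difference under the 1.5-fold threshold. Pseudocounts, filters, scalings and other linear models left *SNAI2* differentially expressed against EV with both isoforms. From the higher level of the *SNAI2* transcript with both isoforms and their binding at the gene, the paper counts *SNAI2* as directly induced by TBX3. As SLUG is an inducer of EMT, the paper proposes it as a mechanism for the EMT and invasion-associated changes of the transfected cells.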

Both TBX3 isoforms were shown to bind near an intron/exon junction of *SNAI2* based on the ChIP‐array data (Figure 2E). TBX3 has previously been shown to bind to the consensus T‐box binding element (TBE) in several different contexts 29. Consensus TBEs were investigated using the JASPAR database of transcription factor binding sites (Figure 2E and supplementary material, Figure S9A–C). A highly conserved TBE was found within the *SNAI2* gene region that coincides with binding of both TBX3 isoforms in the ChIP‐array dataset (supplementary material, Figure S7A,B). We conducted ChIP qPCR validation using primers spanning this identified TBE. Published primer sequences were used for the transcription start site (*CDH1* TSS) and coding region (*CDH1* coding) of E‐cadherin 13, representing positive and negative controls, respectively (Figure 2F). With TBX3 overexpression, there was a 3‐ to 4‐fold enrichment of TBX3 protein bound to the conserved TBE of *SNAI2*. Interestingly, this binding region overlaps with a DNase I hypersensitive region and RNA polymerase II binding region, which is suggestive of open and transcriptionally active chromatin (Figure 2E).

### SLUG up‐regulation by TBX3 is essential for increased migration and invasion

Given the strong evidence of SLUG involvement in the induction of EMT 20, 21, we proceeded to investigate whether SLUG was essential for the phenotypes observed with TBX3 overexpression. SLUG levels were knocked down in 21NT control and TBX3 transfectant cell lines using stable shRNA‐mediated lentiviral transduction (Figure 3A,B). The scramble control (SCR) cells overexpressing either TBX3iso1 or TBX3iso2 had higher rates of migration and invasion relative to the empty vector control, similar to the levels that we previously reported in these cell lines 24. With SLUG knockdown, the rates of migration and invasion of TBX3 isoform transfectants were reduced to baseline levels, despite expressing high levels of TBX3 (Figure 3C,D).

**Figure 3:**
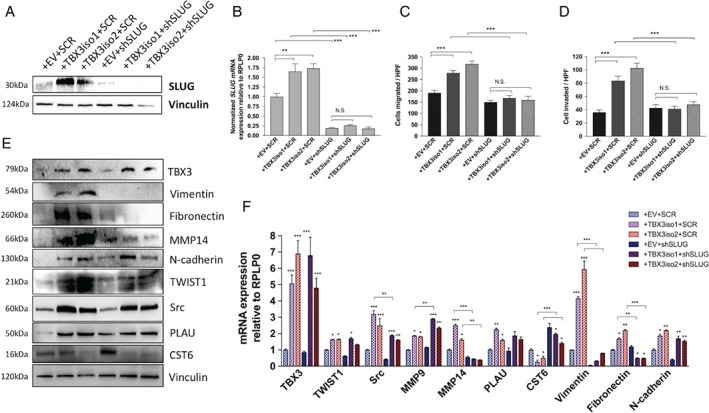
SLUG up‐regulation by TBX3 is essential for increased migration and invasion. (A) Western blot showing knockdown of SLUG protein in shRNA transductants. Protein levels were normalized to vinculin as the loading control. (B) SNAI2 transcript levels were assessed by RT‐qPCR, normalized to RPLP0 levels, and depicted as fold‐change relative to the empty vector control. (C, D) Migration and invasion assays were conducted using 8.0 μm pore Transwells coated with either gelatin (migration) or Matrigel (invasion). Cells were allowed to migrate or invade for 22 h. The number of cells that migrated or invaded per high power field is shown. Means are derived from four biological replicates. (E) Protein levels of EMT and invasion‐associated genes were assessed by western blot, normalized to vinculin. (F) mRNA levels of several EMT and invasion‐associated genes evaluated by RT‐qPCR, normalized to *RPLP0* transcript levels, and depicted as fold‐change relative to the empty vector shScramble control (+ EV + SCR). Means derived from three biological replicates were used during analysis. *p < 0.05; **p < 0.01; ***p < 0.001 by either one‐way ANOVA with Tukey's *post hoc* test or two‐way ANOVA with Tukey's *post hoc* test for comparison within and between sub‐groups, respectively. Error bars represent standard deviation.

A large proportion (7/10) of our list of EMT‐ and invasion‐associated genes previously assessed in this study were still significantly altered with high TBX3 isoform expression in cells with SLUG knockdown (Figure 3E,F). However, the induction of several key invasiveness‐associated genes up‐regulated by TBX3 was significantly impaired in the absence of SLUG, including MMP14, vimentin, and fibronectin (Figure 3E,F). Importantly, these findings suggest that there are TBX3‐induced changes in expression of EMT‐related genes that are both SLUG‐dependent and SLUG‐independent, and that the SLUG‐dependent changes are required (although not necessarily sufficient) for TBX3‐induced migration and invasion.

### TBX3 expression is elevated in low‐grade, hormone‐receptor‐positive invasive breast cancers and associated precursor lesions

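The 2 isoforms were compared over the 12805 genes tested by RNA-Seq of the 21NT lines. The log2 fold changes against EV with TBX3iso1 and with TBX3iso2 correlated across genes (Pearson r = 0.816, Spearman rho = 0.804), although genes are not independent replicates. Both comparisons use the same EV libraries, which alone gives a correlation. In 100 simulations in which neither isoform changed any gene, r had a mean of 0.499 and ran from 0.445 to 0.542. With both isoforms 1759 genes were differentially expressed in the same direction, 611 higher and 1148 lower, against a mean of 0.09 in the simulations. In opposite directions 28 genes changed. Between TBX3iso2 and TBX3iso1, 805 genes were differentially expressed, 444 higher and 361 lower with TBX3iso2, and 666 of them were among the 3690 genes altered with either isoform (18.0% of these). That count depended most on the test: a linear model on the unlogged RPKM gave 186 genes and a linear model on log2 values without moderation 199. The scalings changed its split, with 351 higher and 435 lower under quantile normalization. Large rises from TBX3iso1 to TBX3iso2 were those of *FOSB* (log2 difference 3.50), *IL7R* (3.49), *CXCL8* (3.01) and *PLAC8* (2.97), and the *FOSB* replicates with TBX3iso2 were 13.4 and 5.76 RPKM. *CXCL8* was lower than in EV with TBX3iso1 and higher with TBX3iso2, with log2 fold changes of -1.18 and 1.83. In the linear model on unlogged RPKM the differences of *FOSB* and *CXCL8* between the isoforms lost an adjusted p under 0.05 (0.233 and 0.0708, with Benjamini-Hochberg adjustment), as did the fall of *CXCL8* with TBX3iso1 (0.364). The largest falls were those of *PDGFRA* (-4.98), *MAGEA6* (-4.57), *MUC7* (-4.24), *SPRR3* (-3.45) and *SPRR2D* (-3.33). The last 4 of these lost an adjusted p under 0.05 in the linear model on unlogged RPKM (0.0513, 0.0732, 0.0515 and 0.0623, with Benjamini-Hochberg adjustment). Among EMT markers, *CDH2*, which encodes N-cadherin, was 5.68 ± 0.376 RPKM (SD, n = 2) in EV, 9.86 ± 0.38 RPKM with TBX3iso1 and 4.86 ± 0.281 RPKM with TBX3iso2. It was higher with TBX3iso1 by a log2 fold change of 0.79 and differed between the isoforms by -1.01 (limma adjusted p = 0.000528 and 0.000873 with Benjamini-Hochberg adjustment). *VIM* was higher with TBX3iso2 than with TBX3iso1 by 0.81 (limma adjusted p = 0.00115 with Benjamini-Hochberg adjustment).

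**Figure D1:**
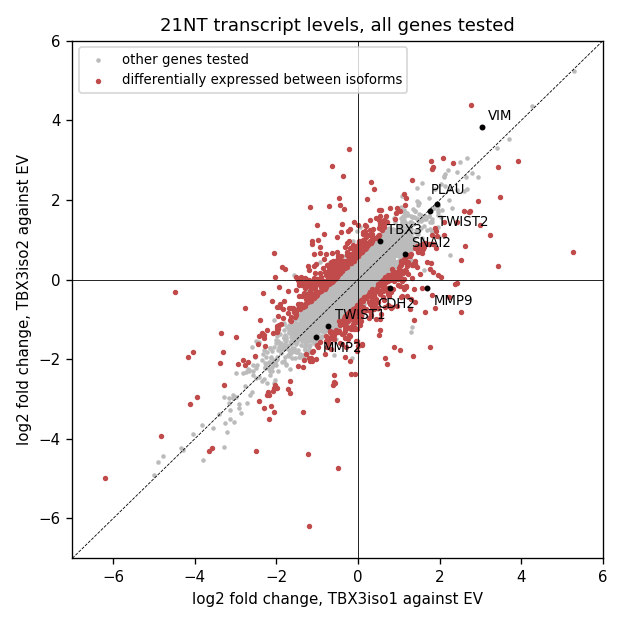
Log2 fold change against EV with TBX3iso1 (x axis) and with TBX3iso2 (y axis) for the 12805 genes tested in the 21NT lines; each point is a gene, the dashed line marks equal change, and red points are the 805 genes differentially expressed between the isoforms. Most genes lie along the dashed line (r = 0.816), while *MMP9* and *CDH2* lie to the right of it, higher with TBX3iso1 and near 0 with TBX3iso2.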

From our initial characterization of effects mediated by TBX3iso1 and TBX3iso2, we observed identical EMT‐related functionality, including induction of SLUG and TWIST1 expression. We then extended our studies to human patient samples, assessing total nuclear‐localized TBX3 by immunohistochemistry (supplementary material, Figure S10) across two patient cohorts (Table 1). Our first cohort consisted of 186 pre‐invasive (stage 0, DCIS only) and early invasive breast cancer (IMC; invasive mammary carcinoma, stage I) patient samples, where we used an antibody that recognizes both TBX3 isoforms. We examined four subpopulations of cells, including benign non‐columnar, benign columnar, DCIS, and invasive cancer, after observing high expression of TBX3 in benign columnar cells (Figure 4A). Earlier studies based on genome sequencing data and mutational association suggest that columnar cell lesions (CCLs; which include columnar cell change, columnar cell hyperplasia, and flat epithelial atypia) may be an early morphologic indicator of propensity for, or a non‐obligate precursor to, the development of breast cancer 30, 31. We confirmed an association between TBX3 and estrogen receptor (ER) and progesterone receptor (PR) expression in invasive breast cancers (Figure 4B,C), which has been suggested by previous studies 32. TBX3 positivity was highest in low‐ and intermediate‐grade DCIS and significantly lower in high‐grade DCIS (Figure 4D). We then examined a second independent patient cohort of 118 patients with non‐high‐grade (low‐ and intermediate‐grade) DCIS, with or without associated early invasive cancer (stage 0 and stage I), for increased power in evaluation of TBX3 association with invasiveness of low‐grade breast cancers. In this second cohort, nuclear TBX3 expression in the DCIS was associated with the size of the invasive focus (*p* < 0.001) (Figure 4E).

**Figure 4:**
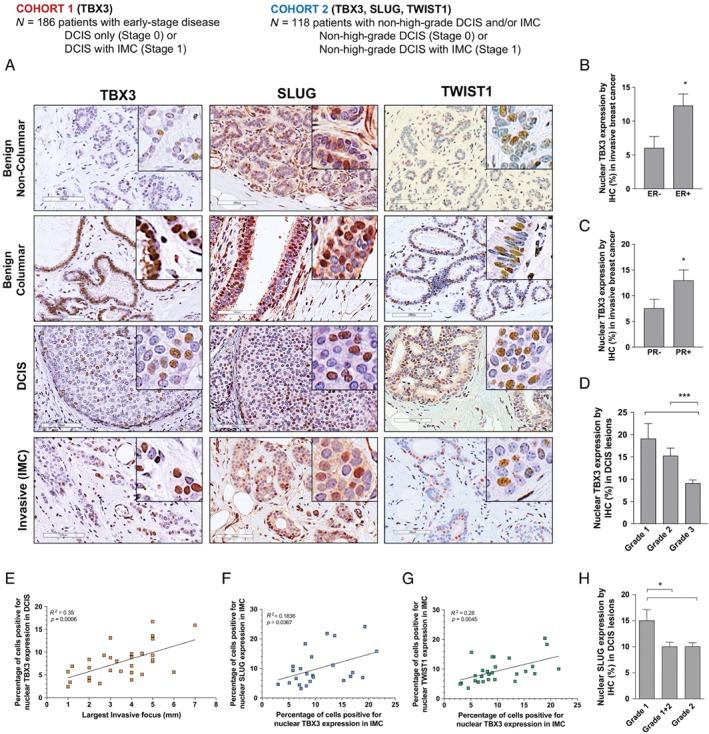
TBX3 expression is elevated in low‐grade, hormone‐receptor‐positive invasive breast cancers and associated precursor lesions. Patient samples representing cohort 1 were immunohistochemically stained and assessed for nuclear TBX3, and cohort 2 samples were stained and assessed for nuclear TBX3, SLUG, and TWIST1. (A) Representative staining patterns of cohort 2 samples (TBX3 expression and staining patterns were similar in cohort 1; not shown). (B–D) Nuclear TBX3 in cohort 1, consisting of 186 patients with early‐stage breast cancer (all nuclear grades) identified from the London Breast Cancer Database as having either DCIS only (stage 0) or DCIS with an associated early invasive component (stage I; ≤ 2 cm, and either pN0 or pN0mi). Nuclear TBX3 was compared across ductal epithelial cell types (benign non‐columnar, benign columnar, DCIS, and invasive mammary carcinoma). The association between TBX3 and (B) estrogen receptor (ER), (C) progesterone receptor (PR), and (D) DCIS nuclear grade is shown. (E–H) Nuclear TBX3, SLUG, and TWIST1 in cohort 2, consisting of 118 patients with non‐high‐grade (nuclear grade 1 or 2) DCIS, with or without associated early invasive cancer (stage 0 or stage I). Levels were compared across ductal epithelial cell types and clinical data. (E) Correlation analysis for nuclear TBX3 and size of the invasive focus in patients with stage I breast cancer. (F, G) Correlation analysis of TBX3/SLUG and TBX3/TWIST1 in the invasive carcinoma. (H) Association between nuclear SLUG and DCIS nuclear grade. *p < 0.05; **p < 0.01; ***p < 0.001 by one‐way ANOVA with Tukey's *post hoc* test for comparison between three groups, and Student's *t*‐test for comparison between two groups. Correlation and *P* values were calculated using the Pearson correlation statistic. Error bars represent SD.

We then conducted immunohistochemical staining for the EMT transcription factors SLUG and TWIST1 (which were directly and indirectly up‐regulated by TBX3, respectively) in our second patient cohort. TWIST1 was exclusively nuclear localized, and SLUG was predominantly nuclear with occasional cytoplasmic staining (Figure 4A and supplementary material, Figure S11). Each marker was assessed in all four cell populations in the same manner as for TBX3. We identified a positive correlation between TBX3 and both SLUG (*p* < 0.05) and TWIST1 (*p* < 0.001) expression in the invasive component (Figure 4F,G). Additionally, both SLUG and TWIST1 were up‐regulated in CCLs, and SLUG levels were significantly higher in low‐grade (grade 1) DCIS relative to both grade 1 + 2 (mixed) and grade 2 DCIS (Figure 4H), exhibiting staining patterns similar to TBX3. Collectively, these results suggest that TBX3 may be facilitating the process of early invasion even at the earliest stages of progression (i.e. CCLs, DCIS), and offer potential roles for downstream EMT‐related proteins such as SLUG and TWIST1 in the invasiveness of early‐stage breast cancer.

### Elevated TBX3 levels are associated with poor prognosis of breast cancer and are highly correlated with SLUG

To assess the applicability of our findings in a broader breast cancer and pan‐cancer context, we compared our findings with those of available transcriptomic datasets. Using the ICGC US donor cohort, we found that *TBX3* mRNA levels were elevated in tumor cells of several cancer subtypes, including breast cancer (data not shown). By further profiling transcriptomic data from the TCGA BRCA and the Farmer Breast study 33, we identified an association of higher *TBX3* levels in luminal breast cancers, and ER‐ and PR‐positive cancers (Figure 5A,B). Survival analysis of luminal A patients in the TCGA BRCA dataset showed a statistically significant difference in survival (*p* < 0.001) between patients with high and low *TBX3* relative to the median (Figure 5C).

**Figure 5:**
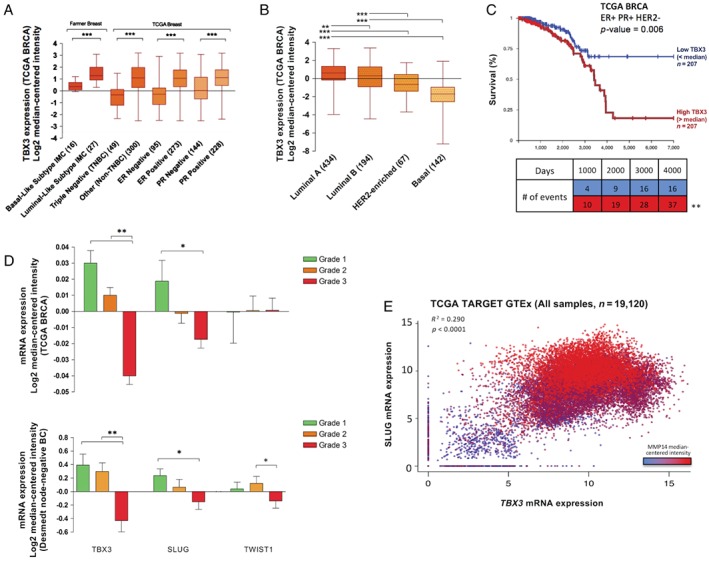
Elevated *TBX3* levels are associated with poor prognosis of breast cancer and are highly correlated with *SLUG* expression. (A, B) *TBX3* was assessed across tumor characteristics in the Farmer Breast and TCGA BRCA cohorts. *TBX3* mRNA by molecular subtype was further investigated in the TCGA BRCA dataset. (C) Kaplan–Meier survival curves for luminal A patients (ER^+^ PR^+^ HER2^−^) from the TCGA BRCA dataset, separated into high (above median) versus low (below median) *TBX3*. Number of events (breast cancer‐related deaths) is shown in the associated table. (D) *TBX3*, *SLUG*, and *TWIST1* in the TCGA BRCA and Desmedt datasets across grades. Data shown represent median‐centered, *z*‐score normalized values. (E) Correlation of *SLUG*, *TBX3*, and *MMP14* in the TCGA Target GTEx dataset consisting of 19 120 normal and tumor samples. *p < 0.05; **p < 0.01; ***p < 0.001 by one‐way ANOVA with Tukey's *post hoc* test for comparison between three groups. Survival analysis for Kaplan–Meier curve was calculated using the log‐rank test statistic. Correlation and *P* values were calculated using the Pearson correlation statistic. Error bars represent SD.

To examine the association between TBX3 and our identified downstream targets SLUG and TWIST1 and relate it to histopathological grade, we interrogated transcriptomics datasets with relevant grade information: TCGA BRCA (*n* = 680 with grade information) and Desmedt (*n* = 196, node‐negative breast cancers, all with grade information 34). *TBX3* and *SNAI2* mRNA levels were significantly lower in high‐grade breast cancers than in low‐ and intermediate‐grade breast cancers (Figure 5D) (*p* < 0.001), consistent with our immunohistochemical data. The Desmedt dataset also showed reduced *TWIST1* levels in high‐grade breast cancers. There was a high degree of overlap between TBX3 and SLUG in terms of patient characteristics and lesion types identified in our immunohistochemical staining and within the transcriptomics datasets. Additionally, upon examination of the TCGA TARGET GTEx dataset, we observed co‐expression of *SNAI2* and *TBX3* and tight association of *MMP14* with high levels of both transcription factors (Figure 5E). Collectively, analysis of publicly available data further supports the association and likely involvement of TBX3, along with downstream EMT transcription factors SLUG and TWIST1, in the aggressiveness of low‐grade breast cancers.

## Discussion

The use of screening mammography has drastically increased our ability to detect DCIS 35, but has been criticized as causing an overdiagnosis of breast cancer 36. Gene expression profiling has allowed successful stratification of node‐negative invasive breast cancers into low‐risk and high‐risk groups, providing information useful in clinical decision‐making for this population 37. These techniques have been extended to DCIS with some success 38, 39, 40. Additionally, panels of selected markers, including p16, COX2, and Ki67, have shown some utility in their ability to predict the behavior of DCIS in specific subsets of patients 41. Despite these efforts, there are few validated diagnostic tests or biomarkers to aid in optimization of treatment strategies for women with DCIS, and none that reliably predict risk for invasion.

We have previously established a role for TBX3 in the invasiveness of breast cancer 24. In this current study, we further explored the mechanism of this activity, particularly as associated with the phenomenon of EMT. We sought to take a high‐resolution approach to identifying downstream targets of TBX3, beginning with identification of transcriptomic changes with TBX3 overexpression and assessment of direct TBX3 binding sites. From these initial genomic studies, we identified SLUG and TWIST1 as potential downstream effectors up‐regulated with TBX3 overexpression, and SLUG as a direct downstream mediator of TBX3‐induced migration and invasion. 

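In the RNA-Seq data of the 21NT lines *TWIST1* was 31.5 ± 1.73 RPKM (SD, n = 2) in EV, 18.9 ± 0.954 RPKM with TBX3iso1 and 14.0 ± 0.265 RPKM with TBX3iso2. Each isoform library lay below both EV libraries. The log2 fold change was -0.73 with TBX3iso1 (standard error 0.0773, limma adjusted p = 0.000309 with Benjamini-Hochberg adjustment) and -1.16 with TBX3iso2 (limma adjusted p = 4.16e-05). With each library left out in turn the values stayed between -0.79 and -0.68 and between -1.22 and -1.11. *SNAI1* and *TWIST2*, other EMT transcription factors of the same families, were chosen after their values were seen. *SNAI1* fell from 3.90 ± 0.0196 RPKM (SD, n = 2) to 1.27 ± 0.211 RPKM with TBX3iso1 and 1.74 ± 0.184 RPKM with TBX3iso2. *TWIST2* rose from 0.156 ± 0.0493 RPKM (SD, n = 2) to 0.788 ± 0.312 RPKM and 0.741 ± 0.183 RPKM, a low level. Its log2 fold changes were 1.76 and 1.71 (standard error 0.294, limma adjusted p = 0.00246 and 0.00271 with Benjamini-Hochberg adjustment). With a linear model on log2 values without moderation the adjusted p rose to 0.0652 and 0.0661, and on unlogged RPKM to 0.128 and 0.141, after Benjamini-Hochberg adjustment.

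**Figure D2:**
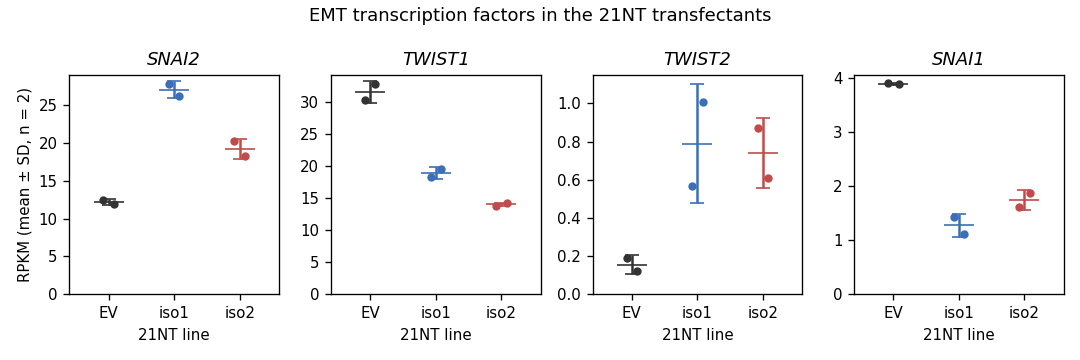
RPKM of *SNAI2*, *TWIST1*, *TWIST2* and *SNAI1* in the EV, TBX3iso1 (iso1) and TBX3iso2 (iso2) lines of 21NT; points are the 2 libraries of each line, the horizontal bar is their mean and the error bar the SD, and each panel has its own axis from 0. *SNAI2* and *TWIST2* were higher with both isoforms and *TWIST1* and *SNAI1* lower, with *TWIST2* under 1.01 RPKM in every library.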

Importantly, we have discerned expression differences in these proteins between benign non‐columnar ductal epithelial cells, CCLs, DCIS, and within the invasive carcinoma. Our examination of TBX3 by immunohistochemistry in two independent patient cohorts revealed that levels are highest in hormone receptor‐positive, low‐grade DCIS (and co‐existing CCLs) and are associated with the extent of invasion in early‐stage breast cancers. These findings, coupled with our *in vitro* data of an EMT link, are consistent with a role for TBX3 in early invasion events, likely working in conjunction with other EMT‐related factors such as SLUG and TWIST1 to facilitate a phenotype conducive to invasion.

The prevailing breast cancer progression model supported by numerous genomic and transcriptomic studies includes two divergent molecular pathways of progression – the low‐grade (ER^+^/PR^+^) and the high‐grade (ER^−^/PR^−^) pathway 23. Interestingly, sequencing and hierarchical clustering of DCIS and invasive samples have shown that samples do not cluster by diagnosis, but rather by intrinsic molecular subtype 42. This suggests that factors associated with invasiveness are distinct from histologic grade and stage and may indeed be present within the pre‐invasive DCIS 42.

Our proposed model of the stage‐specific role of TBX3 in early breast cancer progression is depicted in Figure 6. As observed in our immunohistochemical studies, expression of EMT‐related transcription factors (including TBX3) is low in benign non‐columnar breast epithelium. We have identified that TBX3 levels are significantly elevated in CCLs. This is in accordance with existing studies examining patterns of gene expression changes through breast cancer progression showing up‐regulation of several malignancy‐associated genes at the pre‐invasive stage 43. This pro‐EMT phenotype in CCLs, with concomitant up‐regulation of SLUG and TWIST1, is predicted to promote proliferation and plasticity of breast epithelial cells 20. There is accumulating evidence that CCLs, and in particular the CCL variant termed ‘flat epithelial atypia’ (FEA), may be non‐obligate precursors to the development of breast cancer 30, 31. Only some CCLs progress, even though TBX3 and the EMT transcription factors SLUG and TWIST1 are expressed in most (at least when observed in association with DCIS). This suggests that there are likely other changes that act in concert to allow for progression to occur.

**Figure 6:**
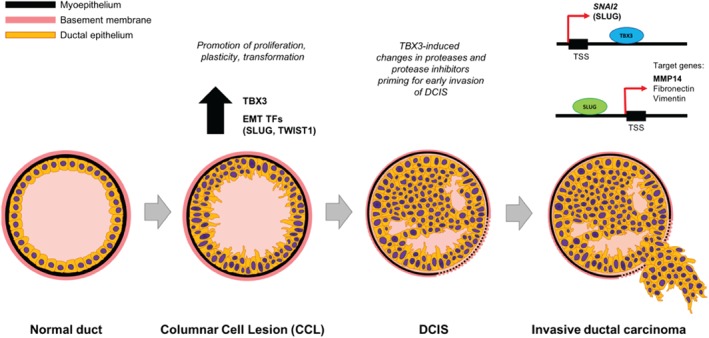
TBX3 promotes progression of pre‐invasive breast cancer cells by inducing EMT and directly up‐regulating SLUG. Proposed model through which TBX3 promotes the progression of pre‐invasive ductal carcinoma *in situ* (DCIS) lesions. TBX3 levels are low in benign non‐columnar ductal breast epithelial cells. In columnar cell lesions (CCLs), TBX3 levels are up‐regulated, with a concomitant increase in SLUG and TWIST1. This is predicted to promote proliferation and plasticity of early, pre‐invasive lesions. In a subset of low‐grade DCIS, TBX3 expression is particularly high. Overexpression of TBX3 induces altered expression of several proteases and protease inhibitors, leading to degradation of the basement membrane and priming for early invasion of DCIS into adjacent stroma. These events are facilitated by TBX3‐induced and SLUG‐dependent expression of pro‐migratory molecules such as MMP14 (membrane‐bound), fibronectin (extracellular matrix), and vimentin (intracellular).

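Among 80 proteases tested in the 21NT RNA-Seq data, a family defined by gene symbols, 13 were higher and 25 lower with TBX3iso1 by the criteria for differential expression, and 8 were higher and 27 lower with TBX3iso2. These are 47.5% and 43.8% of the family, against 21.5% and 21.2% of all genes tested (Fisher's exact test, p = 2.94e-07 and 6.09e-06, which treats genes as independent). The median log2 fold change was -0.10 with TBX3iso1 (limma's camera p = 0.197, fry p = 0.000208) and -0.25 with TBX3iso2 (camera p = 0.000865, fry p = 2.68e-05, camera with an estimated correlation p = 0.0276). The TBX3iso2 median was -0.17 with 1 RPKM added, -0.12 with a filter at 2 RPKM and -0.11 without a filter, and the TBX3iso1 median ran from -0.16 to -0.06 with 1 library left out. The kallikrein *KLK8* fell from 66.3 ± 1.66 RPKM (SD, n = 2) in EV to 5.57 ± 0.419 RPKM with TBX3iso1 and 4.99 ± 1.42 RPKM with TBX3iso2. *PLAU*, which encodes urokinase, rose from 27.0 ± 1.98 RPKM (SD, n = 2) to 104 ± 7.08 RPKM and 101 ± 4.62 RPKM. Its log2 fold changes were 1.94 and 1.89 (standard error 0.0882, limma adjusted p = 8.34e-06 and 1e-05 with Benjamini-Hochberg adjustment). *MMP14* rose from 54.0 ± 1.75 RPKM (SD, n = 2) to 105 ± 1.15 RPKM and 89.4 ± 3.78 RPKM, log2 fold changes of 0.96 and 0.73 (limma adjusted p = 7.34e-05 and 0.000251 with Benjamini-Hochberg adjustment). *MMP9* was 2.35 ± 0.426 RPKM (SD, n = 2) in EV, 7.76 ± 0.165 RPKM with TBX3iso1 and 1.99 ± 0.000573 RPKM with TBX3iso2. It was higher with TBX3iso1 by a log2 fold change of 1.69 (limma adjusted p = 7.73e-05 with Benjamini-Hochberg adjustment), and its change of -0.22 with TBX3iso2 was not detectable (limma adjusted p = 0.207). The difference between the isoforms was -1.91 (limma adjusted p = 0.000228 with Benjamini-Hochberg adjustment). *MMP2* fell from 29.6 ± 0.795 RPKM (SD, n = 2) to 14.4 ± 0.763 RPKM and 10.8 ± 0.0653 RPKM. *CST6*, which encodes the protease inhibitor cystatin M, was 131 ± 2.03 RPKM (SD, n = 2) in EV, 125 ± 18.6 RPKM with TBX3iso1 and 120 ± 20.8 RPKM with TBX3iso2. These differences were within the spread between the replicates (log2 fold changes of -0.08 and -0.14, limma adjusted p = 0.659 and 0.43 with Benjamini-Hochberg adjustment).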

In our present study, the significant level of enrichment of proteases, protease inhibitors, and enzyme modulators in RNA‐Seq and ChIP‐array datasets of DCIS‐like 21NT cells overexpressing TBX3 is consistent with the propensity to break down basement membrane and invade. Previous studies have suggested that the gradual loss of basement membrane, leading to changes in cell organization and polarity (rather than the acquisition of additional mutations), is the main driver in the transition from an *in situ* to an invasive phenotype 44. We have shown that induction of MMP14 with TBX3 overexpression is a SLUG‐dependent process, and this signaling cascade may be important for TBX3‐induced migration and invasion. In keeping with this, it has been previously reported that MMP14 is among the main regulators of the basement membrane transmigration process *in vivo* 45, likely due to MMP14‐dependent activation of the main type IV collagenase MMP2 46. Importantly, we have shown increased activity of MMP2 with TBX3 overexpression. Additionally, increased expression of several proteases has been shown to indirectly enhance the activity of EMT transcription factors, leading to a positive feedback loop 20, potentially resulting in high expression levels of EMT transcription factors and proteases, as we have observed both *in vitro* and in our two patient cohorts.

In conclusion, we propose a unique pathway in which TBX3 promotes progression through advancement of low‐grade DCIS to invasive carcinoma (Figure 6). Our proposed model is particularly relevant in the non‐high‐grade, ER‐positive pathway of progression. Overexpression of TBX3 at early pre‐invasive stages (CCL, DCIS) of breast cancer progression, inducing other molecular regulators of EMT (including SLUG and TWIST1), acts as an enabler to set the stage for basement membrane breakdown and invasion into adjacent stroma. Further validation of our findings in an independent cohort of stage 0 and stage I breast cancer patients and comparison with follow‐up data should be conducted in order to assess whether TBX3 expression may provide reliable risk stratification for patients diagnosed with DCIS, possibly in concert with multiple biomarkers such as Ki67, p16, COX2, and/or multi‐parameter gene expression assays 40, 41. As T‐box proteins such as TBX3 have been shown to have detrimental effects with respect to cancer progression and survival 47, a thorough understanding of the underlying mechanisms involved is crucial.

## Author contributions statement

MK, ABT, and AFC conceived the ideas, associated experiments, and contributed to interpretation of the results. MK performed the experiments and data analysis. MK and BK conducted bioinformatics analyses. MJC conducted pathological examination for immunohistochemical studies. COP conducted immunohistochemical staining for TBX3, SLUG, and TWIST1. HMH conducted a portion of the western blot experiments in Figure 3. JA conducted sequencing alignments. CDM aided in the development of methodology for *in vivo* invadopodia formation assay. KW conducted *in vitro* invadopodia formation assays. HSL provided us with CAM models. MB identified patients for immunohistochemical studies and gathered clinical information. ABT and AFC supervised the work. MK drafted the manuscript with support from ABT, BK, and JT. All the authors provided critical feedback and therefore shaped the research content and manuscript.

**SUPPLEMENTARY MATERIAL ONLINE**

**Supplementary materials and methods**

**Figure S1.** TBX3 isoform protein structure and functional domains

**Figure S2.** TBX3 expression in 21NT transfectant and 21MT‐1 transductant cell lines

**Figure S3.** Functional assessment of TBX3‐overexpressing cell lines

**Figure S4.** Representative images of cell extravasation and invadopodia formation *in vivo* in the chick chorioallantoic membrane (CAM)

**Figure S5.** TBX3‐mediated invadopodia formation

**Figure S6.** Effect of TBX3 overexpression on invasiveness in cell lines representing other breast cancer molecular subtypes

**Figure S7.** Expression of EMT markers with modulation of TBX3 levels

**Figure S8.** Protein class analysis of direct transcriptional targets of TBX3

**Figure S9.** Analysis of T‐box binding elements (TBEs) in TBX3‐bound genes identified by ChIP‐array

**Figure S10.** Subcellular localization of TBX3

**Figure S11.** H‐scores for TBX3, SLUG, and TWIST1 immunostains in various cell compartments

**Table S1.** Integrated ChIP‐array and RNA‐Seq data for assessment of direct and overlapping binding sites of TBX3iso1 and TBX3iso2

**Table S2.** Primer sequences utilized for qRT‐PCR in mRNA studies (mentioned in the supplementary material, Supplementary materials and methods)

**Table S3.** Primer sequences utilized for ChIP‐qPCR validation studies (mentioned in the supplementary material, Supplementary materials and methods)

**Table S4.** Publicly available datasets utilized for analysis (mentioned in the supplementary material, Supplementary materials and methods)

## Supporting information

**Supplementary materials and methods**
Click here for additional data file.

**Figure S1.** TBX3 isoform protein structure and functional domains.
**Figure S2.** TBX3 expression in 21NT transfectant and 21MT‐1 transductant cell lines.
**Figure S3.** Functional assessment of TBX3 overexpressing cell lines.
**Figure S4.** Representative images of cell extravasation and invadopodia formation *in vivo* in the chick chorioallantoic membrane (CAM).
**Figure S5.** TBX3‐mediated invadopodia formation.
**Figure S6.** Effect of TBX3 overexpression on invasiveness in cell lines representing other breast cancer molecular subtypes.
**Figure S7.** Expression of EMT markers with modulation of TBX3 levels.
**Figure S8.** Protein class analysis of direct transcriptional targets of TBX3.
**Figure S9.** Analysis of T‐box binding elements (TBEs) in TBX3‐bound genes identified by ChIP‐array.
**Figure S10.** Subcellular localization of TBX3.
**Figure S11.** H‐scores for TBX3, SLUG, and TWIST1 immunostains in various cell compartments. Click here for additional data file.

**Table S1.** Integrated ChIP‐array and RNA‐Seq data for assessment of direct and overlapping binding sites of TBX3iso1 and TBX3iso2 Click here for additional data file.

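For each of the 193 genes in the copy of Table S1 at hand, the listed fold was recomputed from the deposited RPKM values. It equals the ratio of the mean RPKM of the isoform libraries to that of the EV libraries, given as a negative number where the level fell, to within 9.52e-06 on the log2 scale. The listed p equals that of a linear model fitted gene by gene to the unlogged RPKM of the 6 libraries, with a largest relative difference of 0.000651. The largest listed p was 0.00806 for TBX3iso1 and 0.00763 for TBX3iso2. For *SNAI2* the paper's listed folds are 2.215 and 1.577, and limma's log2 fold changes were 1.14 and 0.65.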

**Table S2.** Primer sequences utilized for RT‐qPCR in mRNA studies (mentioned in the supplementary material, Supplementary materials and methods)
**Table S3.** Primer sequences utilized for ChIP‐qPCR validation studies (mentioned in the supplementary material, Supplementary materials and methods)
**Table S4.** Publicly available datasets utilized for analysis (mentioned in the supplementary material, Supplementary materials and methods) Click here for additional data file.

# Supplementary material for: TBX3 promotes progression of pre‐invasive breast cancer cells by inducing EMT and directly up‐regulating SLUG
**Source:** J Pathol. 2019 Apr 8;248(2):191–203. doi: 10.1002/path.5245
**Supplement:** Supplementary file 1 — Supplementary materials and methods

**TBX3 promotes progression of pre-invasive breast cancer cells by inducing EMT and directly up-regulating SLUG**

Krstic M *et al*. *J Pathol* DOI: 10.1002/path.5245

**Supplementary materials and methods**

Reference numbers refer to the main text reference list

# *Stable transfection*

21NT parental cell lines were seeded into six-well plates at 350 000 cells per well and transfected the following day at 3 μg of DNA plasmid per well using the Lipofectamine 3000 Transfection Kit (L3000; Invitrogen, Carlsbad, CA, USA). Plasmid DNA constructs have been previously described [24] and consist of an empty vector (EV), TBX3iso1, and TBX3iso2 construct within a pcDNA3.1 (V79020; Invitrogen) vector. Selection was performed using αHE medium supplemented with 500 μg/ml G418. Resistant clones were pooled, expanded, and frozen for later use.

# *Transient transfection*

For assessment of E-cadherin expression and localization, 21NT parental cell lines were seeded into six-well plates at 350 000 cells per well and transfected the following day with 3 μg of DNA plasmid per well using the Lipofectamine 3000 Transfection Kit (L3000; Invitrogen). Plasmid DNA constructs consisted of an empty vector (EV), TBX3iso1, and TBX3iso2 construct within pZsGreen1-N1 vector containing the ZsGreen reporter gene. For immunofluorescence studies, transfected cells were grown under normal conditions for 72 h and then underwent immunofluorescent staining.

For invasion assay studies, cells (T-47D, SKBR3, MDA-MB-468) were incubated with transfection reagent and the appropriate plasmid for 24 h, then harvested, and assays were performed. Plasmid DNA constructs consisted of an empty vector (EV), TBX3iso1, and TBX3iso2 construct within pZsGreen1-N1 vector containing the ZsGreen reporter gene.

# *Lentiviral transduction*

The generation of shRNA-encoding lentivirus particles for TBX3 knockdown was conducted as previously described [24]. The shRNA target sequence for TBX3 was GCATACCAGAATGATAAGATA, which targeted the coding sequence of both TBX3iso1 and TBX3iso2. The shRNA target sequence for Luciferase (representing an off-target control) was ACGCTGAGTACTTCGAAATGT. The lentivirus particles were used to generate 21MT-1 shLUC and 21MT-1 shTBX3 cell lines. Selection was performed using αHE medium supplemented with 0.8 μg/ml puromycin. Resistant clones were pooled, expanded, and frozen for later use.

Down-regulation of SLUG (*SNAI2*) was performed using lentivirus-mediated shRNA transduction. 293T packaging cells were seeded at 80% confluence in six-well plates with low-antibiotic growth media (DMEM with 10% FBS and 0.1× penicillin/streptomycin). The following day, the packaging cells were transfected with the packaging plasmid (pCMV-dR8.91, 900 ng; Addgene, Watertown, MA, USA), envelope plasmid (VSV-G/pDM2.G, 100 ng; Addgene), and psi-LVRU6H vector encoding one of four shRNAs specific to *SNAI2* (HSH017502-LVRU6H, 1 μg; Genecopoeia, Rockville, MD, USA) or an empty vector control (CSHCTR001-LVRU6H, 1 μg; Genecopoeia) (quantities reported per well). The FuGENE transfection reagent (E2311; Promega, Madison, WI, USA) was mixed with the three-plasmid mix as per the manufacturer’s protocol. The transfection mix was incubated for 30 min at room temperature, and 200 μl was added to the packaging cells. Viral harvesting was done three times, spaced out by 12–24 h by replacing media with 6 ml of high-BSA growth media (20 g of BSA per 100 ml of DMEM). The three viral harvests were pooled and the viral supernatant was frozen.

21NT transfectants (21NT + EV, 21NT + TBX3iso1, 21NT + TBX3iso2) were seeded at 200 000 cells per well in six-well plates. The following day, 300 μl of the shRNA-encoding lentiviral particles was added to the cells along with 2 μg of polybrene (TR-1003-G; Sigma, St Louis, MO, USA) per 2 ml of media. The cells were incubated at 37°C overnight and transduced cells were selected for by including 500 μm hygromycin (10687-010; Invitrogen) in the media (aHE10F with 500 μm hygromycin, 500 μg/ml G418). Media were replaced again the following day, and cells were trypsinized and expanded into T25 flasks on the third day.

# *Preparation of 21T protein lysates*

Protein lysates were prepared by adding 1 ml of RIPA buffer (150 mm NaCl, 1% Triton-X, 0.5% deoxycholic acid, 0.1% SDS, 50 mm Tris-base; pH 8.0) with Halt Protease Inhibitor Cocktail (78429; Thermo Scientific, Waltham, MA, USA) to confluent 10 cm plates. Cells were scraped, collected in a microcentrifuge tube, and incubated on ice for 10 min. Lysates were then centrifuged at 13 000 rpm for 10 min at 4°C. The supernatant was collected and protein concentrations were determined using a Bradford Protein Assay kit (5000002; BioRad, Hercules, CA, USA) by comparing to BSA standards.

# *Subcellular fractionation*

Cells (1.5 × 10^6^) were seeded onto 10 cm plates. The following day, 500 μl of subcellular fractionation buffer [250 mm sucrose, 20 mm HEPES (pH 7.4), 10 mm KCl, 1.5 mm MgCl_2_, 1 mm EDTA, 1 mm EGTA, 1 mm DTT, and 1× protease inhibitors (78429; Thermo Scientific)] was added to the cells. The cells were scraped immediately, transferred to a microcentrifuge tube, passed through a 25-gauge needle ten times, and left on ice for 20 min. The cell lysate was centrifuged at 3000 rpm for 5 min, resulting in (1) a nuclear pellet, and (2) a supernatant consisting of cytosolic and membrane fractions. For the nuclear fraction, the pellet was washed once with 500 μl of subcellular fractionation buffer, passed through a 25-gauge needle ten times, and centrifuged again at 3000 rpm for 10 min to produce a pure nuclear fraction. The nuclei were then resuspended in nuclear lysis buffer [50 mm Tris HCl (pH 8.0), 10 mm EDTA, 0.1% SDS, and 10% glycerol], sonicated for 90 s (continuous), and passed through a 30 G needle five times. For the cytosolic fraction, the supernatant was centrifuged at 8000 rpm and the remaining supernatant was saved.

# *Preparation of conditioned media and western blotting*

For assessment of secreted protein expression (MMP9), conditioned media were prepared by seeding 1.0 × 10^6^ cells into T75 flasks, and cells were maintained in low serum media (αMEM with 0.1% FBS) for 48 h. Media were collected and concentrated 25× using centrifugal filters (Amicon Ultra-4, UFC803024). Protein was resolved (40 μg) on a 10% SDS-PAGE gel. Immediately after transferring proteins to a PVDF membrane, total protein was visualized by Ponceau Stain using the BioRad ChemiDoc imaging system, and an image of the membrane was acquired for subsequent normalization. The membrane was then de-stained and MMP9 protein levels were assessed by western blot (specifications can be found in the ‘Electrophoresis and western blotting’ section).

# *Electrophoresis and western blotting*

Protein (10–50 µg) was resolved on a 10% SDS-PAGE gel. The membrane was blocked with 5% milk for 1 h (or 5% BSA where specified), then incubated with primary antibody overnight at 4°C: anti-TBX3 (Invitrogen; 424800; 1:1000), anti-SLUG (Abcam; ab27568; 1:1000 in BSA), anti-vimentin (Abcam; ab92547; 1:1000), anti- fibronectin (Abcam; ab2413; 1:1000), anti-uPa (Abcam; ab133563; 1:250), anti-MMP9 (Abcam; ab38898, 1:1000), anti-MMP14 (Abcam; ab51074; 1:500), anti-Src (Cell Signaling, Danvers, MA, USA; 2110; 1:1000), anti-pSrc (Y416) (Cell Signaling; 2101; 1:1000 in BSA), anti-pSrc (Y527) (Cell Signaling; 2105; 1:1000 in BSA), anti-TWIST1 (Abcam; ab50887; 1:100 in BSA), anti-CST6 (Sigma; WH0001474M1; 1:1000), anti-N-cadherin (Abcam; 18203, 1:1000), anti-vinculin (Sigma; V9264; 1:20 000), and anti-H4 (EDM Millipore; 05-858, 1:1000). The membrane was incubated with secondary antibody conjugated to HRP, either anti-rabbit (Sigma, A0545; 1:1000) or anti-mouse (GE Healthcare, NXA931; 1:1000) as appropriate, for 1 h at room temperature. The western blots were visualized using Luminata Crescendo (EDM Millipore, WBLUR0500) and images were taken using the BioRad ChemiDoc imaging system. Densitometric quantification was performed using ImageLab (BioRad), and quantities were normalized to vinculin expression. Where quantifications of western blots are shown, data were acquired through densitometric quantifications across three biological replicates.

# *Immunofluorescence*

ZsGreen vector transiently transfected cells (described above) were fixed with 10% neutral buffered formalin for 10 min, and permeabilized with 0.5% Triton X-100 in PBS for 10 min. Blocking was conducted with normal goat serum (Invitrogen, 50-0627) at room temperature for 1 h. Rabbit anti-E-cadherin antibody (BD Biosciences, San José, CA, USA; 610181) was added at a dilution of 1:150 in 10% normal goat serum and was incubated overnight at 4°C. The following day, cells were washed three times with PBS, and secondary antibody Alexa647 Goat Anti-Rabbit IgG (Invitrogen, A21245) was added at a dilution of 1:1000 in 10% normal goat serum and incubated for 1 h at room temperature. Cells were washed five times with PBS. Hoechst 33342 (Invitrogen, H1399) diluted to 1:5000 in PBS was incubated for 30 min at room temperature. Cells were washed once with PBS. Coverslips were mounted with ProLong Gold Antifade Reagent (Invitrogen, P36930). Images were captured at 40× magnification using an Olympus Confocal Imaging System (FluoView FV1000 coupled to the IX81 Motorized Inverted System Microscope). Images were converted to 8-bit images by separating channels. Mean grey area was quantified within the red channel across ZsGreen-positive (transfected) cells. E-cadherin expression across the cell lines was normalized to the empty vector control.

# *Scratch wound (migration) assay*

Cells were cultured to near-confluence in six-well plates and starved in low serum media (αMEM with 0.1% FBS) for 16 h. A 2-mm-wide scratch was then made in the confluent monolayer. The cells were rinsed with PBS and fresh media (αMEM media with 10% FBS) were added. Cell migration was visualized and phase contrast images were taken at 10× using the Olympus IX70 inverted microscope after 6, 12, and 24 h. Cell migration was calculated by comparing the wound area at the specified time points using ImageJ (Open source, https://imagej.nih.gov/ij/). Means derived from four biological replicates were used during analysis.

# *Transwell invasion assay*

Transwell invasion assays were conducted to examine the invasive potential of the transfected cell lines. Stably transfected 21NT cells (representing luminal B subtype) were used for initial studies. For stable 21NT transfectant cells, 50 000 cells per 100 μl of media were added to the upper chamber of an 8.0 μm pore Transwell insert (Corning, 3422; 24-well plate) coated with 10 μg of Matrigel (Corning, 354480). After incubation at 37°C and 5% CO_2_ for 18 h, the membranes were fixed with 1% glutaraldehyde for 20 min and stained with full-strength hematoxylin for 15 min. Cells that did not migrate and remained on the upper surface of the membrane were removed using a cotton swab. Images of five non-overlapping fields of view were acquired using an Olympus IX70 inverted microscope at 10× objective. Cells were counted from the acquired images using ImageJ. Means derived from four replicates were used during analysis.

Invasiveness of transiently transfected cells was also assessed, including T-47D (luminal A), SKBR3 (HER2-enriched), and MDA-MB-468 (basal-like) cells transfected with either an empty vector (EV), TBX3iso1, or TBX3iso2 construct within the pZsGreen1-N1 vector containing a ZsGreen reporter gene. Twenty-four hours post-transfection, cells were trypsinized, harvested, and suspended in their respective media in the absence of FBS and addition of 0.1% BSA. Cells were then added to the upper layer of an 8.0 μm Transwell insert coated with 10 μg of Matrigel at 50 000 cells per 100 μl of media. After incubation at 37°C and 5% CO_2_ for 18 h, the membranes were fixed with 1% glutaraldehyde for 20 min. Cells that did not migrate and remained on the upper surface of the membrane were removed using a cotton swab. Green fluorescent images and bright-field images of three non-overlapping fields of view were acquired and superimposed using an EVOS FL Auto microscope at 10× objective. The number of green cells was determined using ImageJ software. Means derived from four biological replicates were used during analysis.

# *Cell–cell adhesion assay*

The cell–cell adhesion assay was carried out as described previously [13]. Briefly, T75 plates were rinsed twice with PBS and cells were dissociated using 3 mm EDTA. Cells were resuspended in αHE10F media and passed through a cell strainer to dissociate cell clusters. Cells (200 000) were added to the appropriate media (αHE10F with 3 mm EDTA or αHE10F with 1 mm CaCl_2_) in a 6 cm Petri dish. Plates were incubated at 37°C on a shaking platform for 30 min. After this incubation period, ten non-overlapping fields of view per dish were captured using the Olympus IX70 inverted microscope at 10× objective. Clusters containing more than four cells were counted, and counts from ten fields of view were added together for each plate. Means derived from four biological replicates were used during analysis.

# *Gelatin zymography*

Cells (1.5 × 10^6^) were seeded onto 10 cm plates. The following day, media were replaced by 10 ml of serum-free αHE media with 500 µg/ml G418, and cells were serum-starved for 24 h. Media were collected and concentrated 25× using centrifugal filters (Amicon Ultra-4, UFC803024). Equal volumes (normalized to 1.5 × 10^6^ cells) of the conditioned media were loaded into a 10% Criterion Zymogram gel (BioRad, 3450080) without boiling/reducing and resolved at 4°C. To remove SDS from the gel, the gel was washed with renaturation buffer (2.5% Triton X-100) twice for 30 min each, followed by two 20-min washes with distilled water. The gel was then incubated in development buffer [50 mm Tris, 200 mm NaCl, 5 mm CaCl_2_ (anhydrous), 0.02% Brij-35, pH 7.5] at 37°C for 16 h. The gel was then stained (40% methanol, 10% acetic acid, 0.5% Coomassie Blue R-250) for 1 h at room temperature with gentle agitation, followed by de-staining (40% methanol, 10% acetic acid) until clear bands appeared. Images were taken using the BioRad ChemiDoc imaging system. Reverse images were used for quantification. Means derived from three biological replicates were used during analysis.

# *Chick chorioallantoic membrane extravasation assays*

Cells were pre-labeled with 1 µm CellTracker conjugated to Green CMFDA Dye (Thermo Fischer Scientific, C7025) and washed once with PBS. Using the chorioallantoic membrane (CAM) of the chicken embryo, embryonic day 12 embryos were intravenously (i.v.) injected with 50 000 cells (50 µl of 1×10^6^ cells per ml cell suspension).

For the extravasation assays, rhodamine-labeled lectin (75 µl of 0.1 mg/ml, RLK-2200; Vector Laboratories Inc, Burlingame, CA, USA) was i.v. injected 10 min after injection of fluorescently labeled cells in order to visualize the luminal surface of endothelial cells in the CAM. Immediately following i.v. injection of lectin-rhodamine, a 1 cm × 1 cm field of the CAM marked by foil markers at the corners was made for each animal and the number of cells that were intravascular, in the process of extravasation and extravasated into the CAM stroma, was counted at *T* = 10 min and *T* = 24 h. A resonance scanner confocal microscope (Olympus FluoView FV1000 coupled to the IX81 Motorized Inverted System Microscope) was used to determine each cell’s location within the CAM with respect to lectin-rhodamine signal in real time. All quantifications were conducted blinded. Values reported represent the percentage of cells that successfully extravasated in the 1 cm × 1 cm field across 30 biological replicates. All quantifications were conducted blinded.

For *in vivo* invadopodia assays, the chick embryos were returned to their incubators after injection of labeled cells, and at the 6-h time-point were i.v. injected with rhodamine-labeled lectin (75 µl of 0.1 mg/ml; Vector Laboratories Inc) in order to visualize the luminal surface of the endothelial cells in the CAM. A resonance scanner confocal microscope was used to determine each cell’s location within the CAM with respect to lectin-rhodamine signal in real time. By scanning across the *Z*-axis, green fluorescently labeled cells were assessed for the presence of functional invadopodia protruding between the intravascular/extravascular boundary. Values reported represent the percentage of cells displaying functional invadopodia *in vivo* across six biological replicates consisting of approximately 30 scanned cells each. All quantifications were conducted blinded.

# *Invadopodia formation assay*

The *in vitro* invadopodia formation assay was conducted as previously described [25]. Briefly, coverslips were coated with 1 ml of cold poly-l-lysine (Sigma, P7405; 50µg/ml in PBS) and aspirated after 20 min, followed by a 15-min incubation with 0.5% glutaraldehyde. Coverslips were then inverted on an 80 µl drop of 0.2% gelatin in PBS labeled with Alexa594 (Thermo Fischer Scientific, G13187) and incubated for 10 min. Coverslips were lifted, then incubated with 5 mg/ml sodium borohydride for 15 min to quench reactive groups in the gelatin matrix, followed by extensive washing with PBS. Cells were trypsinized and plated on coverslips for 12–24 h (as optimized), followed by fixation with 4% paraformaldehyde and permeabilization with 0.1% Triton X-100 in PBS. Samples were blocked with 5% skim milk powder, followed by staining with Alexa488-labeled phalloidin (Thermo Fischer Scientific, A12379) to label F-actin. Cells were imaged using the Nikon Fast A1R Upright Microscope. Cells with actin cores overlying spots of degradation were counted as invadopodia-forming cells. The percentage of cells forming invadopodia was quantified from four biological replicates, assessing invadopodia formation in 10–20 random, non-overlapping fields.

# *RNA isolation and quantitative real-time PCR (qRT-PCR)*

RNA was isolated using the RNeasy Mini Kit (Qiagen, 74104). RNA (500 ng) was transcribed into cDNA using the qScript cDNA SuperMix (Quanta Biosciences, 84034). The RT^2^ SYBR Green ROX qPCR Mastermix (Qiagen, 330521) was utilized for quantitative PCR with the primer sequences as listed in Table S2. The output Ct values were normalized to GAPDH and RPLP0 expression for 21NT transfected and transduced cells, respectively, using the ∆∆Ct method. 

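Table S2 lists 15 primer pairs, and each primer was compared with the transcripts of GRCh37. Of the pairs, 13 matched only transcripts of the gene they are listed for, without a mismatch and as a product of 79 to 178 bp. The pair listed for *SNAI2* (SLUG) gives a product of 121 bp. The pair listed for *TWIST1* matched 3 transcripts of *TWIST2*, with a product of 92 bp, and no transcript of *TWIST1*, in which the forward primer had at least 7 mismatches and the reverse primer at least 3. The *GAPDH* forward primer had 1 mismatch to the *GAPDH* transcripts. The transcripts used for normalization were also measured by RNA-Seq in the transfected 21NT lines. *GAPDH* was 1522 ± 28.0 RPKM (SD, n = 2) in EV, 2769 ± 260.2 RPKM with TBX3iso1 and 1884 ± 173 RPKM with TBX3iso2. Its log2 fold change was 0.86 with TBX3iso1 (standard error 0.165, limma adjusted p = 0.00465 with Benjamini-Hochberg adjustment) and 0.31 with TBX3iso2 (limma adjusted p = 0.167). Quantile normalization brought the TBX3iso1 value to 0.52, under the 1.5-fold threshold. *RPLP0* changed by less, with log2 fold changes of 0.23 and 0.15 (limma adjusted p = 0.23 and 0.437 with Benjamini-Hochberg adjustment).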

Means derived from a minimum of three biological replicates were used during analysis.

# *Chromatin immunoprecipitation*

Twenty million cells (per replicate) were grown to confluence for each cell line. The cells were washed twice with cold PBS and then cross-linked with 10 ml of PBS with 1% formaldehyde solution for 15 min at room temperature on a rocking platform. The reaction was quenched with 1 ml of 2.625 m glycine. The cells were then scraped into the supernatant and washed twice with cold PBS.

Pellets were resuspended in 1 ml of nuclei isolation buffer [50 mm Tris (pH 8.0), 60 mm KCl, 0.5% NP-40] with protease inhibitors (Thermo Scientific, 78429) and incubated on ice for 10 min, then spun at 3000 rpm for 3 min at 4°C for isolation of nuclei. Nuclei were resuspended in 1 ml of Lysis Buffer [0.5% SDS, 10 mm EDTA, 0.5 mm EGTA, 50 mm Tris HCl (pH 8.0)] with protease inhibitors. Chromatin was sonicated for 40 min at 2°C (using Diagenode Bioruptor Pico; 30 s on, 30 s off). The sonicated samples were centrifuged at 13 000 rpm for 10 min at 4°C to remove cell debris. Sonicated chromatin was then pre-cleared with 200 μl of Protein-A Dynabeads (Life Technologies, Carlsbad, CA, USA; 10002D) for 1 h at 4°C on a rocking platform. Simultaneously, 50 μl of Protein-A Dynabeads was washed with 0.5% BSA–PBS and incubated with 5 μg of normal rabbit IgG antibody (Invitrogen, 10500C) or 5 μg of rabbit anti-TBX3 antibody (Invitrogen, 424800) in 100 μl of dilution buffer (PBS with 0.2% Tween 20 and 1% BSA) for 2 h at room temperature on a rocking platform (quantities listed per biological replicate). The bead–antibody complex was then washed twice with 0.5% BSA–PBS, resuspended in dilution buffer, and then added to the sample. Immunoprecipitation was conducted overnight (16 h) at 4°C on a rocking platform.

Bound chromatin was eluted the following day. Each wash step was performed at 4°C for 5 min on a rocking platform. Chromatin was washed with Wash Buffer I (20 mm Tris HCl, 150 mm NaCl, 2 mm EDTA, 1% Triton X-100, 0.1% SDS) twice, Wash Buffer II (20 mm Tris HCl, 500 mm NaCl, 2 mm EDTA, 1% Triton X-100, 0.1% SDS) once, and TE buffer (10 mm Tris HCl, 1 mm EDTA, pH 8.0) twice. Bound chromatin was eluted using 200 μl of Elution Buffer (100 mm NaHCO_3_, 1% SDS) at 65°C for 20 min. NaCl was added to a final concentration of 200 mm and incubated with the chromatin overnight at 65°C for de-crosslinking. Proteinase K (Thermo Scientific, AM2546) was added and incubated for 2 h at 50°C, followed by RNase A (Thermo Scientific, 12091039) treatment for 60 min at 37°C for protein and RNA degradation, respectively. The DNA was purified using the QIAquick PCR Purification Kit (Qiagen, 28106) and eluted with 20 μl of elution buffer.

For ChIP array purposes, the eluted DNA was amplified using the Whole Genome Amplification Kit (Sigma, WGA2) as per the manufacturer’s protocol, with the omission of the fragmentation step. In order to obtain sufficient DNA for ChIP-array hybridization, the amplified DNA was re-amplified using the GenomePlex Complete Whole Genome Amplification kit (Sigma, WGA2) with the incorporation of dUTP (Jena Bioscience, Jena, Germany; NU-1021S) at a final concentration of 2 mm, and dTTP was reduced to 8 mm. The DNA was once again purified using the QIAquick PCR Purification Kit.

For validation of select ChIP targets, 5 μl of the eluate was used for qPCR. The % input method was utilized for quantification of enrichment. An input of 5% was saved prior to immunoprecipitation and was de-crosslinked and purified as described above. The Ct values for the input were subtracted from the Ct values of the immunoprecipitated samples. A fold change was then calculated consisting of TBX3 IP over IgG control (signal over noise) to allow for easy comparison between primer sets. The primers used for ChIP-qPCR experiments are listed in Table S3. The CDH1 transcription start site (TSS) and coding region served as the positive and negative control, respectively. The CDH1 control primer sequences were obtained from a previously published study reporting the TBX3 binding site within E-cadherin in melanoma cell lines [13].

# *RNA-Seq*

Cells were grown to 80% confluence and RNA was isolated using the RNeasy Mini Kit (Qiagen, 74104) incorporating DNase I digestion (Qiagen, 79254). Samples were sent to the Donnelly Sequencing Centre (Toronto, Canada) and assessed for RNA integrity using an Agilent bioanalyzer. For each sample, stranded mRNA libraries were prepared and sequenced on an Illumina HiSeq 2500 sequencer using V4 chemistry. Paired-end read length was 51 base pairs. Raw reads were then uploaded to Basespace (https://basespace.illumina.com/) and imported into Galaxy software (https://usegalaxy.org). The FastqGroomer tool within Galaxy was used to prepare the files for alignment, and the TopHat tool within Galaxy was used to align the FASTQ files to the reference genome (Hg19) using the default parameters, except that the maximum number of alignments was capped at 10. Aligned sequences were imported as .bam files into Partek Genomics Suite (PGS; <http://www.partek.com/pgs)> software and analyzed using the RNA-Seq analysis workflow. Gene reads were normalized for transcript length using the RPKM normalization algorithm*,* and differentially expressed genes between TBX3iso1 and TBX3iso2 compared with empty vector were determined using ANOVA statistical tests. 

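An analysis of variance on RPKM was run beside the limma comparison as a linear model fitted gene by gene to the unlogged values. Over the 12805 genes with a mean of at least 0.5 RPKM it gave 1980 differentially expressed genes with TBX3iso1 and 2049 with TBX3iso2 at the same thresholds. Of these, 1935 and 2004 were also among the genes found with limma on log2 values. Over every gene with a value above 0, a choice made after seeing the data, the numbers were 2394 and 2443. Each comparison rests on 2 libraries against 2, with 3 residual degrees of freedom over the 3 lines.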

For each comparison, final gene lists were created using a minimum fold change cut-off of 1.5-fold, and a maximum false discovery rate (FDR) of 0.05 (step-up FDR algorithm of Benjamini and Hochberg).

# *ChIP promoter arrays*

Chromatin was immunoprecipitated as described above. The amplified product (7.5 μg) was fragmented, labeled, and hybridized to the GeneChip Human Promoter 1.0R Array (Affymetrix, 900776), and the hybridized array was scanned as per the manufacturer’s instructions. All microarray work was carried out at the London Regional Genomics Centre (Robarts Research Institute, London, Ontario, Canada). Resultant .cel files were then imported into Partek Genomic Suites (PGS) and analyzed using the Chromatin Immunoprecipitation workflow. Differential probe intensities between TBX3iso1 and TBX3iso2 versus empty vector were determined by ANOVA and enriched regions of significance were determined using the MAT algorithm. To be further considered, an enriched region had to have a minimum MAT score of 5 at *p* < 0.05.

# *Bioinformatics analysis*

To compare RNA-Seq and ChIP-array datasets, gene lists were constructed using Venny 2.1 (Spanish National Biotechnology Centre; [http://bioinfogp.cnb.csic.es/tools/venny/).](http://bioinfogp.cnb.csic.es/tools/venny/)) Genes of interest include those significantly altered with overexpression of both TBX3 isoforms by RNA-Seq (fold change > 1.5 relative to the empty vector, *p* < 0.05) and genes which both TBX3 isoforms directly bound in ChIP-array datasets (MAT score > 5, *p* < 0.05). Altered biological functions with TBX3 isoform overexpression were examined using Ingenuity Pathway Analysis (IPA) (Qiagen) by examining RNA-Seq data. Gene reads and ChIP binding locations were visualized using Interactive Gene Viewer (IGV) software (Broad Institute). Consensus binding motifs of highly conserved T-box proteins (TBX1, TBX2, TBX4, TBX5, TBX15, TBX20, TBX21) within the JASPAR database (University of Copenhagen Centre for Molecular Medicine and Therapeutics; http://jaspar.genereg.net) were assessed, and coordinates that had overlap for all aforementioned related T-box transcription factors were imported into IGV. DNase I hypersensitivity and RNA polymerase II ChIP tracks were also imported into IGV. A cut-off threshold of more than 40 for each coordinate occurring in the RNA pol II (POLR2A) ChIA-PET combined dataset in various cell lines was introduced to assess consistent binding sites. The aforementioned ENCODE tracks are listed in Table S4.

For conservation analysis, the T-box binding motif (GAGGTGTCAGA) was identified within the *SNAI2* gene (chr8:49,832,796-49,832,806 – hg19). 

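On GRCh37 the motif GAGGTGTCAGA lies at 49832796 to 49832806 of chromosome 8, read on the plus strand, while *SNAI2* is transcribed from the minus strand. The motif occurs 95 times on chromosome 8, and the 30-bp sequence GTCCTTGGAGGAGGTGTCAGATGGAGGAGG around it occurs at 1 place, from 49832786 to 49832815. In the annotation the motif falls in the coding part of exon 2 of *SNAI2* (49832455 to 49833000 in the transcript ENST00000020945). It is 194 bp from the end of the exon next to intron 1 and 341 bp from the end next to intron 2. The product of the *SNAI2* primers listed for ChIP-qPCR spans 49832762 to 49832886 (125 bp) and contains the motif, 34 bp from its start. The primers listed for the *CDH1* coding region give a product of 59 bp at 68790475 to 68790533 of chromosome 16, which the annotation places in an intron of *CDH1*.

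**Figure D3:**
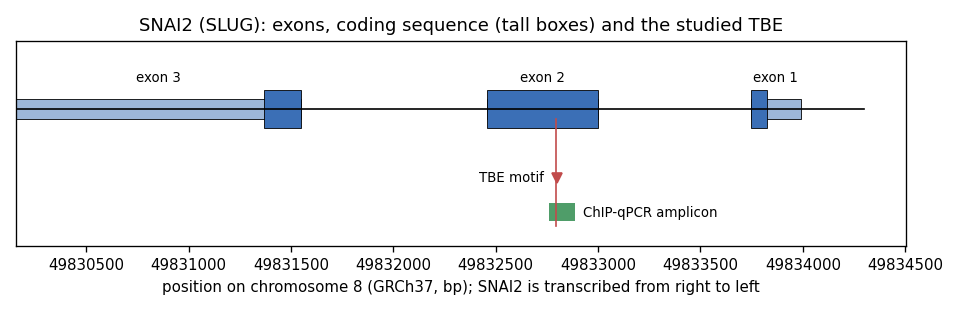
Map of *SNAI2* on chromosome 8 of GRCh37 (x axis, position in bp), with exons as boxes, their coding parts taller, the TBE motif as a red line and triangle, and the ChIP-qPCR product as a green bar. The motif and the product that contains it both lie in the coding part of exon 2.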

Using the NCBI Basic Local Alignment Search Tool (BLAST), this sequence, along with 10 bp upstream and downstream of the motif (GTCCTTGGAGGAGGTGTCAGATGGAGGAGG), was analyzed using a list of available UCSC species. A subset of matches was manually curated and aligned with differences highlighted. For T-box motif analysis, the DNA sequence of regions bound by both isoforms was determined by extracting sequence programmatically from UCSC (hg19), where ‘CHR’, ‘START’, and ‘END’ indicate location of the region of interest. A search for the TBX3 motif was performed in obtained sequences and genes containing motif matches were highlighted.

The TCGA BRCA, Farmer Breast, and Desmedt Breast datasets were interrogated and data were exported using XenaBrowser (University of California, Santa Cruz; https://xenabrowser.net/datapages/). The aforementioned datasets are listed in Table S4.

The PANTHER database (University of Southern California; http://pantherdb.org) was used to conduct over-representation analysis using Fischer’s exact test with FDR multiple test correction and focusing on protein class and Gene Ontology (GO) biological pathways.

Enrichr pathway analysis (Icahn School of Medicine, Mount Sinai; <http://amp.pharm.mssm.edu/Enrichr/)> was conducted with the input list consisting of 194 genes significantly altered (fold change > 1.5, *p* < 0.05) for cells overexpressing either TBX3iso1 or TBX3iso2 relative to the empty vector control from the normalized RNA-Seq data. Results assessing Jensen TISSUES expression data are reported. The combined score takes into account the *P* value and *z* value, with the calculation CombinedScore = ln(*p*)**z*, with *p* representing the *P* value and *z* representing the *z*-score [26].

# *Immunostaining of cell pellets*

Cell pellets were prepared and immunostained as previously described [24]. Briefly, cells were trypsinized, washed twice in PBS, and resuspended in 10% neutral buffered formalin (NBF) and stored at 4°C overnight. The next day, NBF was removed, and pellets were resuspended in 1 ml of 1% agarose. The hardened pellets were wrapped in lens paper, casetted, and processed to paraffin. Sections 4 μm thick were prepared and immunostained with rabbit anti-TBX3 antibody (Abcam, ab99302) diluted 1:300 at 4°C overnight. Signal was developed using DAB and slides were counterstained in Harris’s hematoxylin.

# *Immunohistochemistry*

Formalin-fixed, paraffin-embedded tissues were sectioned at 4.0 µm and added to a charged glass slide. Sections were deparaffinized, rehydrated, and incubated in TBS-Tween or TBS-Triton [Tris buffered saline (TBS) + 0.5% Tween-20 for TBX3 and SLUG stains; TBS + 0.1% Triton-X for TWIST1 stain] for 20 min for membrane permeabilization. Heat-induced antigen retrieval was conducted with citrate buffer (pH 6.0) for 20 min. The UltraVision LP Detection System (Thermo Fisher Scientific, TL-015-HD) was used with optimization of incubation length. Endogenous peroxidase activity was blocked for 10 min for all samples. For the TBX3 stain, slides were blocked for 5 min and incubated in TBX3 primary antibody (Abcam, ab99302; recognizes both TBX3 isoforms) at 1/200 dilution for 15 min at room temperature, and 11 min in the HRP polymer. For the SLUG stain, slides were blocked for 6 min using the UltraVision protein block and an additional 30 min using the Dako protein block (Dako, CD310081) in order to reduce non-specific background staining. Slides were incubated in SLUG primary antibody (Abcam, ab27568) at 1/750 dilution for 70 min at room temperature and 15 min in the HRP polymer. For the TWIST1 stain, slides were blocked for 6 min and incubated in TWIST1 primary antibody (Abcam, ab50887) at 1/200 dilution for 1 h at room temperature, 10 min in primary antibody enhancer, and 15 min in the HRP polymer. Signal for all markers was developed using DAB and slides were counterstained in Harris’s hematoxylin.

# *Quantification of immunohistochemistry*

Slides were stained and scanned using an Aperio AT2 slide scanner (Leica Biosystems). Full scanned digital slides were analyzed by an anatomical pathologist, blinded to the diagnosis, and representative images were captured at 20× magnification using the Aperio ImageScope slide viewing software. Each image represented one of four tissue compartments including benign non-columnar cells, benign columnar cell lesions (CCLs; which include columnar cell change, columnar cell hyperplasia or flat epithelial atypia), ductal carcinoma *in situ* (DCIS), and invasive cancer. The expression of each molecular marker was assessed using the ImmunoRatio plugin (University of Tampere, Finland) for ImageJ to assess the percentage of positive cells. For each image, the cell type of interest was solely analyzed and the remaining cells (i.e. stromal cells) were cropped out. A control slide representing serial sections was run for each batch of slides (with quantification and statistical analysis) to ensure identical and reproducible staining for each run.

# *Statistical analysis*

Statistical analyses were conducted using GraphPad Prism 5. One-way ANOVAs were used for experiments containing three or more groups, with either Tukey’s or Dunnett’s *post hoc* test. *t*-tests were used for experiments containing two groups. Error bars represent standard deviation. *P* values less than 0.05 were considered statistically significant.

# Supplementary material for: TBX3 promotes progression of pre‐invasive breast cancer cells by inducing EMT and directly up‐regulating SLUG
**Source:** J Pathol. 2019 Apr 8;248(2):191–203. doi: 10.1002/path.5245
**Supplement:** Supplementary file 2 — Figure S1. TBX3 isoform protein structure and functional domains. Figure S2. TBX3 expression in 21NT transfectant and 21MT‐1 transductant cell lines. Figure S3. Functional assessment of TBX3 overexpressing cell lines. Figure S4. Representative images of cell extravasation and invadopodia formation in vivo in the chick chorioallantoic membrane (CAM). Figure S5. TBX3‐mediated invadopodia formation. Figure S6. Effect of TBX3 overexpression on invasiveness in cell lines representing other breast cancer molecular subtypes. Figure S7. Expression of EMT markers with modulation of TBX3 levels. Figure S8. Protein class analysis of direct transcriptional targets of TBX3. Figure S9. Analysis of T‐box binding elements (TBEs) in TBX3‐bound genes identified by ChIP‐array. Figure S10. Subcellular localization of TBX3. Figure S11. H‐scores for TBX3, SLUG, and TWIST1 immunostains in various cell compartments.

S1) TBX3 isoform protein structure and functional domains.

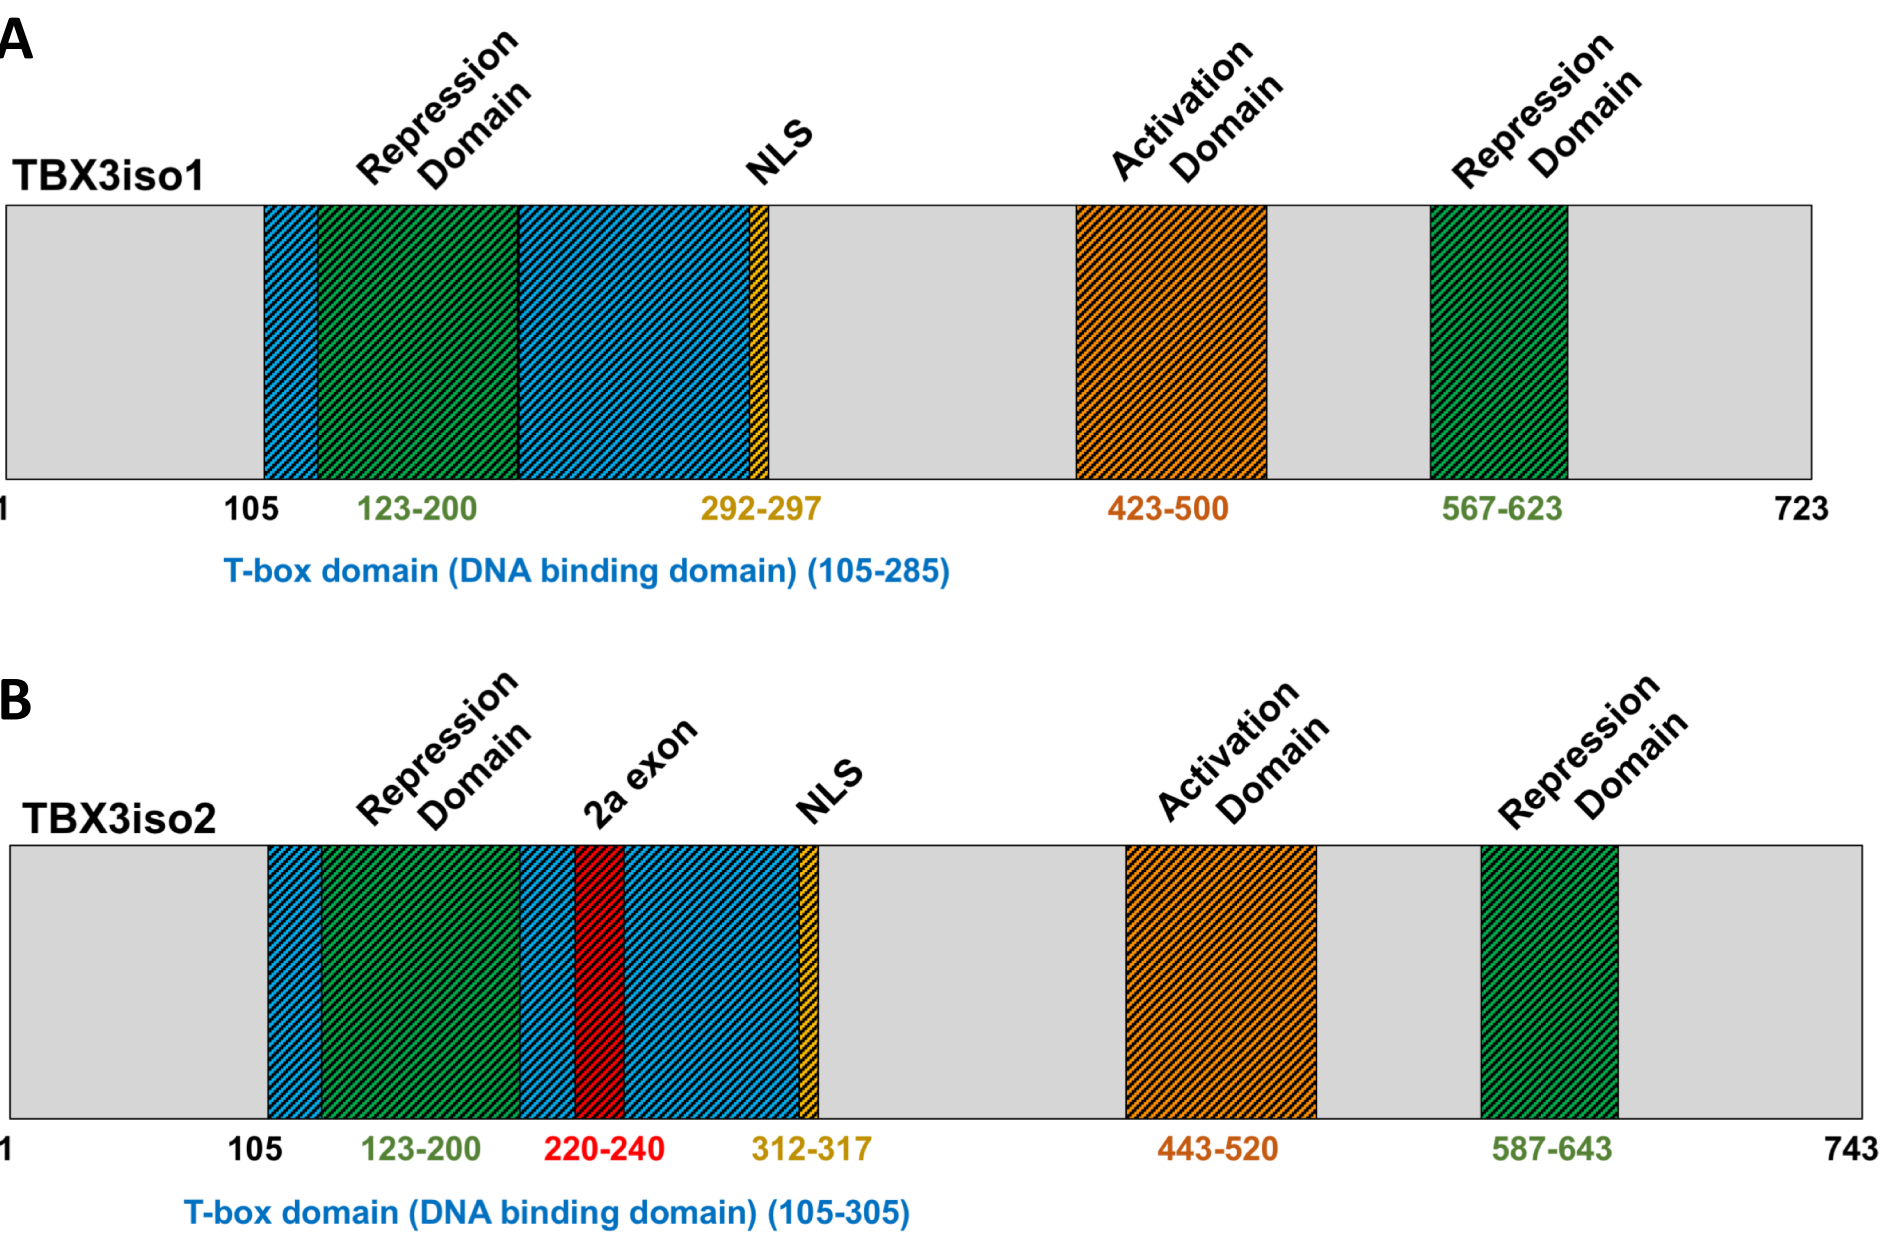

Supplementary Figure S1. TBX3 isoform protein structure and functional domains.

**(A-B)** Alternative splicing of pre-mRNA gives rise to two TBX3 isoforms: TBX3iso1 **(A)** and TBX3iso2 **(B)**. The shorter alternatively spliced isoform (TBX3iso1) does not contain the 2a exon, and is 723 amino acids in length. The full-length alternatively spliced isoform (TBX3iso2) contains the 2a exon, and is 743 amino acids in length. The various functional protein domains and locations are shown.

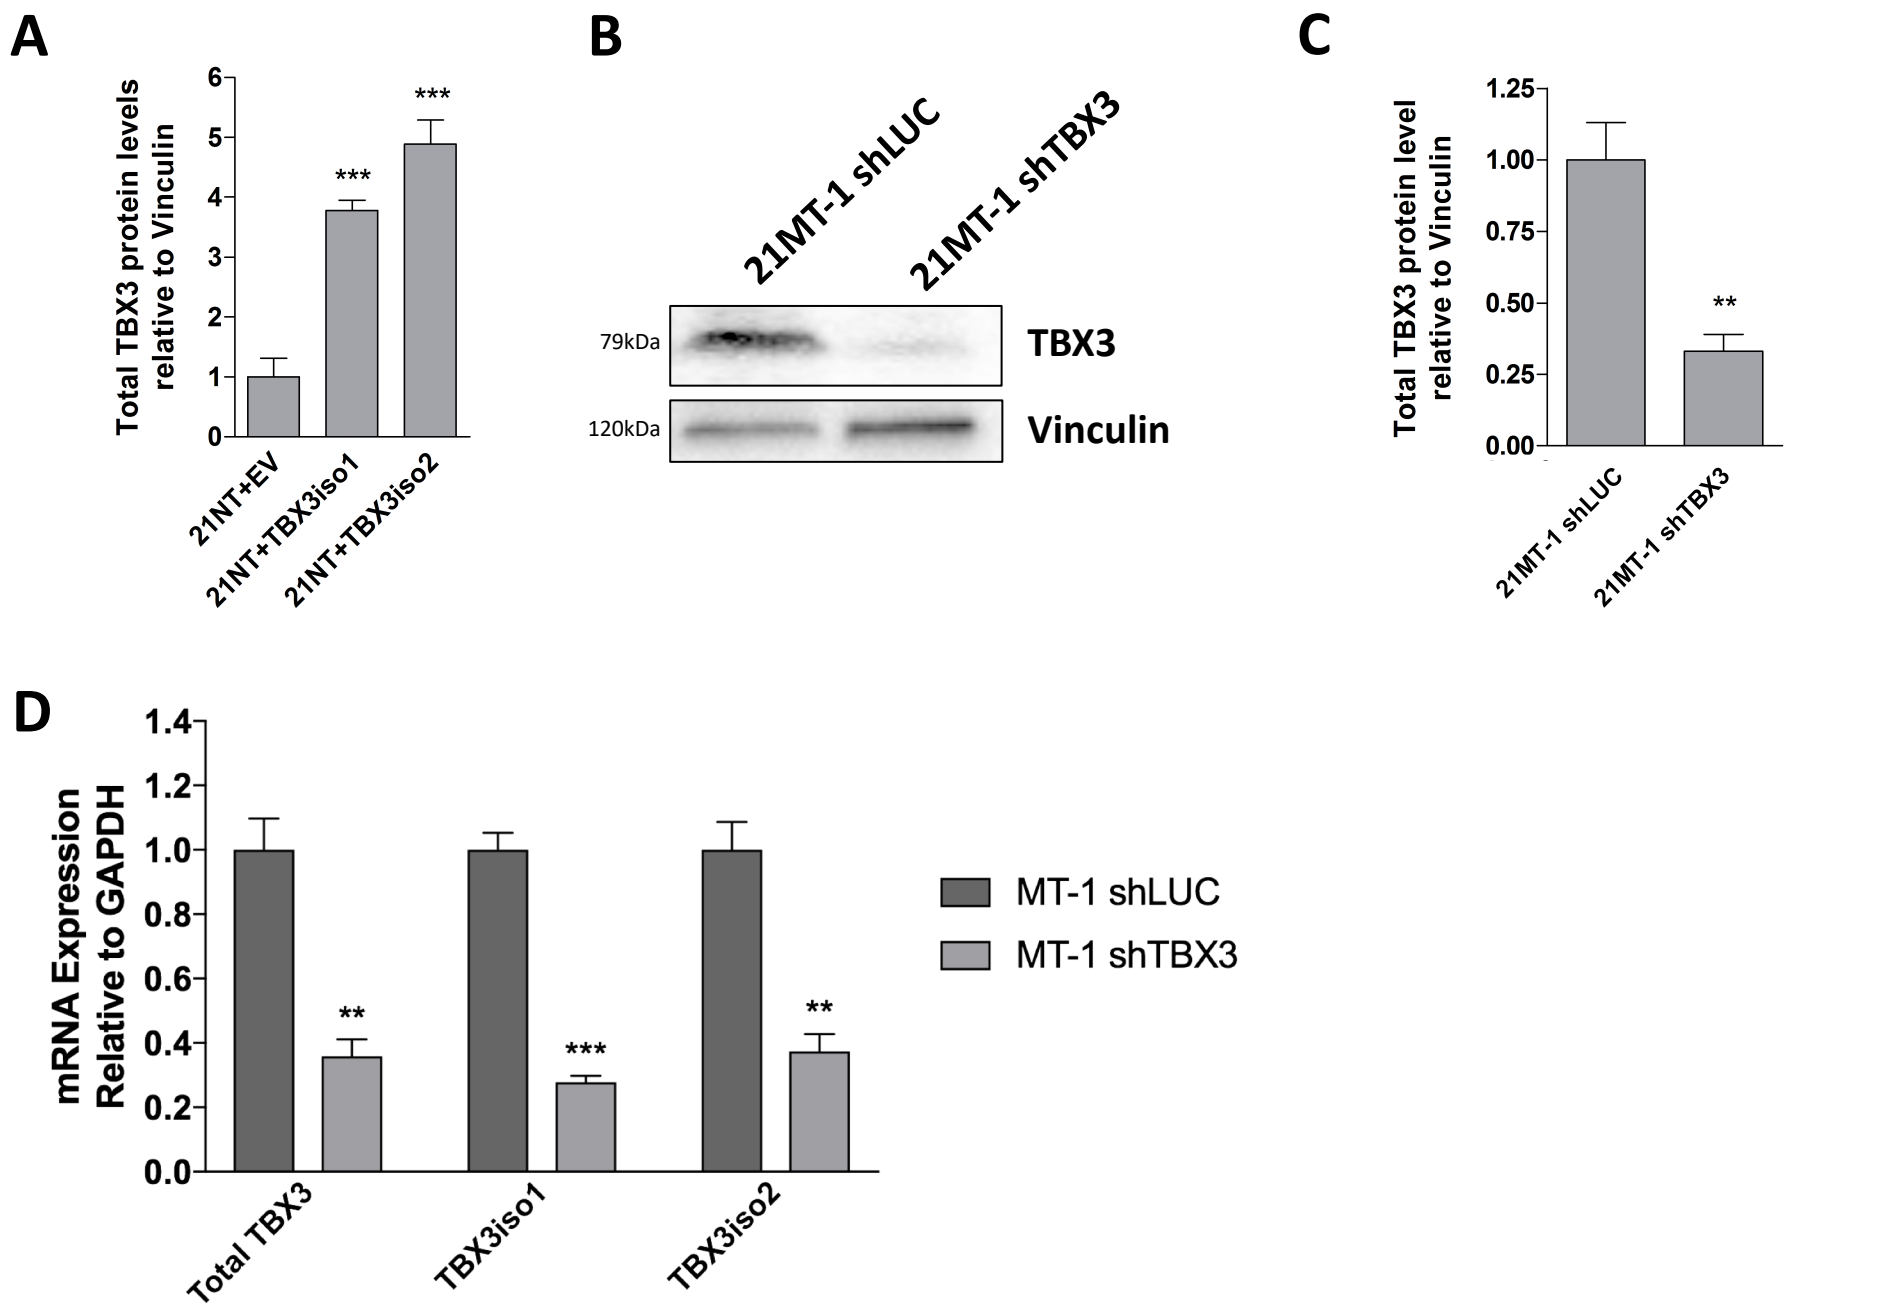

Supplementary Figure S2. TBX3 expression in 21NT transfectant and 21MT-1 transductant cell lines.

**(A)** Western blot analysis showing total TBX3 protein levels in 21NT stably transfected cells. 21NT cells were transfected to overexpress TBX3iso1 or TBX3iso2, or transfected with an empty vector (EV) control. Protein samples were separated by 10% SDS-PAGE and quantified by densitometry. Protein levels were normalized to Vinculin, which served as the loading control. **(B-C)** Western blot analysis showing total TBX3 protein levels in 21MT-1 stably transduced cells. 21MT-1 cells were transduced with either shLUC (luciferase; off-target control) or shTBX3 which targets both TBX3 isoforms. Protein samples were separated by 10% SDS-PAGE and quantified by densitometry. Protein levels were normalized to Vinculin, which served as the loading control. **(D)** Total TBX3, TBX3iso1, and TBX3iso2 transcript levels were assessed by qRT-PCR in 21MT-1 transduced cells, normalized to GAPDH expression levels, and depicted as fold change relative to the shLUC control. Means derived from three biological replicates were used during analysis.

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by one-way ANOVA with Tukey post-hoc for comparison between three groups, and student's T-test for comparison between two groups.

S3) Functional assessment of TBX3 overexpressing cell lines.

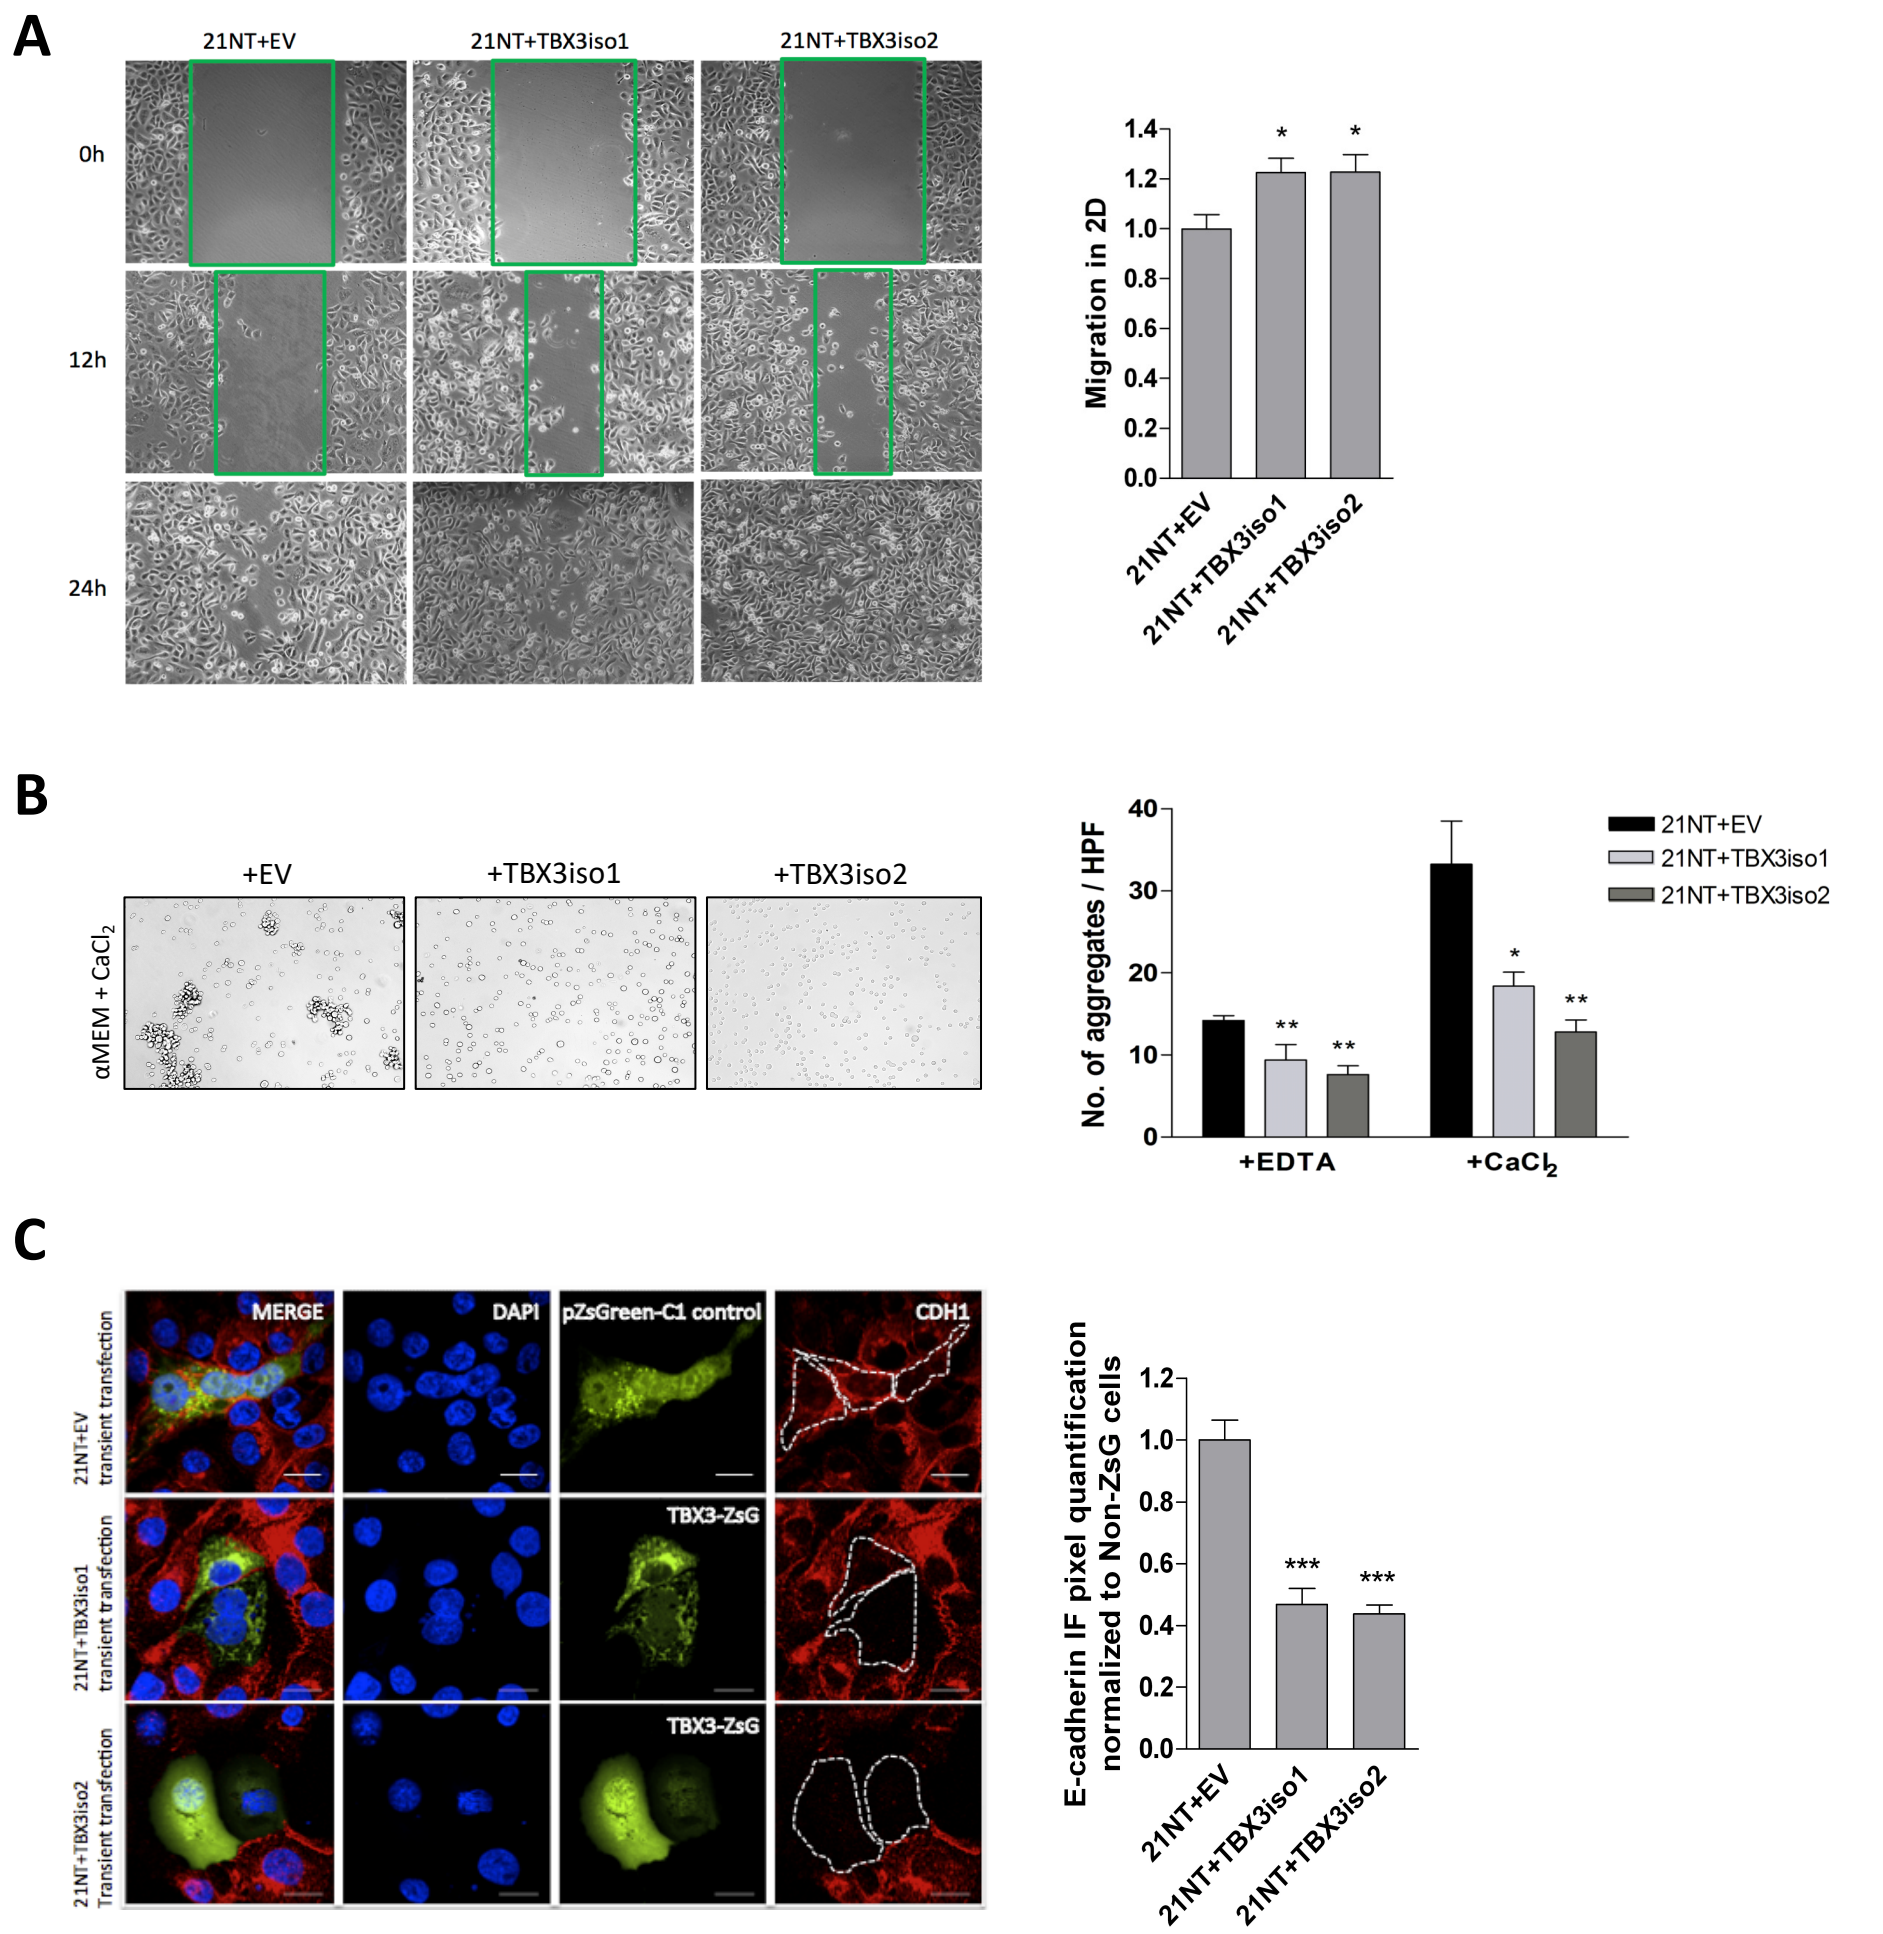

Supplementary Figure S3. Functional assessment of TBX3 overexpressing cell lines.

**(A)** Assessment of migration in 2D in 21NT transfectant cell lines. A scratch was produced in a confluent monolayer of cells, and migration of cells into the scratch area was monitored at 0, 12 and 24 hours post-scratch. Migration was quantified as ratio of wound area filled at 0 and 12 hours, and normalized to the empty vector control. **(B)** Cell-cell adhesion assay. Cells were harvested and re-suspended in media containing either 3mM EDTA or 1mM  $\text{CaCl}_2$  and incubated in a petri dish at 37°C for 30 minutes with gentle agitation. Clusters containing over 4 cells were counted across 10 fields of view. **(C)** 21NT cells were transiently transfected with either a TBX3iso1 or TBX3iso2 plasmid containing a ZsGreen reporter, or empty vector control expressing ZsGreen. CDH1 was visualized using a red-fluorescently labeled antibody. CDH1 signal was quantified by counting pixels within the red channel of ZsGreen positive transfected cells.

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by one-way ANOVA with Tukey post-hoc for comparison between three groups.

**S4) Representative images of cell extravasation and invadopodia formation *in vivo* in the chick chorioallantoic membrane (CAM).**

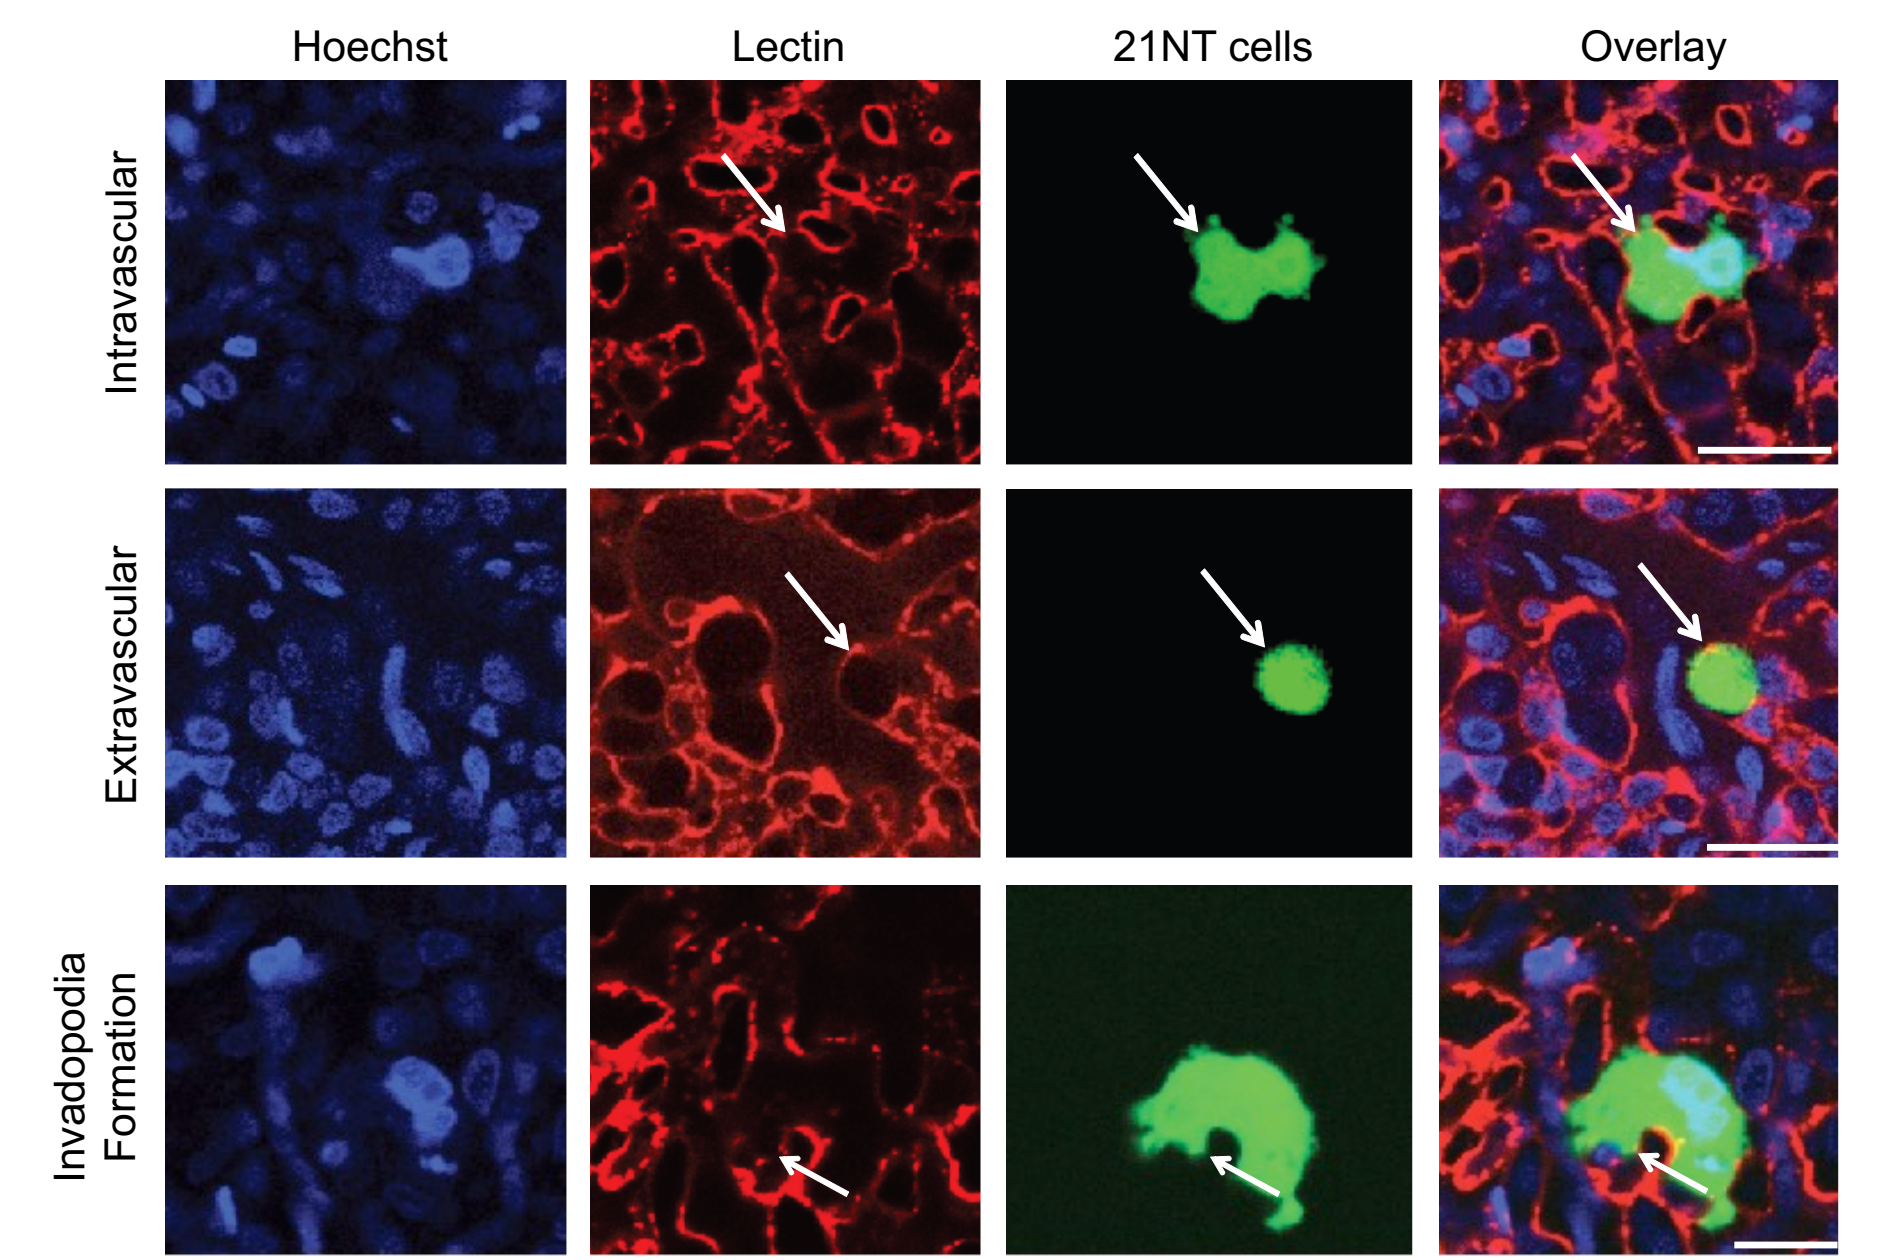

**Supplementary Figure S4. Representative images of cell extravasation and invadopodia formation *in vivo* in the chick chorioallantoic membrane (CAM).**

Endothelial cells were labelled with rhodamine lectin (red), nuclei were stained with Hoechst (blue) and 21NT cells were labeled with CellTracker Green (green). Representative images of an intravascular cell (top row, white arrow) and extravasated, extravascular, cell (middle row, white arrow) are shown. Invadopodia protrusion were visualized as cell protrusions (bottom row, white arrow) extending through the endothelial layer (red). Cells were imaged in the capillary bed of the CAM using confocal microscopy.

S5) TBX3-mediated invadopodia formation.

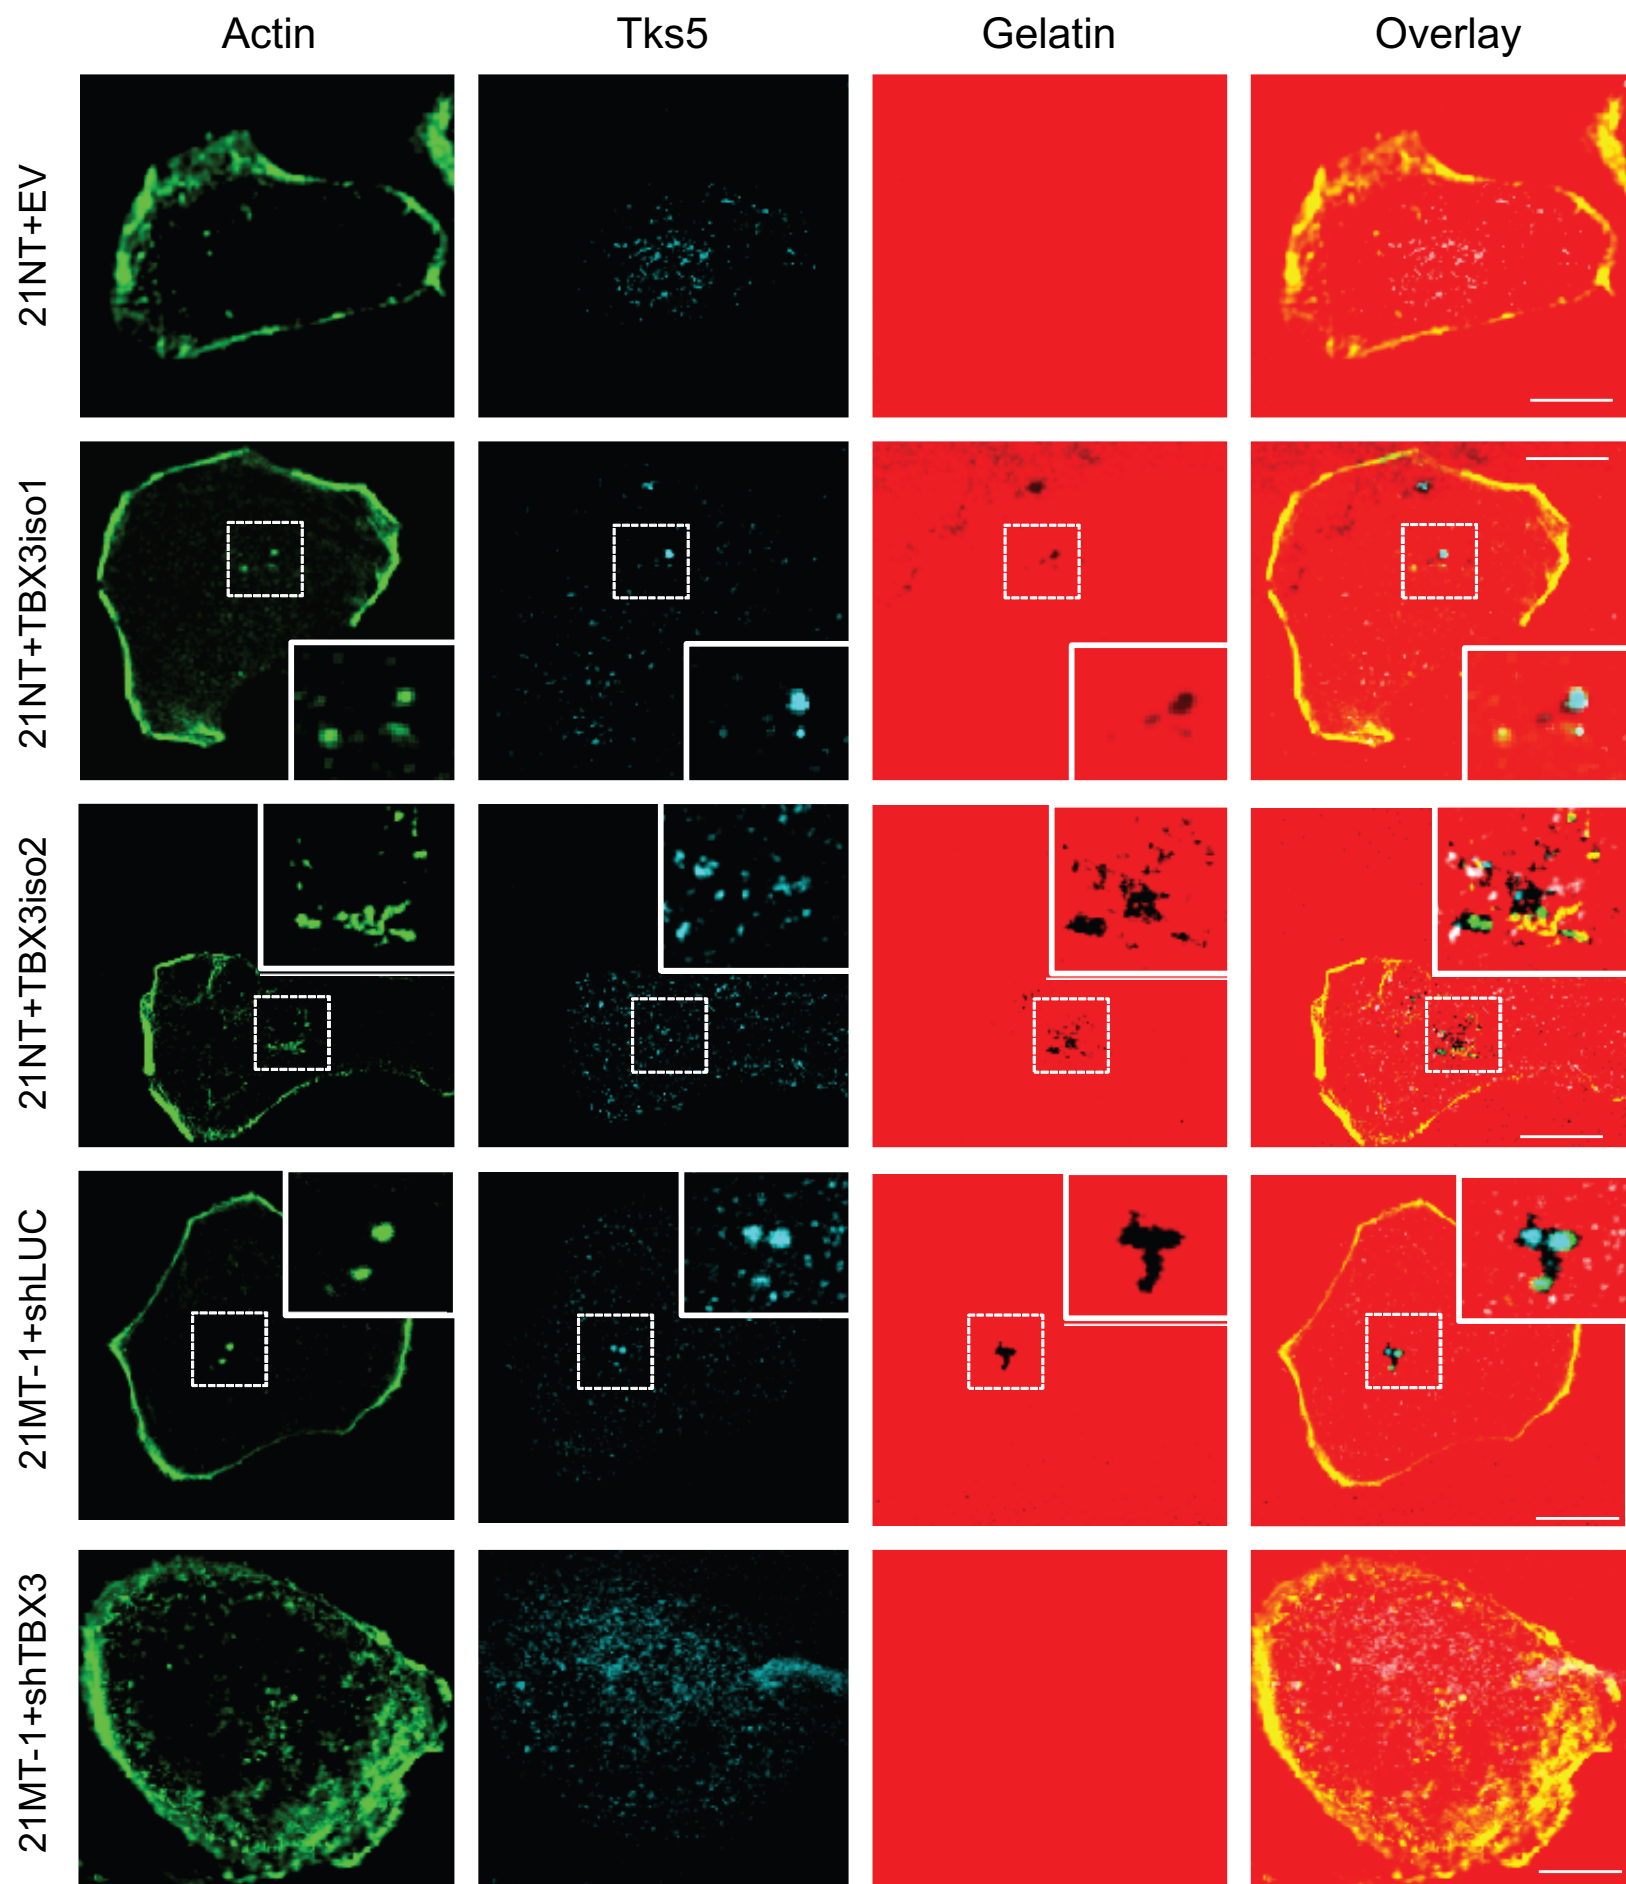

Supplementary Figure S5. TBX3-mediated invadopodia formation.

Cells were plated on gelatin-coated coverslips, fixed, permeabilized, and stained using an anti-TKS5 antibody, followed by Alexa647-conjugated secondary antibody and Alexa488-phalloidin to stain F-actin. Single confocal slices of the ventral surface of cells are shown. Invadopodia were identified as areas of Tks5 (cyan) and actin (green) co-localization overlaying areas of degradation (black holes), as shown in the overlay.

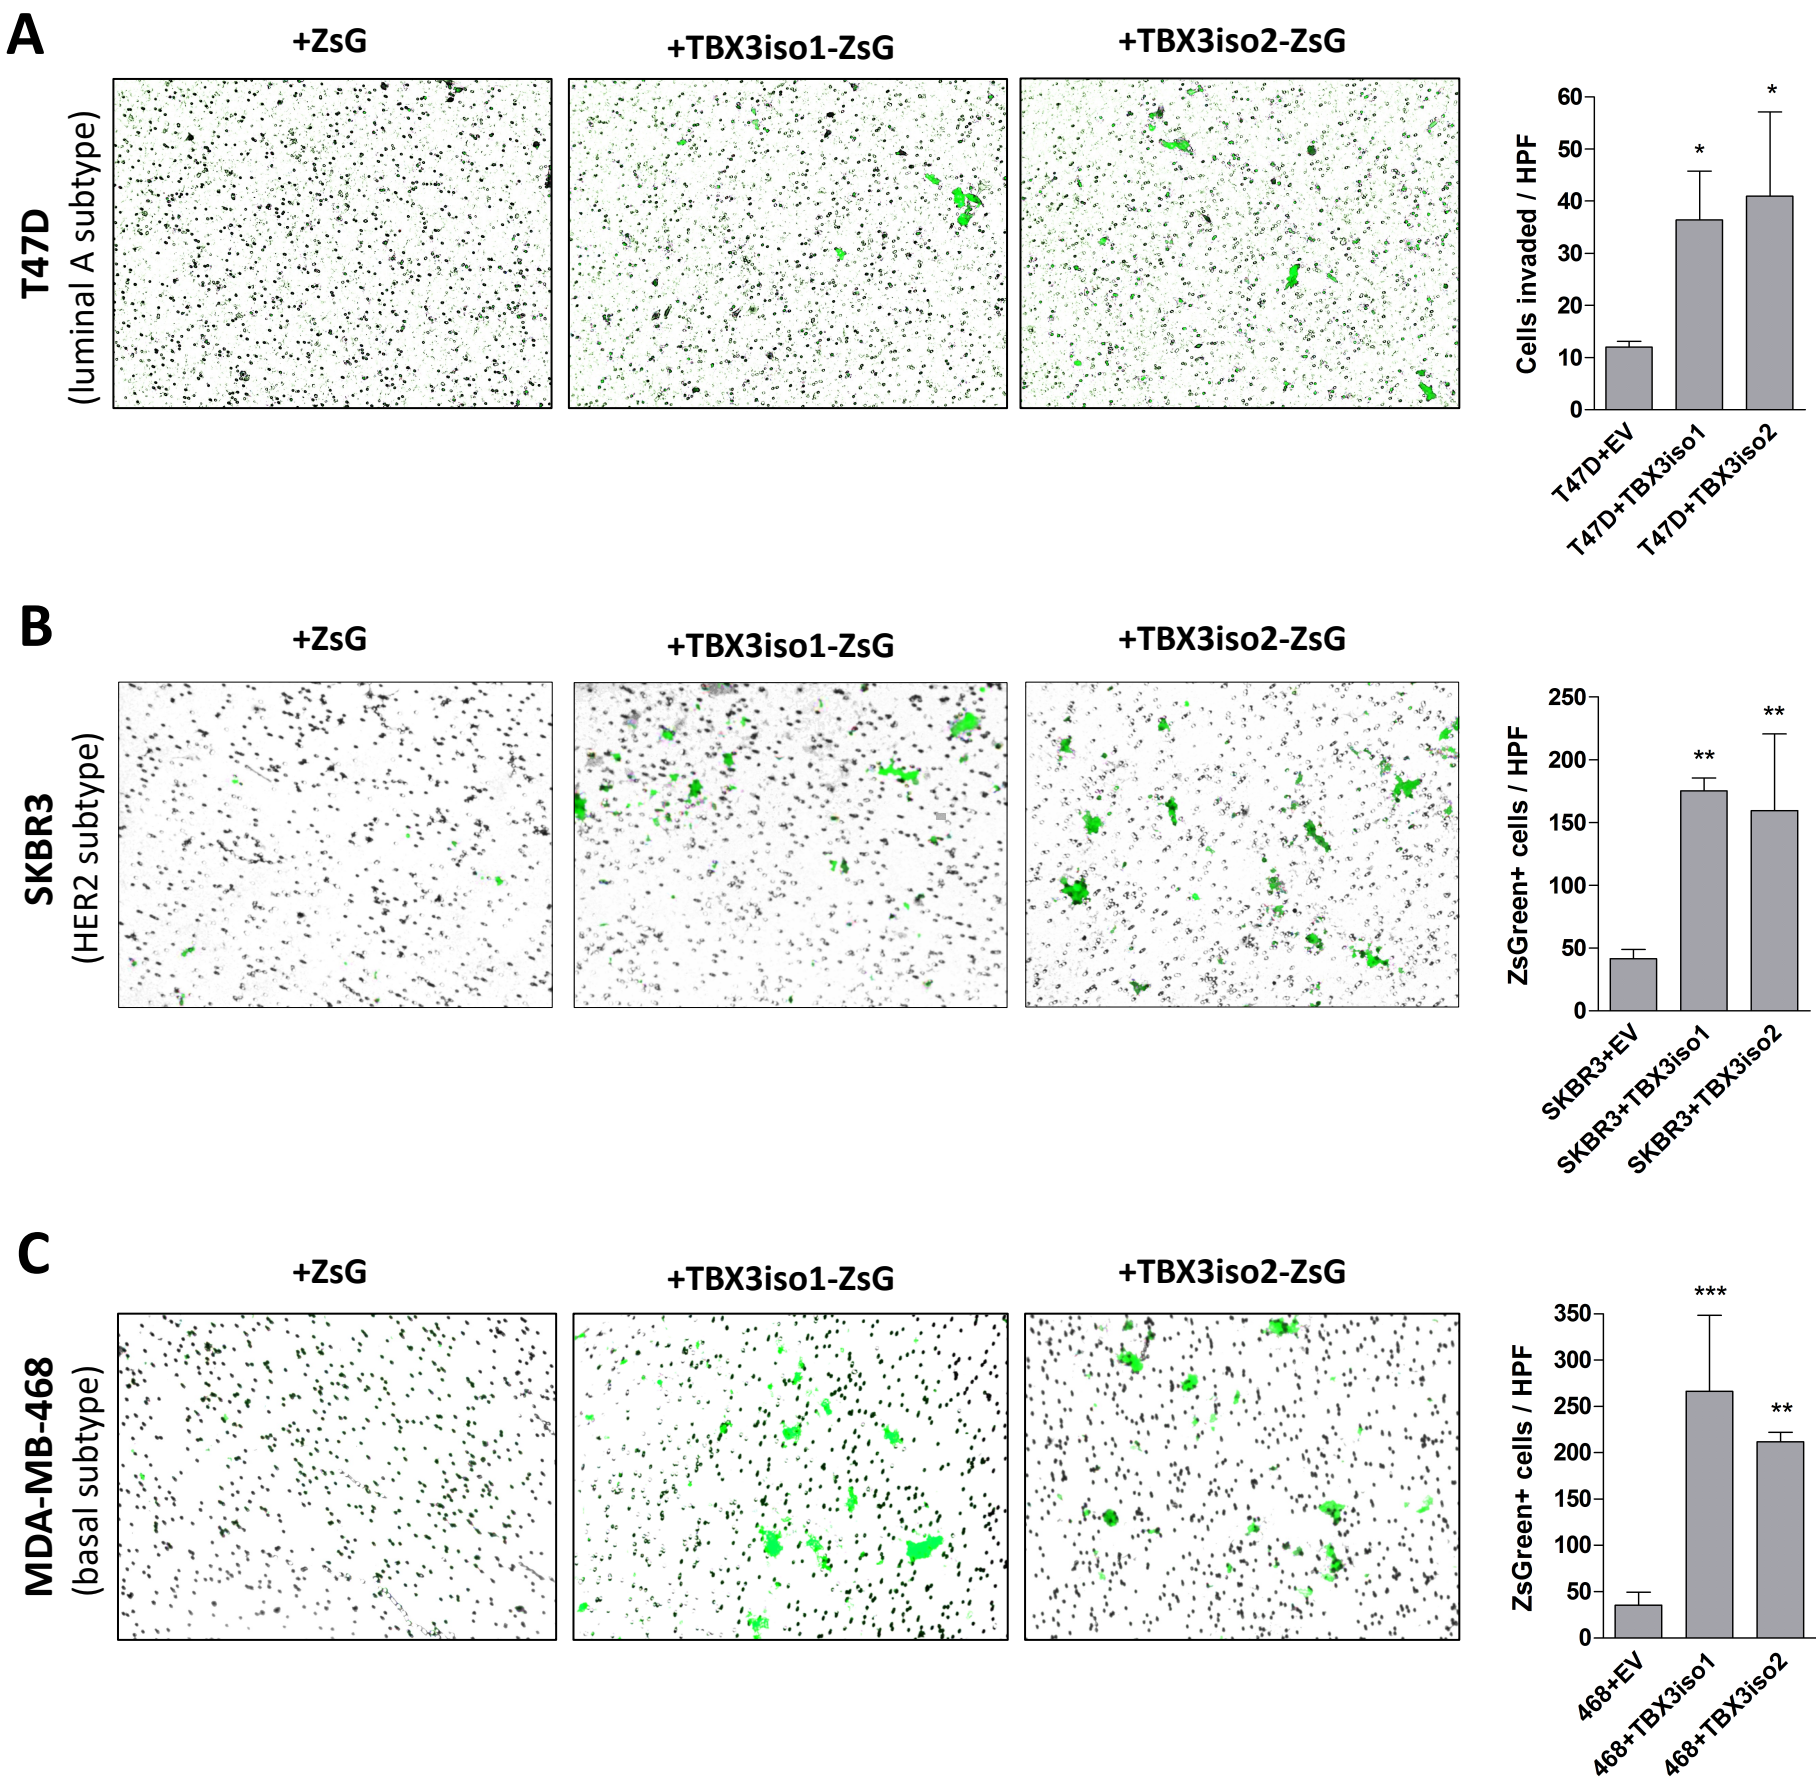

**Supplementary Figure S6. Effect of TBX3 overexpression on invasiveness in cell lines representing other breast cancer molecular subtypes.**

The invasive ability of TBX3 transfectant lines was assessed using Matrigel-coated transwell inserts. **(A-C)** T-47D (luminal A), SKBR3 (HER2-enriched), and MDA-MB-468 (basal-like) cells were transfected with either an empty vector (EV), or TBX3iso1, or TBX3iso2 construct within the pZsGreen1-C1 vector containing a ZsGreen reporter. Twenty-four hours post-transfection, 50,000 cells were added to the upper chamber of an 8.0µm pore transwell insert coated with Matrigel and allowed to invade for 18 hours. The number of green cells per field of view was used in the analysis.

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by one-way ANOVA with Tukey post-hoc for comparison between three groups.

A

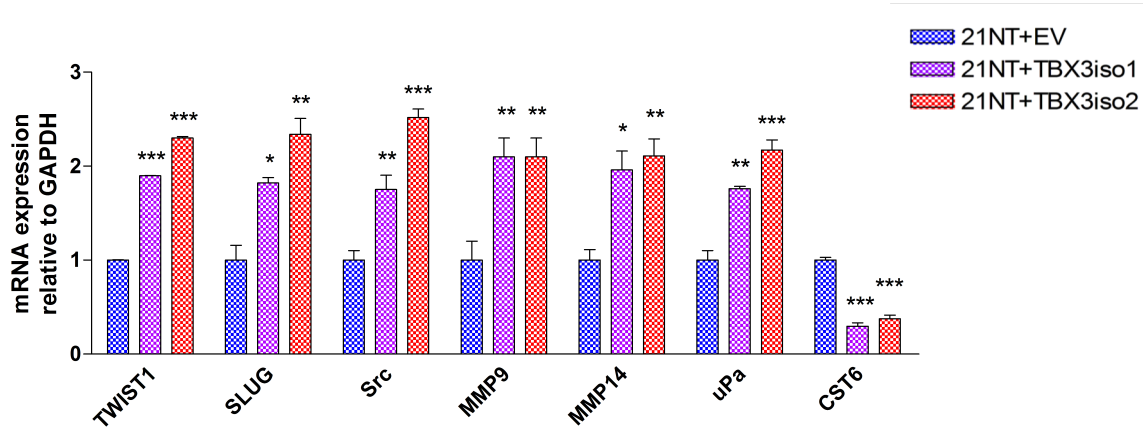

B

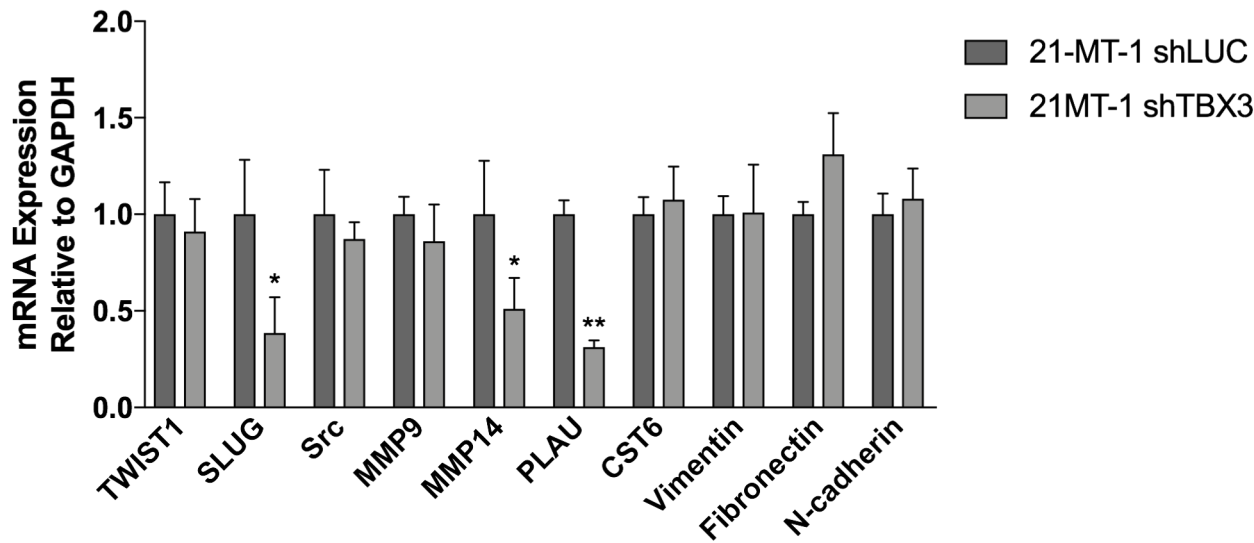

C

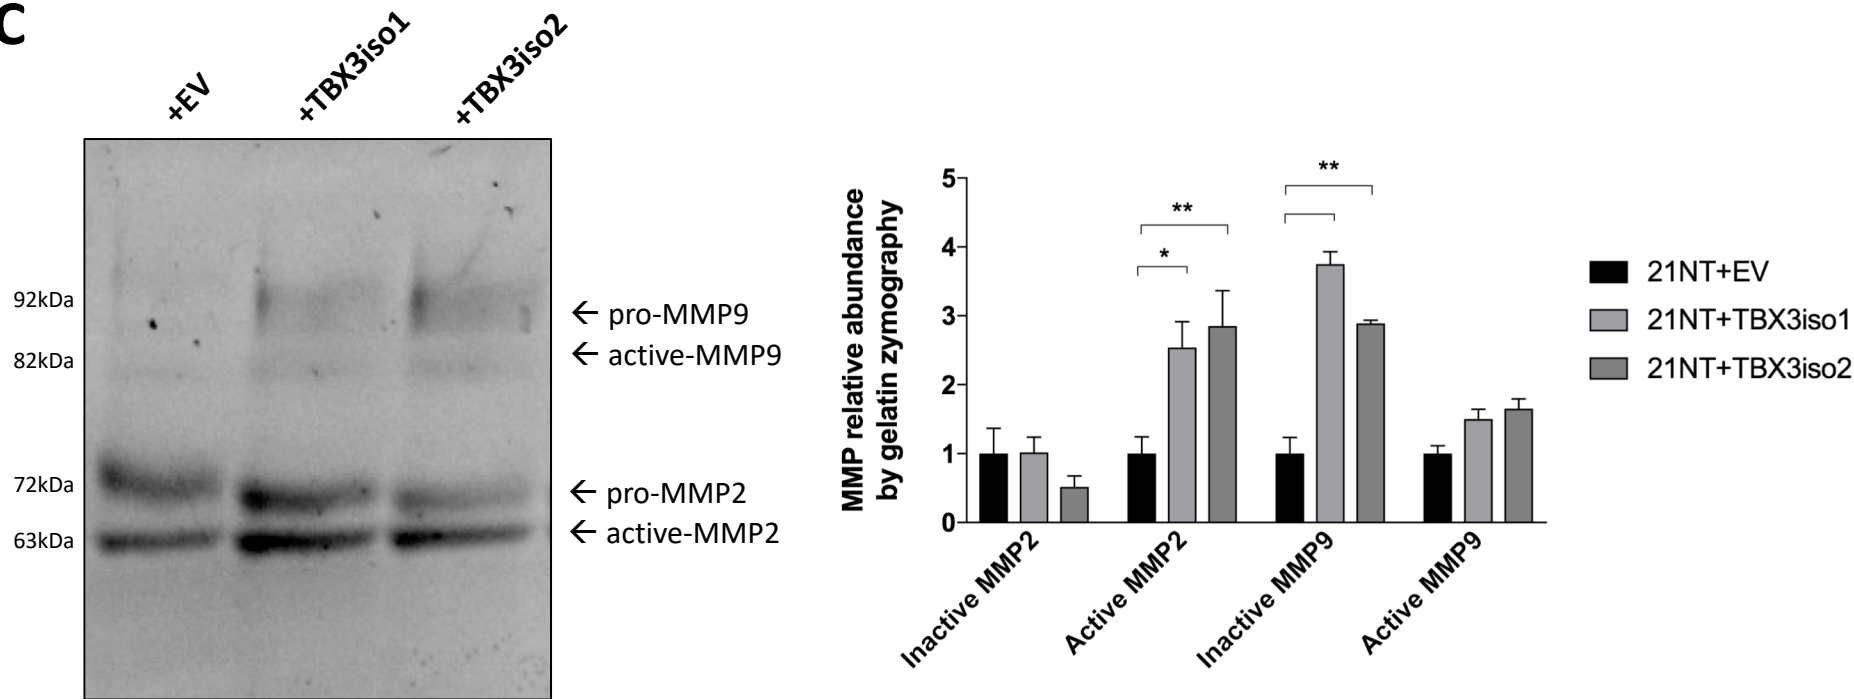

Supplementary Figure S7. Expression of EMT markers with modulation of TBX3 levels.

(A) Expression of several EMT markers was evaluated by qRT-PCR in 21NT transfectants. Expression was normalized to GAPDH expression levels, and depicted as fold change relative to the empty vector control. (B) Expression of several EMT markers was evaluated by qRT-PCR in 21MT-1 shLUC (luciferase off-target control) and shTBX3 cell lines. Expression was normalized to GAPDH expression levels, and depicted as fold change relative to the shLUC control. (C) Conditioned media was concentrated and resolved on a 10% zymogram gelatin gel. The gel was renatured and developed, and size of the proteolyzed bands was quantified by densitometry using the reverse image (as shown). Active (82 kDa) vs inactive (pro-) MMP9 (92 kDa), and active (63 kDa) vs inactive (pro-) MMP2 (72 kDa) were identified by molecular weight.

\*p<0.05, \*\*p<0.01, \*\*\*p<0.001 by one-way ANOVA with Tukey post-hoc for comparison between three groups.

S8) Protein class analysis of direct transcriptional targets of TBX3.

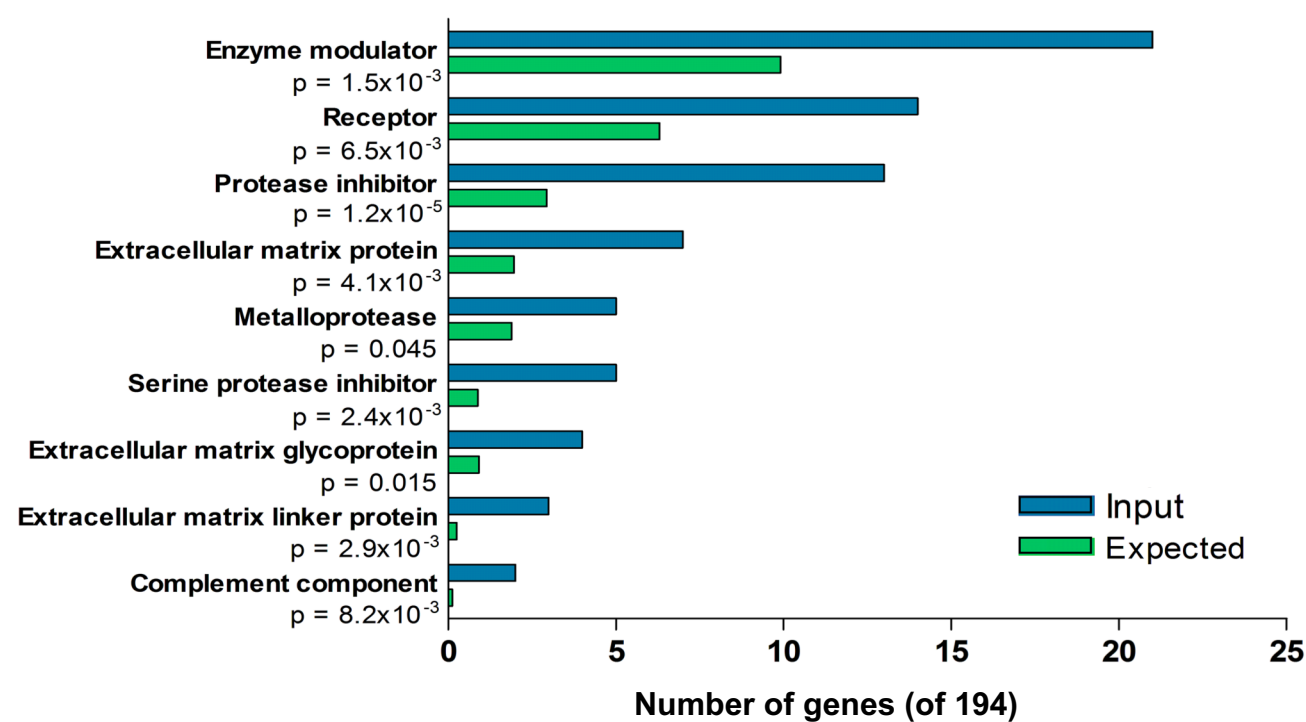

Supplementary Figure S8. Protein class analysis of direct transcriptional targets of TBX3.

The 194 genes directly bound by both TBX3 isoforms in ChIP-array data and whose transcript levels were significantly altered in expression by RNA-Seq ( $>1.5$  fold up or down,  $FDR < 0.05$ ) were analyzed using the PANTHER database, conducting over-representation analysis and focusing on protein class. Protein classes with the lowest p-values are shown. P-values were calculated by comparing expected levels compared to input numbers in gene list.

A

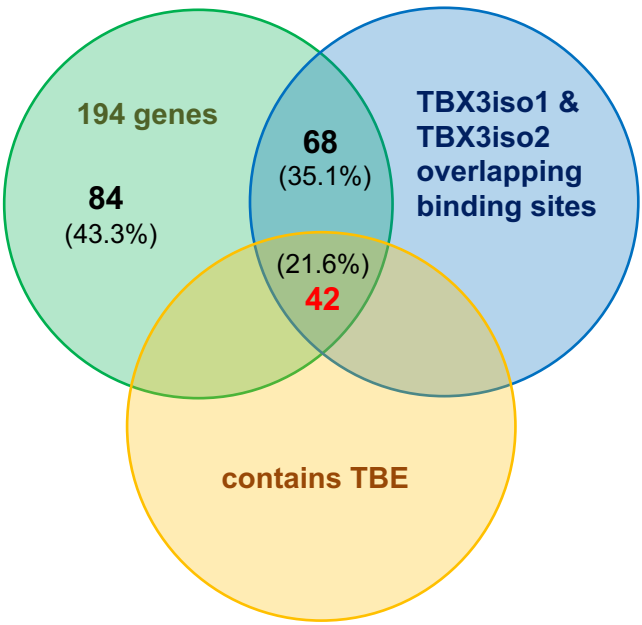

Genes with overlapping TBX3iso1/TBX3iso2 binding sites in ChIP-array and contain TBE (42)

|         |              |
|---------|--------------|
| ACSS3   | LOC100133669 |
| AGT     | OVOL1        |
| ALDH5A1 | PADI1        |
| ATP8A1  | PAPLN        |
| BBC3    | PLEKHA6      |
| CHSY3   | PMEPA1       |
| CRISP3  | PREX1        |
| CTSH    | PTAFR        |
| DYNC1I2 | RBM47        |
| FBXO32  | SLC11A2      |
| FBXO46  | SLC9A2       |
| FGFBP1  | SMIM14       |
| G0S2    | <b>SNAI2</b> |
| GGT5    | SPON2        |
| GRAMD2  | STRA6        |
| HMGCS2  | SZT2         |
| HTR3A   | TRIM16L      |
| KLF15   | TUBB6        |
| LAMB2   | UNC5CL       |
| LANCL2  | ZNF608       |
| LIMCH1  | ZNF615       |

B

|           |                                  |
|-----------|----------------------------------|
| Human     | GTCCTTGGAGGAGGTGTCAGATGGAGGAGG   |
| Bonobo    | GTCCTTGGAGGAGGTGTCAGATGGAGGAGG   |
| Elephant  | GTCCTTGGAGGAGGTGTCAGATGGAGGAGG   |
| Dog       | GTCCTTGGATGAGGTGTCAGATGGAGGAGG   |
| Wild boar | GTCCTTGGATGAGGTGTCGATGGAGGAGG    |
| Sea otter | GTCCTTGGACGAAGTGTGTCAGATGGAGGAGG |

C

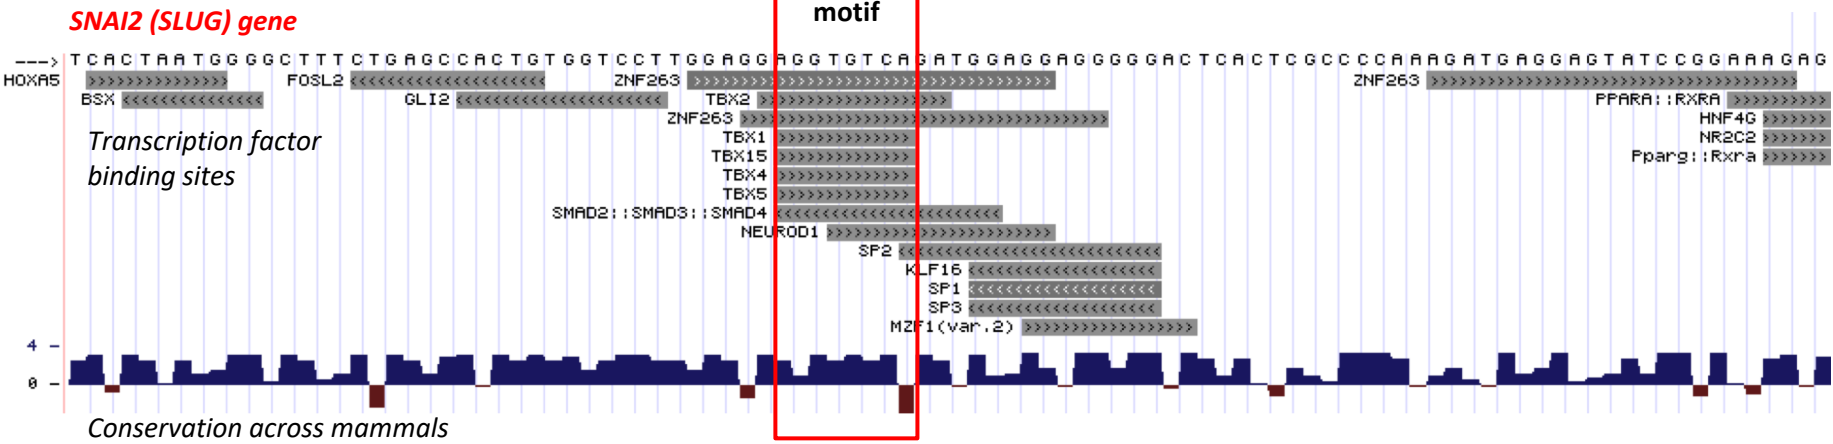

Supplementary Figure S9. Analysis of T-box binding elements (TBEs) in TBX3-bound genes identified by ChIP-array.

(A) Assessment of coupled RNA-Seq and ChIP-array binding sites. A list of 194 genes was obtained in which both TBX3 isoforms were bound to in ChIP-array datasets, and whose transcript levels were significantly altered in expression by RNA-Seq (>1.5 fold up or down, FDR<0.05). Of this list, TBX3iso1 and TBX3iso2 bound the same genomic locations in 110 genes; 42 genes contained an identified TBE, while 68 genes did not contain a TBE. 

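All 42 genes listed with a TBE are in the copy of Table S1 at hand. Of these, 38 had a mean of at least 0.5 RPKM in the 21NT libraries and were tested. With both isoforms 37 were differentially expressed in the same direction, 10 higher and 27 lower, and 0 in opposite directions. The median log2 fold change was -1.13 with TBX3iso1 and -1.003 with TBX3iso2. Among the 10 genes higher with both isoforms, *SNAI2* ranked 6th by log2 fold change with TBX3iso1. With TBX3iso2 its value of 0.651 was the lowest of these, just below *TRIM16L* (0.663).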

The list of 42 genes which were bound by both TBX3 isoforms in overlapping genomic sites, are significantly altered in expression, and contain a TBE are shown. (B-C) Assessment of conservation of T-box binding element (TBE) in SLUG (*SNAI2*) gene across species. Transcription factor binding sites and sequence conservation across mammals are shown in (C) from UCSC Genome Browser. The T-box motif is signified by the red box.

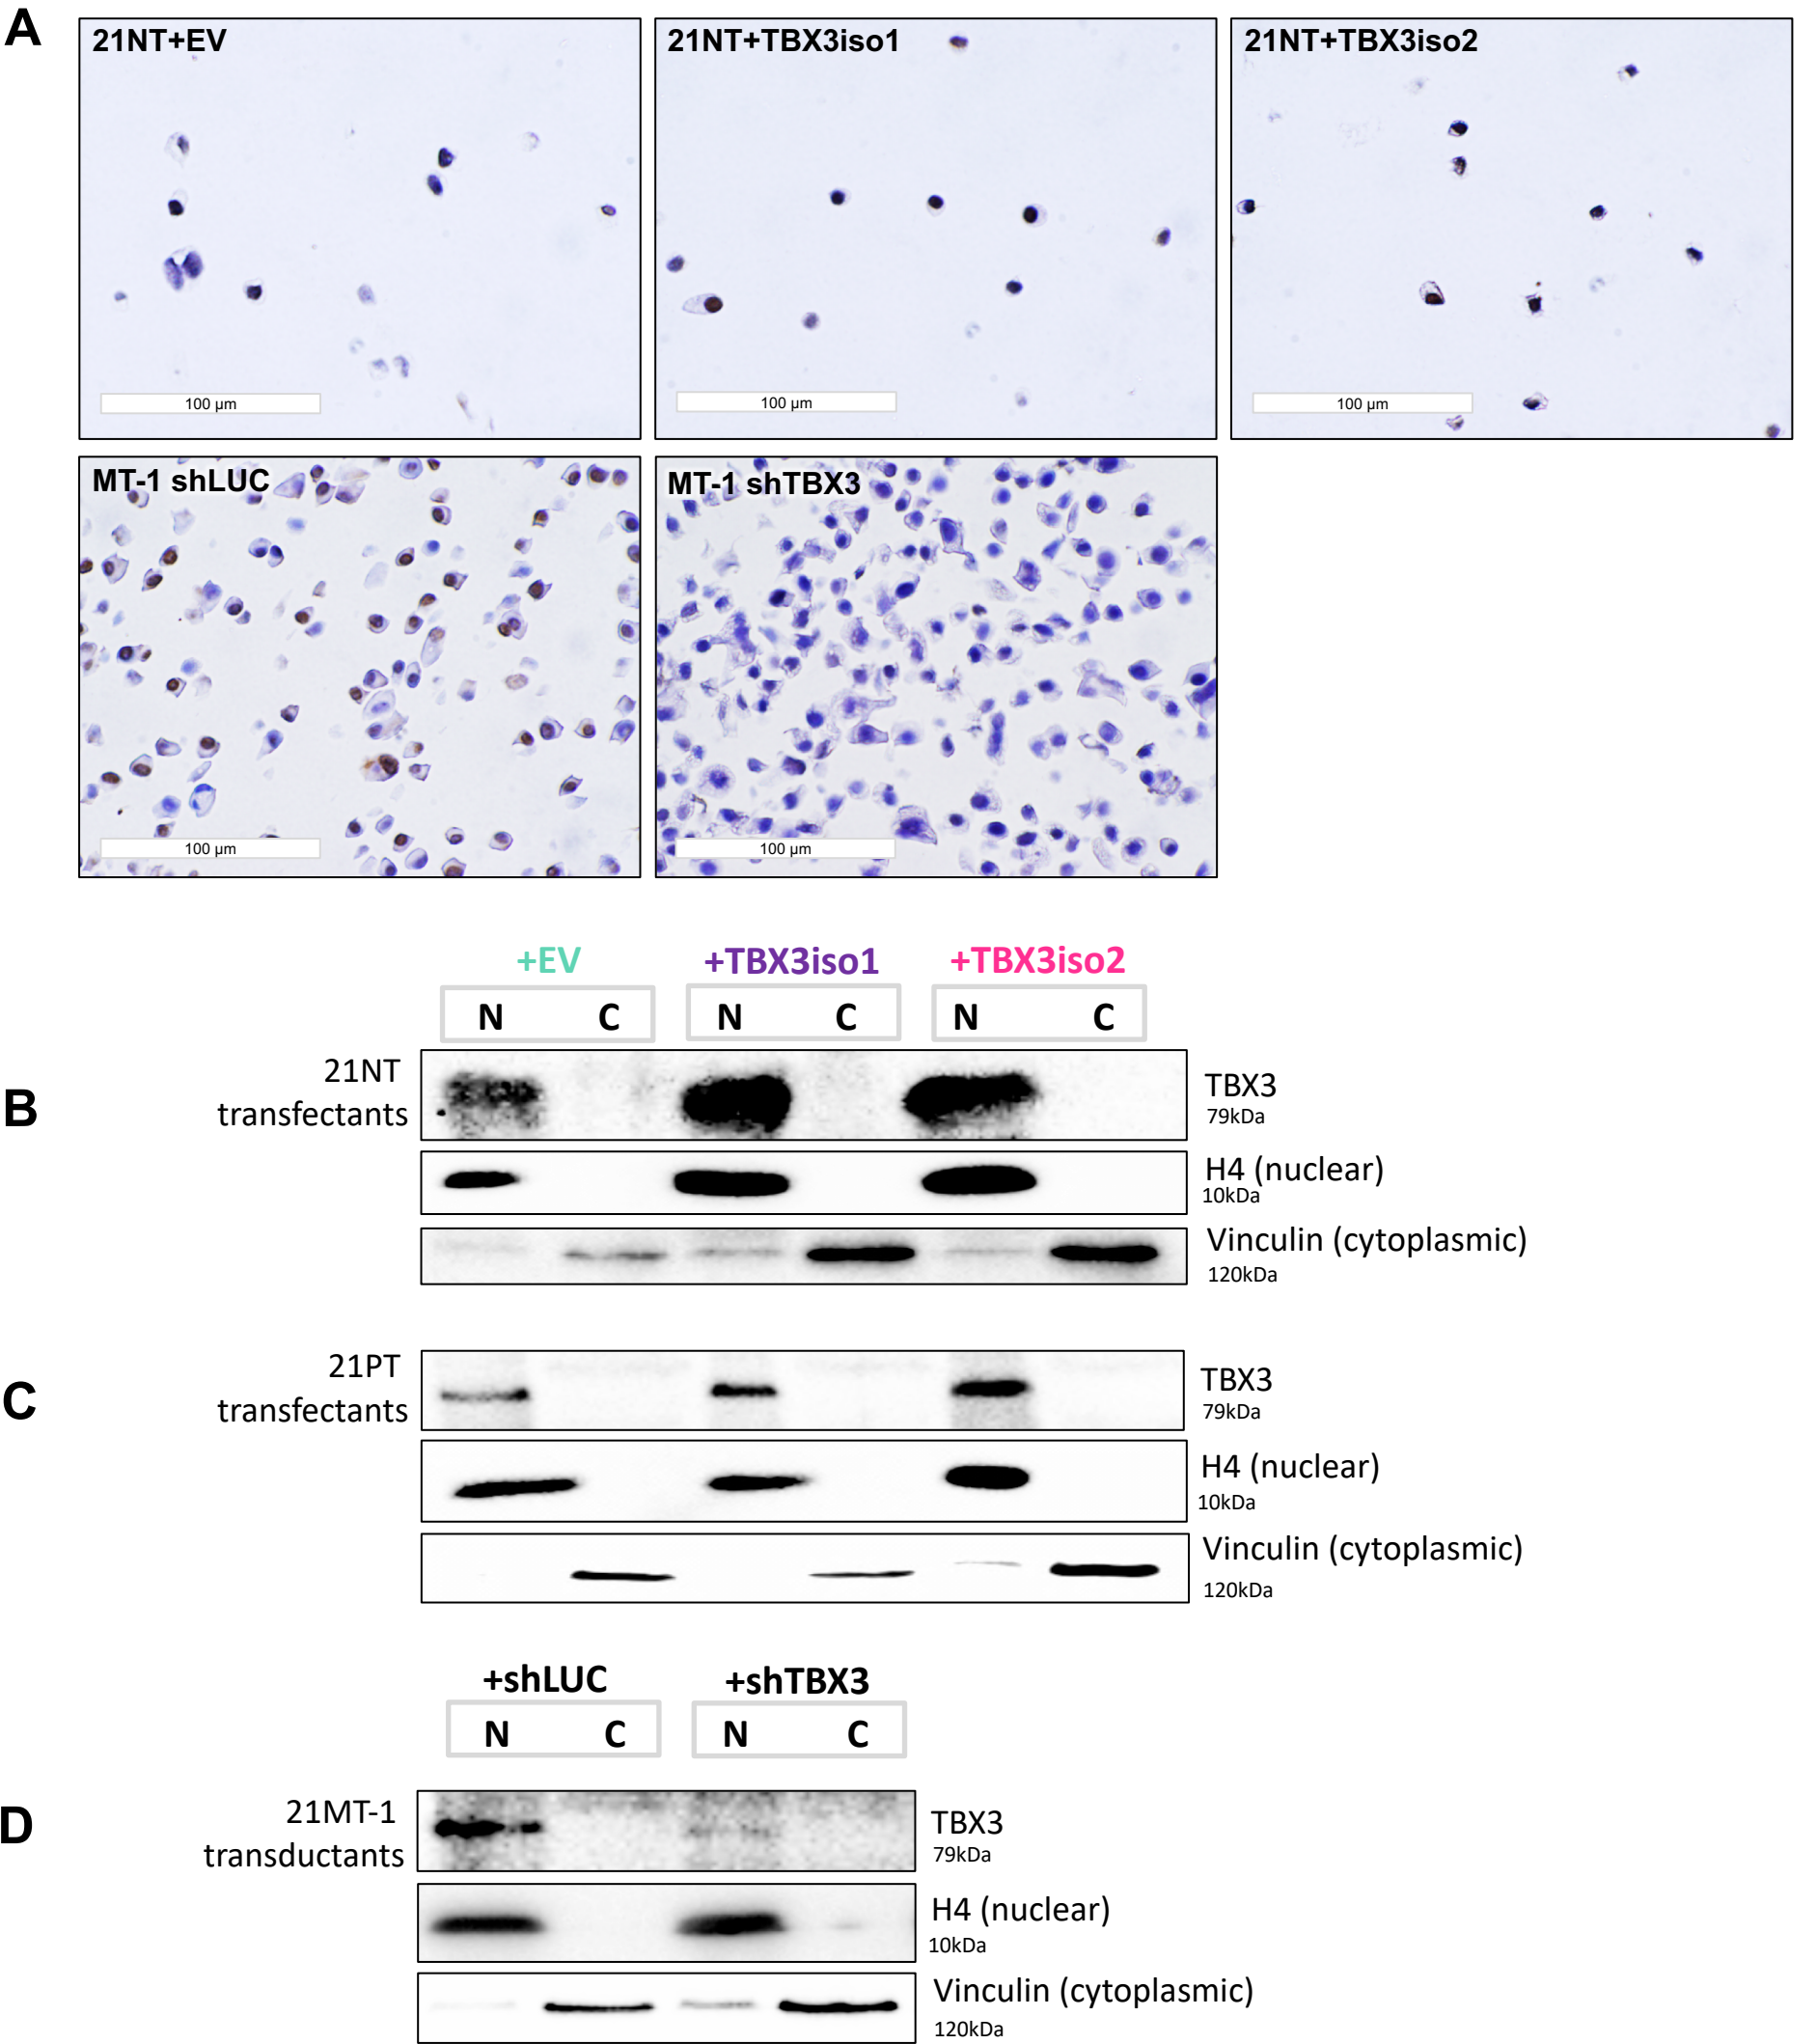

Supplementary Figure S10. Subcellular localization of TBX3.

(A) Cell pellets were prepared, embedded in agarose, and processed to paraffin. Sections were immunostained using anti-TBX3 antibody and counter-stained with Hematoxylin. (B-D) Subcellular fractionation was conducted in order to obtain nuclear (N) and cytoplasmic (C) fractions for 21NT transfectant, 21PT transfectant, and 21MT-1 transductant (shLUC; luciferase off-target control; shTBX3 knockdown) cell lines. Subcellular fractions were separated by 10% SDS-PAGE, and western blotting was conducted to assess TBX3 localization in nuclear (histone H4) and cytoplasmic (vinculin) fractions.

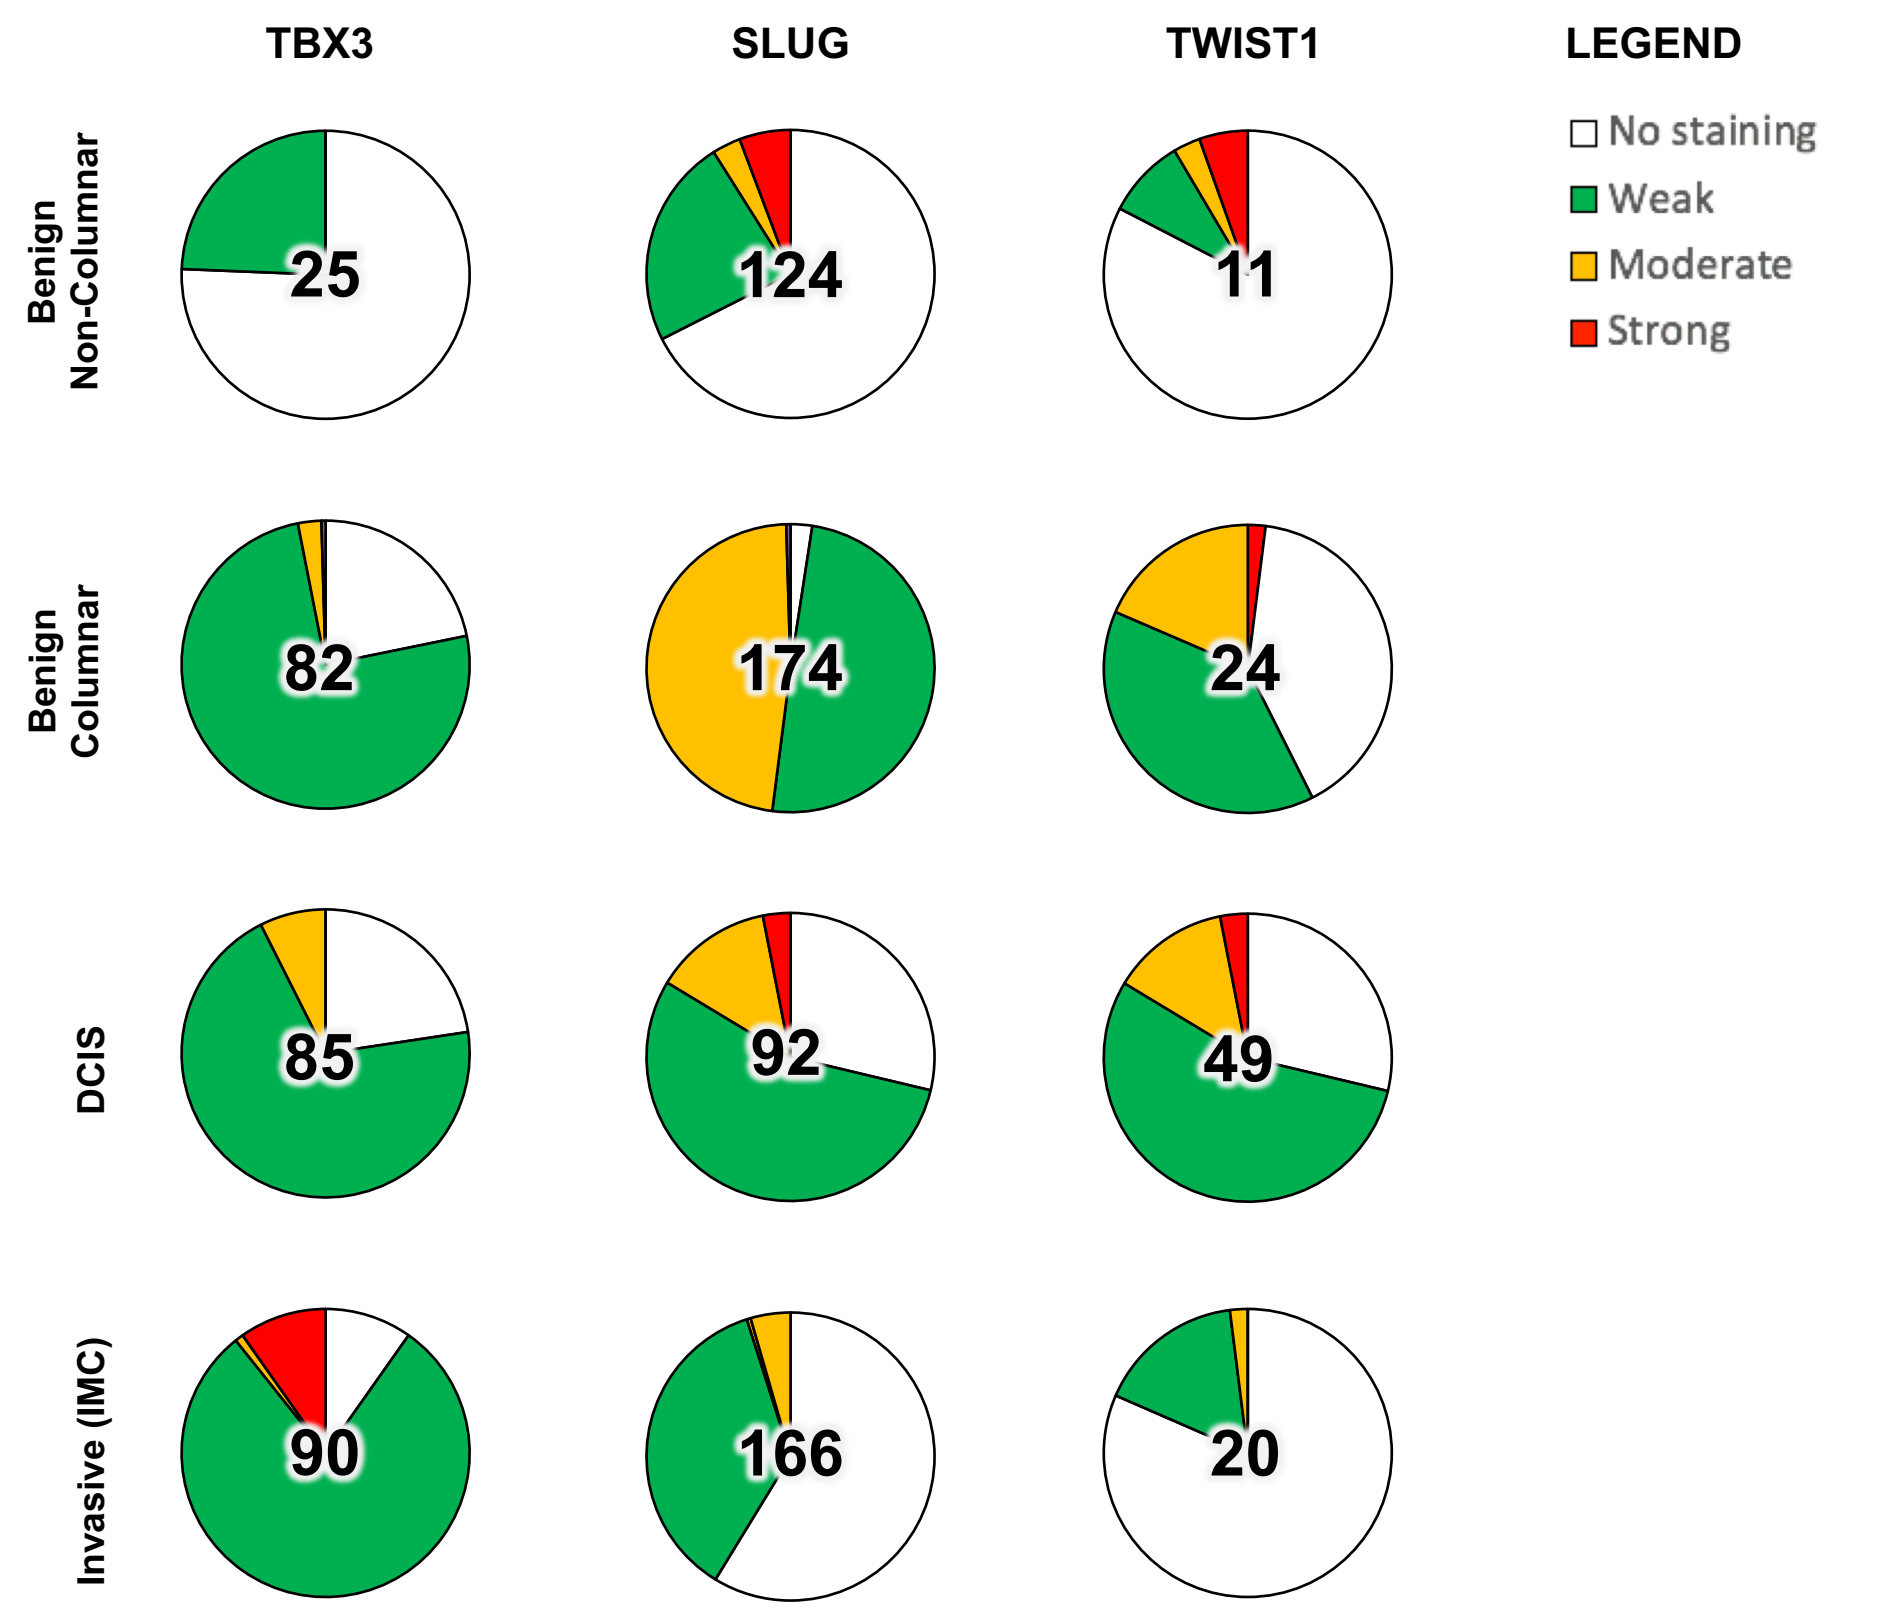

Supplementary Figure S11. H-scores for TBX3, SLUG, and TWIST1 immunostains in various cell compartments.

H-scores of representative slides for each marker and lesion type are shown. Pie charts shown breakdown of staining intensities for each marker, depicting no staining (white), weak staining (green), moderate staining (yellow), and strong staining (red).

# Supplementary material for: TBX3 promotes progression of pre‐invasive breast cancer cells by inducing EMT and directly up‐regulating SLUG
**Source:** J Pathol. 2019 Apr 8;248(2):191–203. doi: 10.1002/path.5245
**Supplement:** Supplementary file 4 — Table S2. Primer sequences utilized for RT‐qPCR in mRNA studies (mentioned in the supplementary material, Supplementary materials and methods) Table S3. Primer sequences utilized for ChIP‐qPCR validation studies (mentioned in the supplementary material, Supplementary materials and methods) Table S4. Publicly available datasets utilized for analysis (mentioned in the supplementary material, Supplementary materials and methods)

**TBX3 promotes progression of pre-invasive breast cancer cells by inducing EMT and directly up-regulating SLUG**

Krstic M *et al*. *J Pathol* DOI: 10.1002/path.5245

**Table S2.** Primer sequences utilized for qRT-PCR in mRNA studies

#

**Table S3.** Primer sequences utilized for ChIP-qPCR validation studies

**Table S4.** Publicly available datasets utilized for analysis

How the deposited data were processed for this re-analysis (not part of the article)

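The deposited data are RNA-Seq values of 21NT cells stably transfected with EV, TBX3iso1 or TBX3iso2, 2 libraries for each of the 3 lines. The authors prepared stranded mRNA libraries, sequenced paired-end reads on an Illumina HiSeq, aligned them to hg19 with TopHat in Galaxy and computed RPKM (reads scaled to transcript length and to the alignments of the library) in Partek Genomics Suite. The deposited unit is RPKM on the linear scale, with 1 further line that gives the number of alignments of each library. The methods give no version of the alignment and RPKM software and do not name the gene annotation. The ChIP-array, western blot, RT-qPCR and patient data were not analysed here.

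The 6 libraries held between 43176600 and 54512400 alignments, with a median of 50571400. The table gives RPKM and no gene counts, so the precision that depth gives to a single gene was not computed, and the spread between replicates was used instead. The SD of the log2 difference between the replicates of a line was 0.182 for EV, 0.242 for TBX3iso1 and 0.273 for TBX3iso2 across the genes tested. Pearson's r between the replicates of a line was 0.996, 0.994 and 0.992.

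Values were taken to log2 after 0.1 RPKM was added. The 12805 of 20824 genes with a mean of at least 0.5 RPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3, in a model with 1 mean per line, empirical Bayes moderation with a trend and Benjamini-Hochberg adjustment over the genes tested. TBX3iso1 and TBX3iso2 were each compared with EV and with each other, 3 comparisons in all. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the methods. With 2 libraries per line, permutations of the libraries and tests for a single deviating library were not possible. The model was tested on simulated data with the spread of these libraries. It recovered 99% of 200 changed genes for TBX3iso1, 99.3% of 150 for TBX3iso2 and 100% of 150 between the isoforms. There were 7, 5 and 7 false calls. The simulated changes against EV were 2-fold or larger, those between the isoforms were larger still, and the changed genes lay well above the filter. Recovery near the 1.5-fold threshold or at low levels was therefore not tested.

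The genes named in the text are those the paper names as TBX3 targets, EMT markers or normalizers in 21NT cells, the 5 genes with the largest rise and the 5 with the largest fall in each comparison whose libraries do not overlap, the Table S1 genes that go in opposite directions, and members of a reported list that were differentially expressed. Some genes that meet this rule are not reported here. This rule, the comparisons, the model, the gene lists and the alternatives were set before the RPKM values were examined. Exceptions are 2 alternatives that the closing section names as chosen after seeing the data or values. The FOXO target, glucocorticoid target and cholesterol synthesis lists were written after Table S1 had been read, whose folds come from these libraries.

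Gene sets of the paper (dbEMT, Ingenuity Pathway Analysis, Enrichr and PANTHER) were not available. In their place, 12 lists were written: mesenchymal, epithelial, cell cycle, BCL2 family and cell death, FOXO target, glucocorticoid target and cholesterol synthesis genes by hand, and protease inhibitors, serine protease inhibitors, metalloproteases, proteases and extracellular matrix genes by gene symbols. The FOXO target, glucocorticoid target and cholesterol synthesis lists were drawn up after Table S1 had been read, and 8, 2 and 2 of their genes are in Table S1. The Table S1 genes were chosen by the authors on these libraries. Lists were tested with limma's camera at a preset correlation of 0.01 between genes, with fry and camera's estimated correlation beside it.

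The correlation of the log2 fold changes of the 2 isoforms was set against 100 simulations in which both isoforms were left unchanged against the same EV libraries. Primer sequences of Tables S2 and S3 and the TBE motif were compared with the GRCh37 sequence and its annotated transcripts. Transcript length and GC content came from the same annotation, in which 87.8% of the genes in the table had a transcript. Values from the paper's figures were read by eye.

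The alternatives were pseudocounts of 1 and 0.01 RPKM, no filter on low values, a filter at a mean of 2 RPKM, median-ratio scaling, quantile normalization, a model with only the lines compared, a block for the replicate number, no trend, a linear model without moderation on log2 values and on unlogged RPKM, and leaving out each library in turn. The copy of Table S1 at hand holds 193 of the 194 genes, so the planned Fisher's exact test for protease inhibitors among its genes was left out.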

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

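The tests of *VIM* and *MAL*, of the cholesterol synthesis list and of the primers that match *TWIST2* were chosen only after the results had been seen. *TWIST2* itself was chosen after its values were seen.

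*MMP9* and *CDH2* differed between the isoforms in a direct test, with log2 differences of -1.91 and -1.01 from TBX3iso1 to TBX3iso2 (limma adjusted p = 0.000228 and 0.000873 with Benjamini-Hochberg adjustment). Both TBX3iso2 libraries lay below both TBX3iso1 libraries for each gene. Without moderation the Benjamini-Hochberg adjusted p for *MMP9* was 0.0463, and in the linear model on unlogged RPKM without a filter that for *CDH2* was 0.0504. Scaling between the libraries is argued against, since the difference nearest 0 over both genes under quantile normalization and median-ratio scaling was -1.044 and passed the threshold. A difference between the transfected lines other than the isoform stays open, because 3 stable lines were sequenced, 1 per construct, and it cannot be told apart from an effect of the isoform. A biological difference between the isoforms may therefore exist but was not separated from it.

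*VIM* and *MAL* also differed between the isoforms in a direct test, by 0.81 and -2.84 on the log2 scale (limma adjusted p = 0.00115 and 0.000356 with Benjamini-Hochberg adjustment). Both were past the threshold under the 2 scalings, where the difference nearest 0 was 0.7534 (*VIM* with median-ratio scaling), which argues against scaling as the cause. *MAL* is low in each line, and its difference was -0.88 with a pseudocount of 1 RPKM. In the linear model on unlogged RPKM without a filter the Benjamini-Hochberg adjusted p for *VIM* was 0.0543. With 3 stable lines, a difference between lines other than the isoform stays open here too and was not tested for these genes.

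The FOXO target list, which the paper does not discuss, was lower with both isoforms, with a median log2 fold change of -0.734 with TBX3iso1 and -0.945 with TBX3iso2 over 37 genes tested. With TBX3iso1 22 genes were lower and 1 higher, and with TBX3iso2 24 were lower and 1 higher. limma's fry gave p = 0.000865 and 0.000422, whereas camera with an estimated correlation gave p = 0.137 and 0.102. The list was drawn up after Table S1 had been read. Without the Table S1 genes, the 30 others had medians of -0.585 and -0.769, and the larger p of camera with the preset correlation was 1.66e-05. The fall was therefore not confined to the Table S1 genes. Camera with an estimated correlation was not run on these 30 genes. Leaving genes out also cannot undo the choice of the list after Table S1 had been read. Transcript length and GC content are argued against, since after a loess fit on both the median nearer 0 was -0.594. With 1 line per construct, 3 lines in all, a difference between lines other than TBX3 cannot be told apart from an effect of TBX3. *TXNIP*, the member that rose, had log2 fold changes of 2.11 and 1.45.

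The cholesterol synthesis list was lower with both isoforms as well, with medians of -0.613 and -0.567 over 32 genes tested. With TBX3iso1 16 genes were lower and 1 higher, and with TBX3iso2 16 were lower and 0 higher. limma's fry gave p = 0.000154 and 0.000235, and camera with an estimated correlation gave p = 0.033 and 0.0327. After a loess fit on transcript length and GC content the median nearer 0 was -0.524, which argues against these as the cause. As for the FOXO targets, 1 line per construct, 3 in all, leaves a difference between lines other than TBX3 open, and it cannot be told apart from an effect of TBX3.

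*TWIST2*, which the paper does not report, was above its level in EV with both isoforms, with log2 fold changes of 1.76 and 1.71. Its level stayed low, from 0.156 RPKM in EV to 0.788 and 0.741 RPKM, and without moderation its adjusted p was 0.0652 and 0.0661. The primer pair that Table S2 lists for *TWIST1* matches 3 transcripts of *TWIST2* and no transcript of *TWIST1*. A candidate explanation of a *TWIST1* rise by RT-qPCR beside a fall by RNA-Seq is therefore that the pair amplified *TWIST2*, whose smaller log2 fold change was 1.714. This is a hypothesis from the same data, and the primers as synthesized and the western blot of TWIST1 were not available to test it. The paper also reports TWIST1 as up-regulated among the markers of its western blots. Primers that match *TWIST2* would not account for that protein result.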

How the results depend on the processing

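The linear model on unlogged RPKM without a filter was chosen after seeing the data. Over the other 11 alternatives, *SNAI2* remained differentially expressed against EV with both isoforms, and the medians of the mesenchymal and epithelial lists kept their sign with both isoforms. The number of differentially expressed genes ran from 1812 to 3416 with TBX3iso1, from 1870 to 3395 with TBX3iso2 and from 186 to 900 between the isoforms. The Table S1 genes altered with both isoforms numbered between 114 (mean of at least 2 RPKM, fewer genes tested) and 183 (no filter), against 153.

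With a pseudocount of 1 RPKM, 1812 genes were differentially expressed with TBX3iso1 in place of 2757, 419 between the isoforms in place of 805, and 1135 with both isoforms in the same direction in place of 1759. Of the 1812 and 419 genes, 1809 and 416 were also found with a pseudocount of 0.1 RPKM. A larger pseudocount shrinks the fold changes of genes with low values. Between the isoforms, 504 genes passed when a mean of at least 2 RPKM was required, where fewer genes are tested, 199 with a linear model on log2 values without moderation and 186 with a linear model on unlogged RPKM, and the cause was not tested for the last pair. The linear model on unlogged RPKM without a filter gave 189. The correlation between the isoforms, 0.816, was 0.784 without a filter and 0.526 on unlogged RPKM without a filter, where folds of genes near 0 are not held back by a pseudocount. With each library left out in turn it ran from 0.785 to 0.823.

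The median of the mesenchymal list with TBX3iso2, 0.25, was lowest without a filter on low values, at 0.09, where that with TBX3iso1 was 0.32 in place of 0.56. It was 0.19 under quantile normalization (0.1899), where camera no longer passed 0.05, and 0.19 in the linear model on unlogged RPKM without a filter (0.1865), and the cause was not tested. Over the fits that each left out 1 library, this median ran from 0.19 to 0.30, that with TBX3iso1 from 0.50 to 0.57 and that of the epithelial list with TBX3iso1 from -0.45 to -0.37. Of the genes differentially expressed with all libraries, between 2399 and 2609 with TBX3iso1, between 2344 and 2582 with TBX3iso2 and between 710 and 727 between the isoforms stayed over 1.5-fold in the same direction when 1 library was left out.

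Some results near 0 reversed, and the cause was not tested. Without a filter, the median of the extracellular matrix list was 0.0442 with TBX3iso1 and -0.0723 with TBX3iso2. At a mean of at least 2 RPKM, the medians were 0.1207 for extracellular matrix genes and 0.0072 for metalloproteases with TBX3iso1, and -0.0129 for serine protease inhibitors with TBX3iso2. With median-ratio scaling, the medians were -0.0041 for extracellular matrix genes with TBX3iso2 and -0.0344 for cholesterol synthesis genes between the isoforms, and the log2 fold changes were -0.0041 for *FN1* with TBX3iso2 and -0.004 for *VCL* between the isoforms. With quantile normalization, the medians were 0.1559 for metalloproteases with TBX3iso1, -0.007 for extracellular matrix genes with TBX3iso2 and -0.0258 for cholesterol synthesis genes between the isoforms, and the log2 fold change of *FOSB* with TBX3iso1 was 0.0143. Leaving out 1 library changed the sign of the medians of protease inhibitors with TBX3iso1 (up to 0.02), metalloproteases with TBX3iso1 (up to 0.07), extracellular matrix genes with TBX3iso2 (down to -0.11) and cholesterol synthesis genes between the isoforms (down to -0.0048).

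The split into higher and lower genes depended on the scaling. With TBX3iso1 it was 955 higher and 1802 lower, against 1097 and 1602 with median-ratio scaling and 1259 and 1313 with quantile normalization. With TBX3iso2 it was 1145 and 1575, against 1088 and 1607, and 1315 and 1338. Between the isoforms it was 444 and 361, against 347 and 446, and 351 and 435. These scalings moved the median log2 fold change of all genes from -0.051 to -0.01 and 0.023 for TBX3iso1.

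The other results are single named genes and smaller lists, each counted once under every alternative that gave it a value. Of these pairs of a result and an alternative, 71 were weaker, 8 stronger and 13 reversed, 11 values without a test moved by more than the spread between replicates, and 1625 were the same.

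The replicate numbers of different lines share only a number, and no source pairs them. The replicate 1 minus replicate 2 differences correlated across genes at r = 0.22 (EV and TBX3iso1), 0.11 (EV and TBX3iso2) and 0.50 (TBX3iso1 and TBX3iso2). With the replicate number as a block, 2838, 2795 and 900 genes were differentially expressed, among them all 2757, 2720 and 805 found without it.

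The table gives RPKM and no gene counts, and the reads behind a low RPKM were not estimated for single genes. The size of a change against a line with values near 0, such as that of *HOXA11*, *PAX8-AS1* or *MAGEA6*, rests on the pseudocount. With duplicate libraries of 1 line per construct, the tests cover the spread between libraries and not that between transfected lines, and the sources do not say whether the duplicates are separate cultures.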

Differences from the paper's values

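The paper's values are RT-qPCR folds normalized to *GAPDH*, read by eye from its bar charts, and the values beside them are folds of RPKM with limma on log2 values. The alternatives set before the data were examined left each of the following differences open, except where named. A difference is called open where the value lies more than 1.5-fold from the paper's, and closed where it lies nearer. A value called closed can still differ from the paper's by more than the replicate SD.

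Total *TBX3* is about 6.3 with TBX3iso1 and about 7.0 with TBX3iso2 in the paper's Fig. 1B, read by eye, and the RPKM folds were 1.45 and 1.96. Under the alternatives these ran from 1.36 to 1.56 and from 1.84 to 2.08, and none closed the gap.

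For *TWIST1*, the paper's values are about 1.9 with TBX3iso1 and about 2.3 with TBX3iso2 in Fig. S7A, read by eye, and the RPKM folds were 0.601 and 0.447. The alternatives gave 0.578 to 0.625 and 0.428 to 0.465, and none closed the gap. The paper gives *TWIST1* as up-regulated, with western blots of the protein beside RT-qPCR. The log2 fold changes of its transcript here were -0.73 and -1.16.

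For *SRC* with TBX3iso2 the paper's value is about 2.5 in Fig. S7A, read by eye, and the RPKM fold was 1.17, with 1.08 to 1.32 under the alternatives. None closed the gap.

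For *MMP9* the paper's values are about 2.1 with TBX3iso1 and about 2.1 with TBX3iso2 in Fig. S7A, read by eye, and the RPKM folds were 3.23 and 0.859. For TBX3iso1 a pseudocount of 1 RPKM (2.62) and leaving out EV replicate 2 (2.86) closed the gap, and the other alternatives did not. For TBX3iso2 none closed the gap, with 0.759 to 0.972.

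For *PLAU* the paper's values are about 1.8 and about 2.2 in Fig. S7A, read by eye, and the RPKM folds were 3.84 and 3.72, with 3.65 to 4.04 and 3.53 to 3.91 under the alternatives. None of those set before the data were examined closed the gap. The folds relative to *GAPDH*, a unit chosen after seeing the values, closed it by the 1.5-fold rule. They were 2.12 and 3.02 (replicate SD 0.0549 and 0.415), and both stayed above the paper's values.

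For *CST6* the paper's values are about 0.30 and about 0.37 in Fig. S7A, read by eye, and the RPKM folds were 0.945 and 0.904, with 0.85 to 1.05 and 0.80 to 1.02 under the alternatives. None closed the gap.

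The RT-qPCR folds are relative to *GAPDH*, whose RPKM rose 1.82-fold with TBX3iso1 and 1.24-fold with TBX3iso2. Relative to *GAPDH*, a unit chosen after seeing the values, the fold of *MMP9* with TBX3iso1 was 1.83, which also closed the gap. The other differences above stayed open, with total *TBX3* at 0.804 and 1.59, *TWIST1* at 0.33 and 0.36, *SRC* with TBX3iso2 at 0.963, *MMP9* with TBX3iso2 at 0.69, and *CST6* at 0.521 and 0.732. In that unit further gaps opened, for *SNAI2* with TBX3iso2 (1.27, against the paper's about 2.3 in Fig. S7A, read by eye), *SRC* with TBX3iso1 (0.702, against about 1.8) and *MMP14* (1.07 and 1.34, against about 2.0 and about 2.1).

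In directions and rankings, the paper defines the genes of Table S1 as regulated up or down and, where it names *SNAI2*, refers to the list as induced; 107 of the 152 that changed in the same direction with both isoforms were lower. The paper's bars for *SNAI2* are higher with TBX3iso2 than with TBX3iso1, and here the log2 fold change was 0.65 with TBX3iso2 and 1.14 with TBX3iso1. Relative to *GAPDH*, the unit of those bars, the folds were 1.275 with TBX3iso2 (replicate SD 0.206) and 1.22 with TBX3iso1 (0.167). In that unit, chosen after seeing the values, the isoforms differed by less than the spread between replicates, and the reversed order was not seen. The paper reports more active MMP2 protein by zymography, and the *MMP2* transcript had log2 fold changes of -1.03 and -1.45. The paper reports identical functionality of the isoforms in EMT, and *CDH2* and *MMP9* differed between them by -1.01 and -1.91 on the log2 scale. The paper's *CDH1* control for ChIP-qPCR is named a coding region, and its 59-bp product lies in an intron in the annotation used here.
The paper's Table S1 is counted as 194 genes in the text and its copy at hand holds 193. Of these, 153 were differentially expressed with both isoforms, against 183 without a filter, 156 in a linear model on unlogged RPKM, and 191 in that model without a filter, which was chosen after the values were seen. These settings therefore give genes that the paper lists and that the model used here does not.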

Other observations

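The tests of explanations in this part were chosen only after the results had been seen. Exceptions are the simulation with shared EV libraries, the rescaling to summed RPKM and the sums of olfactory receptor genes. The tests of the glucocorticoid target list and the values of *SRC* and *VCL* follow the planned comparisons.

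More genes were lower than higher with TBX3iso1, 65.4% of those differentially expressed. The 50 genes with most estimated reads (RPKM times transcript length) held 12.3% and 12.5% of the reads in EV and 13.3% and 14.3% with TBX3iso1. Dividing each library by the share outside them brought the share of lower genes to 61.9%, so abundant genes taking reads account for part of the excess at most, and the value argues against them as the whole cause. A rescaling to the summed RPKM outside the 50 most abundant genes, planned at first, gave 72.9% and decides nothing, since that sum also differs between lines for other reasons. Genomic DNA in the EV libraries was first tested through the summed RPKM of 67 olfactory receptor genes, which were 9.18 and 9.97 in EV, 6.44 and 7.59 with TBX3iso1 and 8.82 and 9.31 with TBX3iso2. The lower EV library did not exceed the highest isoform library, and the mean difference between EV and TBX3iso1 was 0.0382 RPKM per gene. Among genes with a mean of at least 2 RPKM, far above that, the share of lower genes was 62.7%, which argues against genomic DNA as the cause. Unspliced RNA, which follows the transcription of each gene, was not tested and stays open. Under quantile normalization, which forces the libraries to the same distribution, the share was 51.05%. A difference in the distributions for a technical reason therefore cannot be told apart from a true excess of lower genes, since no control RNA of known amount was added.

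*TWIST1* was lower with both isoforms. Of the log2 fold changes under quantile normalization and median-ratio scaling, the one nearest 0 was -0.693, which argues against scaling as the cause. Relative to *GAPDH*, the reference of the paper's RT-qPCR, *TWIST1* was lower still, with log2 fold changes of -1.60 and -1.472. Reads shared with *TWIST2* are argued against, since *TWIST2* gained at most 5.01% of the RPKM that *TWIST1* lost, 0.632 against 12.6 RPKM with TBX3iso1. No biological explanation was tested, and 1 line per construct leaves a difference between lines open.

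The log2 fold changes of the isoforms correlated at r = 0.816. The shared EV libraries alone gave at most 0.542 in 100 simulations, which argues against them as the whole cause. Effects of TBX3, or of another difference from the EV line that both isoform lines share, remain open.

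The replicates of the isoform lines differed alike: the differences between replicate 1 and replicate 2 in TBX3iso1 and TBX3iso2 correlated at r = 0.525 across the 11803 genes with a known length (92.2% of those tested). They also correlated with transcript length, with Spearman's rho of 0.523 in TBX3iso1 and 0.574 in TBX3iso2, against 0.11 in EV. A length bias between replicates, as RNA quality or library preparation may give, is a candidate explanation for part of it. GC content had rho of -0.048 and -0.304 in these lines, which argues against it as a shared cause. After a fit on length and GC content r was 0.417, so most of the correlation was not removed.

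The glucocorticoid target list, whose genes were chosen after Table S1 had been read, had a median log2 fold change of -0.30 with TBX3iso1 and -0.32 with TBX3iso2 over 27 genes tested. With TBX3iso1 2 were higher and 9 lower, and with TBX3iso2 4 were higher and 11 lower. limma's camera gave adjusted p = 0.0204 and adjusted p = 0.0595 over the 12 lists, so TBX3iso2 did not pass, and its unadjusted p with TBX3iso2 rose from 0.0396 to 0.175 with a filter at 2 RPKM. Camera with an estimated correlation gave p = 0.0848 and 0.135, while fry gave p = 0.000628 and 0.000995.

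*SRC* was 1.15 ± 0.149 RPKM (SD, n = 2) in EV, 1.46 ± 0.078 RPKM with TBX3iso1 and 1.37 ± 0.0855 RPKM with TBX3iso2, log2 fold changes of 0.32 and 0.23. *VCL*, which encodes vinculin, was 30.9 ± 1.06 RPKM (SD, n = 2) in EV, 25.4 ± 3.48 RPKM with TBX3iso1 and 26.6 ± 6.61 RPKM with TBX3iso2.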
